# Inferring co-expression networks of *Arabidopsis thaliana* genes during their interaction with *Trichoderma* spp.

**DOI:** 10.1038/s41598-023-48332-w

**Published:** 2024-01-30

**Authors:** Javier-David Vega-Arroy, Alfredo Herrera-Estrella, Cesaré Ovando-Vázquez, Sergio Casas-Flores

**Keywords:** Computational biology and bioinformatics, Gene ontology, High-throughput screening

## Abstract

Fungi of the *Trichoderma* genus are called "biostimulants" because they promote plant growth and development and induce disease resistance. We used conventional transcriptome and gene co-expression analyses to understand the molecular response of the plant *Arabidopsis thaliana* to inoculation with *Trichoderma atroviride* or *Trichoderma virens*. The transcriptional landscape of the plant during the interaction with these fungi showed a reduction in functions such as reactive oxygen species production, defense mechanisms against pathogens, and hormone signaling. *T. virens*, as opposed to *T. atroviride*, was more effective at downregulating genes related to terpenoid metabolism, root development, and chemical homeostasis. Through gene co-expression analysis, we found functional gene modules that closely link plant defense with hypoxia. Notably, we found a transcription factor (locus AT2G47520) with two functional domains of interest: a DNA-binding domain and an N-terminal cysteine needed for protein stability under hypoxia. We hypothesize that the transcription factor can bind to the promoter sequence of the GCC-box that is connected to pathogenesis by positioned weight matrix analysis.

## Introduction

Plants are naturally exposed to abiotic and biotic stresses that affect their growth and reproduction. Abiotic stress is triggered by physical factors such as temperature, drought, and salinity, among others. In contrast, biotic stress is caused by living organisms (or biological entities), including insects, bacteria, fungi, oomycetes, viruses, or other plants^1^.

Stress triggers different responses in plants, such as reprogramming of gene expression, changes in cell metabolism, and alterations in the vegetative and reproductive phases^1^. Biotic stress directly deprives the plant of its nutrients, provokes tissue damage, and could lead to death^1^. Biotic interactions, however, are not always unfavorable to plants since they can also be established with beneficial organisms. Plant-beneficial microorganisms comprise specific groups of bacteria and fungi that have positive effects, such as plant growth promotion, increases in nutrient uptake, and might even activate defense mechanisms. Conversely, pathogenic organisms provoke plant disease and may cause tissue damage or death^2^. In recent decades, research has focused on studying plant–microbe beneficial mutualistic interactions due to their implications in agriculture^3^.

Plants have evolved various defense mechanisms against attack by pathogens. The first layers of plant defense against pathogens comprise the physical and chemical mechanisms. Subsequently, an innate immune response may be established. Basal resistance is a type of local resistance that involves the detection of pathogen-associated molecular patterns (PAMPs) by pattern recognition receptors (PRR), leading to PAMP-triggered immunity (PTI)^4^. In response to plant hostility, pathogens counteract with effector molecules to block the plant defense signal transduction, triggering effector susceptibility (ETS). To hinder pathogen effectors activity, plants evolved resistance proteins (R) of the NLR (nucleotide-binding/leucine-leucine-rich-repeat) family, commonly found in the cytoplasm. NLRs directly or indirectly recognize their cognate effectors, leading to effector-triggered immunity (ETI)^5–7^.

Furthermore, PAMPs and effectors can trigger the systemic acquired resistance (SAR) at distant parts of the original point of infection, mediated by the phytohormone salicylic acid (SA). *Arabidopsis* mutants defective in SA biosynthesis or responsiveness are compromised in basal defense and SAR^8^. SAR is effective against biotrophic and hemibiotrophic microorganisms^9^. In addition, PAMPs or MAMPs (microbe-associated molecular patterns) of necrotrophic or beneficial microorganisms can trigger induced systemic resistance (ISR) through the phytohormones jasmonate/ethylene (JA/ET) pathways^10^. Intriguingly, the interaction of plants with mutualistic microorganisms result in plant growth stimulation, biomass gaining, and changes in root architecture that lead to a more efficient nutrient uptake^11^.

Species of the *Trichoderma* genus are cosmopolitan filamentous fungi of agricultural interest, since several isolates have been used as biological control agents of phytopathogens because they feed on other fungi, produce antibiotics, and are rhizosphere competent^11^. Furthermore, *Trichoderma* spp. colonize the plant root surface to establish mutualistic relationships with plants, modifying root architecture^12^, increasing nutrient uptake capacity and growth^13^. In addition, *Trichoderma* simultaneously induces SAR and ISR to render plants resistant to a wide range of pathogens with different lifestyle^12,14,15^.

In addition, after their interaction with *Trichoderma*, plants become more tolerant to abiotic stress. Mona et al*.*^16^ reported increased drought resistance of tomato plants inoculated with *Trichoderma harzianum.* According to these authors, *Trichoderma* mitigates the harmful effects of drought in the host, which correlates with an increase in secondary metabolites such as phenols, flavonoids, indole acetic acid (IAA), indole butyric acid and gibberellic acid*.* Similarly, Zhang et al.^17^ reported that cucumber plants (*Cucumis sativus*) treated with *T. atroviride* HN082102.1 show increased tolerance to high concentration of NaCl (sodium chloride).

It has been proposed that low oxygen concentrations (hypoxia) could trigger resistance in plants against pathogens, thus suggesting a cross-talk between hypoxia and plant immunity^18^. Like animals, higher plants are aerobic organisms because oxygen is essential for their metabolism and growth. In nature, plants experience hypoxia under excessive rainfall or flooded soils, resulting in low oxygen concentration in the rhizosphere^19^. This hypoxia leads plants to fine-tune growth and metabolism to adapt under such conditions. Ethylene response transcription factors (ERFs) are known to play an important role in hypoxia. Some rice varieties have adapted to hypoxia thanks to transcription factors known as "snorkels" that respond to ethylene, allowing them to adapt their growth ^20^. In *A. thaliana*, oxygen regulates the stability of the ERF-VII family of transcription factors. These proteins have an N-terminal cysteine targets them for degradation by the proteasome in the presence of oxygen. On the contrary, in the absence of oxygen, the ERF-VII is stabilized and translocated to the nucleus, where they induce the transcription of genes to alleviate hypoxia ^2^.

Although the *Trichoderma*-plant interaction is a well-studied phenomenon, we need more information to elucidate the molecular mechanisms that govern the functional associations between biological processes in plants during their interaction with the fungus. Conventional approaches that usually characterize one or two genes do not represent the complex adaptation mechanism of the plant against biotic and abiotic stresses. However, with the advent of “omic sciences" in combination with bioinformatics, various mathematical methodologies have been proposed to analyze massive amounts of data that allow us to understand these biological interactions. In this regard, in transcriptomic analysis of tomato interacting with *T. harzianum* (T22) and aphids, the induction of early and late defense genes clarified the dynamics in the behavior of genes in time^21^. They identified genes with an indirect role in tomato defense against insects, such as sesquiterpene synthase and geranylgeranyl phosphate synthase encoding genes. de Palma et al.^22^, based on transcriptomic analysis, proposed that the promotion of growth in tomato plants by *T. harzianum* was due to the differential expression of nutrient transporter genes and the modifications in root architecture through the ethylene/indole-3-acetic acid signaling pathways.

The analysis of co-expression networks allows us to simultaneously identify and explore thousands of genes with similar expression patterns under certain conditions that are grouped to respond to a stimulus. This methodology aims to identify causal variables and regulatory mechanisms that control these processes^23^.

Gene co-expression network analysis is a mathematical methodology that helps to explore and visualize how genes are associated in a biological system to fulfill a specific function. Co-expression network analysis has its theory behind it, known as the graph theory. This theory is a mathematical methodology whose origin dates to 1736 and has been successfully applied in biological sciences to analyze phenomena such as protein interactions, protein structural analysis, gene expression, and microbiome phylogeny^23–26^.

We can generically define a network as a set of actors (nodes) maintaining certain connections between them (edges)^27^. Network analysis makes it easier for us to identify central nodes. These central nodes represent genes that are master regulators in a network of genes and typically play essential roles in a biological system^27^.

Here, the transcriptional response of the model plant *Arabidopsis thaliana* during its interaction with *Trichoderma virens* or *Trichoderma atroviride* was analyzed. We performed a gene co-expression network analysis. These analyses were assessed from a mathematical perspective based on their centrality measures to identify functional modules and relevant genes during the plant-fungus interaction.

## Results

### Differential expression analysis

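RNA was sequenced from seedlings in contact with *T. atroviride*, in contact with *T. virens*, or left without a fungus as controls, at 48, 72 and 96 hpi. Each of the 9 groups of treatment by time had 3 libraries, which gave 9 libraries per treatment. The methods describe leaf and root samples, whereas the sample labels name leaf as the source, so the share of root in each library is not known. The authors counted fragments on each feature with featureCounts and deposited these counts, without normalization, together with counts scaled to the library total (CPM). In every library the deposited CPM equalled the count divided by the library's total over all features. The tables hold 16878 features, of which 16647 have an *Arabidopsis* locus as identifier and 231 do not. No feature had fewer than 1000 counts summed over the 27 libraries, so weakly expressed genes are not in the tables. Total counts per library cover only the deposited features. They ranged from 6822908 in *T. virens* replicate 2 at 96 hpi to 25676958, with a median of 17288694. The median was 18625561 in the controls, 13695332 with *T. atroviride* and 15727885 with *T. virens*. The *T. atroviride* libraries had lower totals than the controls (2-sided exact permutation test over the 9 and 9 libraries, p = 0.00926). Between *T. virens* and the controls the same exact permutation test gave p = 0.42, and between both fungi p = 0.349. Differential expression was tested on the *Arabidopsis* loci with edgeR 4.0.16, with TMM normalization, a mean for each group and the quasi-likelihood test. The low-count filter of edgeR removed 0 genes, since the deposited tables were already limited to expressed features. Genes were called upregulated or downregulated at FDR below 0.001 (Benjamini-Hochberg adjustment over the genes tested) and |logFC| above 1.5, in the mean of the contrasts at 48, 72 and 96 hpi unless a time is named. In simulated data with the same totals and dispersions, in which 100 genes were raised and 100 lowered by a known amount, 94 and 96 of them were called and 0 of the others.

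**Figure D1:**
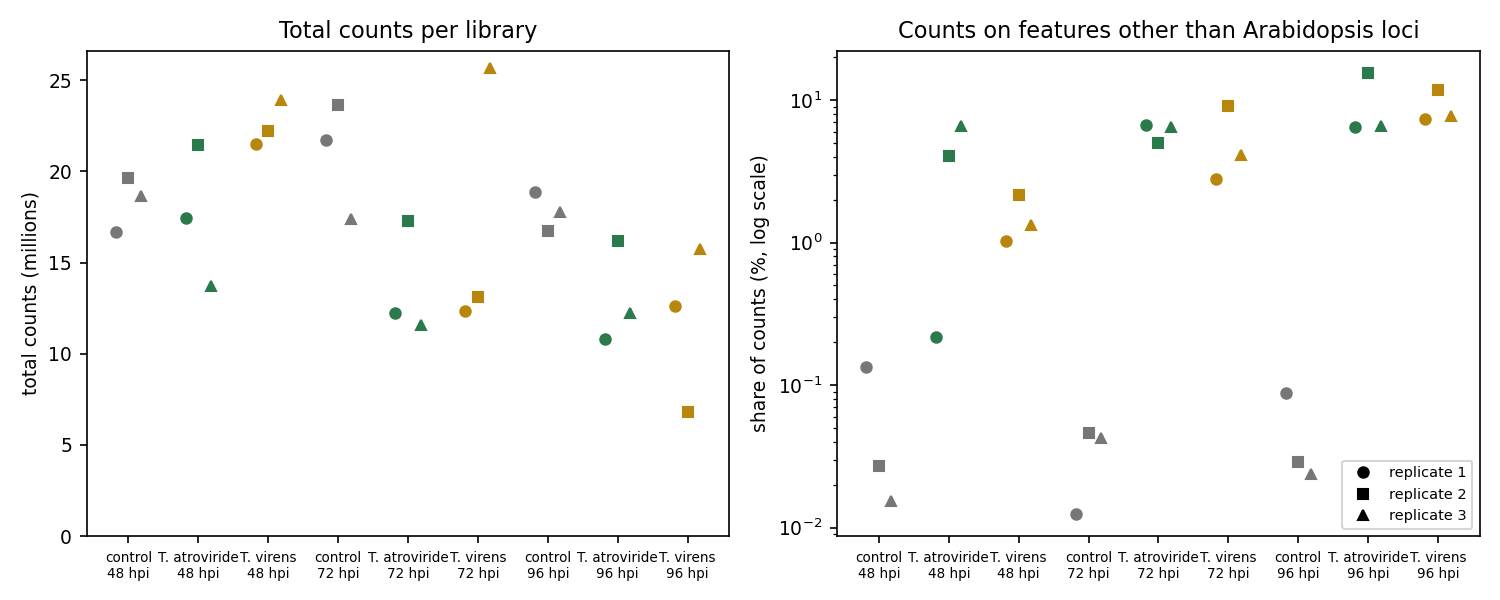
Total counts (left) and the share of counts on features other than *Arabidopsis* loci (right, percent, log axis) in each of the 27 libraries, by treatment and time. Each point is 1 library, and its shape gives the replicate number.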

To determine the transcriptional response of *Arabidopsis* to *T. atroviride* and *T. virens*, we inoculated the roots of *A. thaliana* seedlings with the fungi and performed RNA-seq analyses using 27 libraries. Quality reports of the sequenced reads showed that all libraries were high quality, exhibiting a Phred > 30 (Fig. S1A). Therefore, we mapped all reads to the reference concatenated genome. 

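The deposited counts hold only fragments assigned to a feature, so the share of reads that mapped was not analysed here. Counts were divided by the feature's identifier, since the reference joined the genomes of the plant and of both fungi. In the controls, features other than *Arabidopsis* loci held a median of 0.0287% of counts (n = 9 libraries), and at most 0.134% in control replicate 1 at 48 hpi (95% Wilson binomial interval 0.133% to 0.136%). With *T. atroviride* the median was 6.48% (n = 9), from 0.218% in *T. atroviride* replicate 1 at 48 hpi (interval 0.216% to 0.22%) to 15.5% in *T. atroviride* replicate 2 at 96 hpi (interval 15.5% to 15.6%). With *T. virens* the median was 4.09% (n = 9), from 1.02% in *T. virens* replicate 1 at 48 hpi (interval 1.017% to 1.025%) to 11.8% in *T. virens* replicate 2 at 96 hpi (interval 11.75% to 11.8%). These intervals cover counting error only, and the spread between libraries of the same group was wider. Features whose identifiers start with TRIA held a median of 5.3% of counts with *T. atroviride* and 0.00228% in the controls. Features whose identifiers start with TRIV held a median of 3.75% with *T. virens* and 0.00172% in the controls. The deposited counts hold only 94 TRIA and 109 TRIV features, each with at least 1000 counts over the libraries. These percentages are thus shares of the deposited counts, and not of all fungal RNA or reads.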

On average, more than 95% of the sequencing reads mapped to the reference genome for each library (Fig. S1B). The differential expression analysis showed that 256 and 263 genes were upregulated in *A. thaliana*, whereas 49 and 126 were downregulated by *T. atroviride* and *T. virens* respectively (Figs. 1 and S2; Table S1). 

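In the mean of 48, 72 and 96 hpi, 251 genes were upregulated and 45 downregulated by *T. atroviride* out of 16647 tested (edgeR's quasi-likelihood test, 9 libraries per treatment). For *T. virens*, 262 genes were upregulated and 125 downregulated. At the same FDR without the limit on logFC, 1188 genes changed with *T. atroviride* and 2156 with *T. virens*. The median logFC of the called genes was 2.24 and −1.89 for *T. atroviride*, and 2.12 and −1.88 for *T. virens*. Calling genes only where they passed at all 3 times moved the counts most, to 1 upregulated gene for *T. atroviride* and 2 for *T. virens*. These were AT2G15780 for *T. atroviride* and AT3G59930 and AT5G33355 for *T. virens*, named after their values were seen. The upregulated counts moved by less than a factor of 1.5 when any library was left out. The 45 genes downregulated by *T. atroviride* became 134 without control replicate 1 at 72 hpi, 29 without control replicate 1 at 96 hpi or control replicate 3 at 96 hpi, 27 without control replicate 2 at 48 hpi, control replicate 3 at 48 hpi or *T. atroviride* replicate 2 at 96 hpi, and 26 without *T. atroviride* replicate 3 at 48 hpi or *T. atroviride* replicate 2 at 72 hpi. They became 25 without control replicate 3 at 72 hpi and 23 without *T. atroviride* replicate 3 at 72 hpi. The 125 genes downregulated by *T. virens* became 284 without control replicate 1 at 72 hpi.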

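The genes with the largest changes were named by a rule, 3 rises and 3 falls for each fungus. AT2G15780 rose most with *T. atroviride*, with a logFC of 7.69 (standard error 0.53, FDR = 3.04e-08, edgeR's quasi-likelihood test). *GSTU11* (AT1G69930) and *DIR5* (AT1G64160) followed with logFC of 5.6 and 5.48. The largest falls with *T. atroviride* were those of *TIP2;3* (AT5G47450), *AGP30* (AT2G33790) and *RAB18* (AT5G66400), with logFC of −4.66, −4.32 and −3.09. With *T. virens*, *NUDT24* (AT5G19470) rose most, with a logFC of 7.44 (standard error 0.88, FDR = 3.24e-06, edgeR's quasi-likelihood test). *PDF1.2c* (AT5G44430) and AT5G33355 followed with logFC of 7.33 and 7.01, and both have close paralogs between which the counting could have split reads. AT1G70880, *TIP2;3* and AT2G33830 fell most with *T. virens*, with logFC of −4.13, −3.81 and −3.56. The logFC of *AGP30* with *T. atroviride* moved most among these, to −3.0 when the mean log2 CPM of a list of root genes was added to the model, a covariate added after the values of that list were seen. All of these genes stayed called when any library was left out.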

Intriguingly, no significant statistical differences (α = 0.05) were found in in the upregulation of genes by *T. atroviride* or *T. virens.* However, *T. virens* was more effective in repressing genes in *A. thaliana* (*p-*val = 0.02, significance 95%) (Fig. 1C,D; Table S1; Fig. S2).

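Gene by gene, *T. virens* was compared with *T. atroviride* directly in the same edgeR fit. At FDR below 0.001 and |logFC| above 1.5, 5 genes were higher and 40 lower with *T. virens* than with *T. atroviride*. Of the 40 lower genes, 24 were called upregulated by *T. atroviride* and 3 downregulated by *T. virens* against control. Most of the 40 were thus genes raised by *T. atroviride*, and few were called repressed by *T. virens*. The 5 higher genes, named after their values were seen, were AT5G33355 with a logFC of 5.75, AT3G59930 with 5.37, *ZIP4* (AT1G10970) with 2.22, AT1G20380 with 2.11 and *ZIP5* (AT1G05300) with 1.67. AT5G33355 and AT3G59930 are close paralogs, and how the counting divided reads between them is not known. AT1G13520 was the lowest with *T. virens*, with a logFC of −3.12 (standard error 0.45, FDR = 0.0003, edgeR's quasi-likelihood test). *CCOAMT* (AT1G67980) and *AATP1* (AT5G40010) followed with −2.99 and −2.84. AT1G13520 was no longer called without *T. virens* replicate 2 at 48 hpi (FDR = 0.00126), *T. virens* replicate 3 at 48 hpi (0.00136), *T. virens* replicate 3 at 72 hpi (0.0012), *T. virens* replicate 1 at 96 hpi (0.00116) or *T. virens* replicate 3 at 96 hpi (0.00148), in edgeR's test with Benjamini-Hochberg adjustment. The 5 higher genes became 8 without control replicate 1 at 72 hpi and 3 without *T. atroviride* replicate 2 at 72 hpi or *T. atroviride* replicate 2 at 96 hpi. The 40 lower genes became 69 without *T. atroviride* replicate 1 at 48 hpi, 61 without control replicate 1 at 72 hpi, 25 without *T. virens* replicate 3 at 96 hpi, 24 without *T. atroviride* replicate 2 at 48 hpi, *T. atroviride* replicate 2 at 72 hpi or *T. virens* replicate 3 at 72 hpi, and 21 without *T. virens* replicate 3 at 48 hpi. Requiring the limits at all 3 times moved both counts most, to 0 in edgeR's test, whereas DESeq2's Wald test on the mean of times called 19 and 86, edgeR's likelihood ratio test 16 and 79, and 3129 genes had an unadjusted p below 0.05 in the main test.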

**Figure 1:**
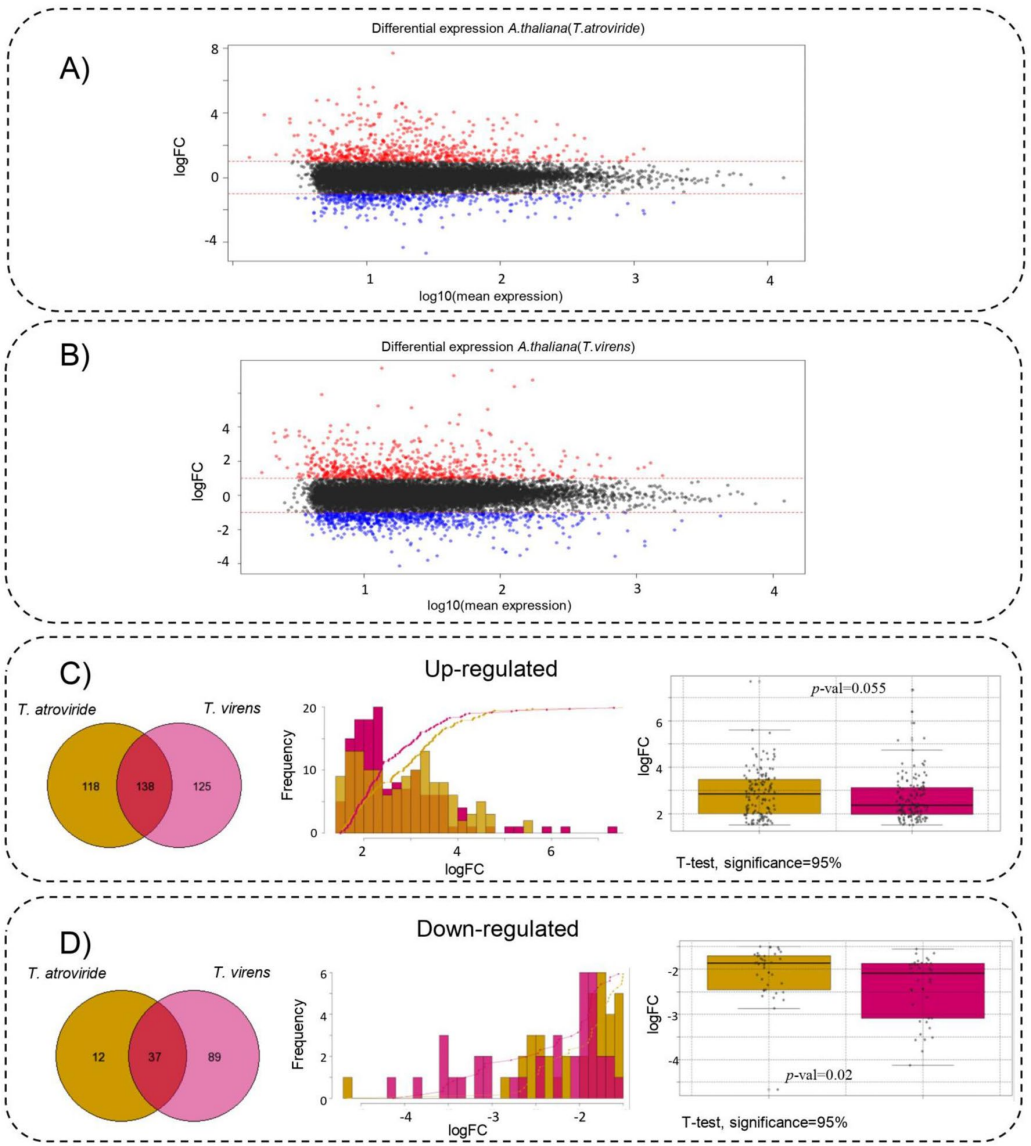
Differential expression analysis. (**A**) MA-plot of the differential expression analysis *A.thaliana*_*(T.atroviride)*_. On y-axis is show the log_2_ fold changes versus x-axis represents log_10_ the average expression signal. Red dots represent up-regulated genes; blue dots represent down-regulated genes. (**B**) MA-plot of the differential expression analysis *A.thaliana*_*(T.virens)*_. On y-axis is show the log_2_ fold changes versus x-axis represents log_10_ the average expression signal Red dots represent up-regulated genes; blue dots represent down-regulated genes. (**C**) Comparison of genes up-regulated in *A. thaliana* by *T. atroviride* vs *T. virens*. Left Venn diagram showing up regulated genes by *T. atroviride, T. virens* or both. Middle. Comparison of frequency distribution of up-regulated genes by *T. atroviride* and *T. virens* Right. Results T-test of upregulated genes. The yellow dots represent the genes induced by *T. atroviride* while the pink dots were induced by *T. virens*. (**D**) Comparison of genes down-regulated in *A. thaliana* by *T. atroviride* vs *T. virens*. Left. Venn diagram showing down regulated gens by *T. atroviride, T. virens* or both. Middle. Comparison of frequency distribution of down regulated genes by *T. atroviride* and *T. virens* Right. Results T-test of downregulated genes. The yellow dots represent the genes repressed by *T. atroviride* while the pink dots were repressed by *T. virens*.

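In the edgeR fit, 135 genes were upregulated by both fungi at FDR below 0.001 and |logFC| above 1.5. The paper's Table S1 lists 138 genes, and they include all 135. Every other gene called in the mean of the times is also in Table S1, which lists 5 more genes upregulated and 4 more downregulated by *T. atroviride*, and 1 more in each direction by *T. virens*. Across the 16647 genes, the logFC with *T. atroviride* and that with *T. virens* had a Pearson r of 0.825, and 83.1% of genes had the same sign. Genes are not independent replicates, and both contrasts share the 9 control libraries. In 10 simulated datasets without any response to the fungi, the shared controls alone gave r between 0.473 and 0.526, the same sign in 65.9% to 67.0% of genes, and 0 genes called for both fungi in either direction by edgeR's test. These simulated values may be too low or too narrow for the real libraries. There, libraries with the same replicate number deviated together from their group means, at a mean correlation of 0.278. The count of 135 became 208 without control replicate 1 at 72 hpi, and no other single library moved it by more than a factor of 1.5.

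**Figure D2:**
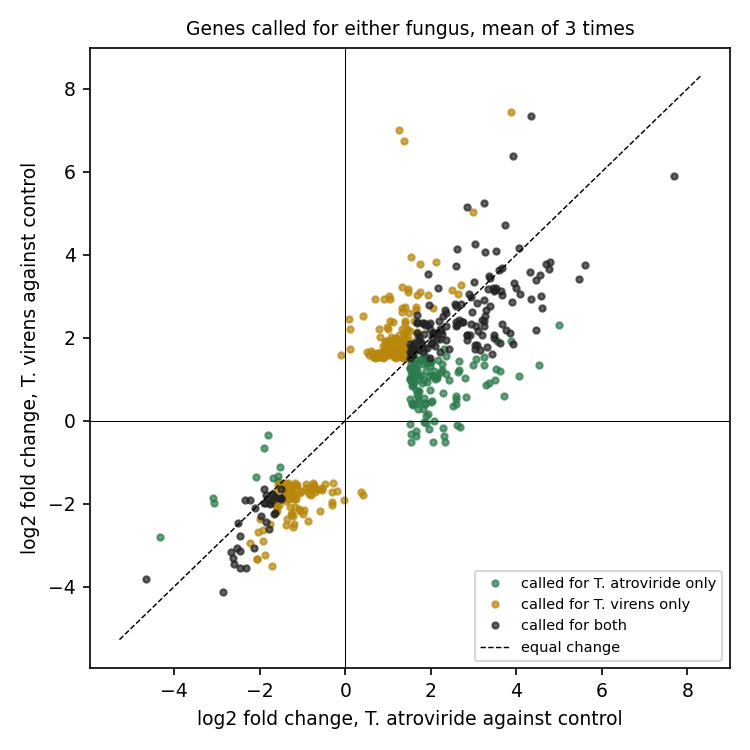
log2 fold change against control with *T. virens* (vertical axis) and with *T. atroviride* (horizontal axis), mean of 48, 72 and 96 hpi, for each gene called for either fungus. Each point is 1 gene, its color tells for which fungus it was called, and the dashed line marks equal change; the 135 and 35 genes called for both have the same sign with both fungi.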

We observed that 138 genes increased their expression in response to both *Trichoderma* species. In addition, 118 and 125 genes were upregulated only in response to *T. atroviride* or *T. virens*, respectively (Figs. 1C,D; S2; Table S1). 

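Here 116 genes passed the limits for upregulation only with *T. atroviride* and 127 only with *T. virens*. Of the 116, 101 also had a positive logFC with *T. virens*, and their median logFC there was 1.0. The direct comparison of both fungi had FDR below 0.05 for 73 of them, and 22 of them passed the limits of FDR below 0.001 and |logFC| above 1.5 in it. Of the 127, 126 had a positive logFC with *T. atroviride*, with a median of 1.21. For 34 of these the direct comparison had FDR below 0.05, and 5 passed its limits. Most genes in both sets thus passed the limits for 1 fungus without a difference between the fungi that passed them.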

Using the logFC of the group of 138 upregulated genes in both interactions, applied a *t*-test to determine if any of the two *Trichoderma* species was more effective in modulating differential expression in the plant (Fig. 1C,D; Fig. S2a). 

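The 135 genes that the edgeR fit called upregulated by both fungi had a mean logFC of 2.89 with *T. atroviride* (SD 1.03 over genes) and 2.64 with *T. virens* (SD 0.979). Welch's t-test across the genes gave a 2-sided p of 0.0466, and a paired t-test across the same genes gave a p of 0.00199, with 56 of the 135 genes more upregulated by *T. virens*. Both tests treat genes as independent replicates, which co-regulated genes are not. The fry test of limma on the same genes, which takes the spread between libraries as its error, gave a 2-sided p of 0.123 for *T. virens* against *T. atroviride*. Over the alternatives fry's p ranged from 0.0946 for the 45 genes called with glmTreat to 0.261 for DESeq2's calls. It was 0.0219 without *T. atroviride* replicate 1 at 48 hpi and 0.932 without control replicate 1 at 72 hpi. For the 138 genes that the paper's Table S1 lists, with the logFC fitted here, Welch's test across genes gave a p of 0.0553 and limma's fry a p of 0.138.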

The *t*-student test suggested that both fungi similarly modulate differential gene expression (*p-*val = 0.055, significance 95%). Similarly, we observed 37 genes that decreased their expression in response to both *Trichoderma* species. In addition, whereas 12 genes decreased their expression in response to *T. atroviride* and 89 in response to *T. virens* (Fig. 1B,D; Table S1; Fig. S2). 

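At the limits above, 35 genes were downregulated by both fungi, 10 by *T. atroviride* only and 90 by *T. virens* only. All 10 and 88 of the 90 also had a negative logFC with the other fungus, with medians of −1.37 and −1.23. The direct comparison of both fungi had FDR below 0.05 for 2 of the 10 and 19 of the 90 in edgeR's quasi-likelihood test. These counts moved more with single libraries than those of upregulated genes. With the replicate number as a block in the fit, the 35 shared genes became 60. The 35 shared genes became 89 without control replicate 1 at 72 hpi, 23 without control replicates 2 and 3 at 48 hpi, control replicates 1 and 3 at 96 hpi or *T. atroviride* replicate 2 at 96 hpi left out in turn, and 22 without *T. atroviride* replicate 3 at 96 hpi. They became 21 without control replicate 3 at 72 hpi, *T. atroviride* replicate 3 at 48 hpi or *T. atroviride* replicate 2 at 72 hpi, and 19 without *T. atroviride* replicate 3 at 72 hpi. The 90 genes became 195 without control replicate 1 at 72 hpi. The 10 genes became 45 without control replicate 1 at 72 hpi and 16 without *T. virens* replicate 2 at 96 hpi. They became 6 without control replicate 2 at 72 hpi, control replicate 1 at 96 hpi, control replicate 3 at 96 hpi or *T. atroviride* replicate 2 at 48 hpi, 5 without *T. atroviride* replicate 3 at 48 hpi or *T. atroviride* replicate 2 at 72 hpi, and 4 without control replicate 2 at 48 hpi, control replicate 3 at 48 hpi, control replicate 3 at 72 hpi, *T. atroviride* replicate 3 at 72 hpi or *T. atroviride* replicate 2 at 96 hpi.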

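The 35 genes downregulated by both fungi had a mean logFC of −2.10 with *T. atroviride* (SD 0.595 over genes) and −2.43 with *T. virens* (SD 0.707). Welch's t-test across genes gave a 2-sided p of 0.0371 and the paired t-test a p of 0.000156, with 28 of the 35 genes lower with *T. virens*. The fry test of limma, with the spread between libraries as its error, gave a p of 0.147. With only the libraries of the compared groups in the fit, limma's fry gave a p of 0.0422 for the 21 genes then called for both fungi, and the other alternatives gave at most 0.157. Leaving out single libraries gave limma's fry p of 0.0415 without *T. virens* replicate 1 at 96 hpi, 0.0425 without *T. virens* replicate 1 at 72 hpi, 0.0492 without control replicate 2 at 72 hpi and 0.307 without *T. atroviride* replicate 1 at 72 hpi. For the 37 genes of the paper's Table S1, Welch's test across genes gave a p of 0.021 and limma's fry a p of 0.106.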

The *t*-student test for downregulated genes suggested a difference in gene repression, with *T. virens* being more effective than *T. atroviride* (*p*-val = 0.02, significance 95%).

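GO annotation was not used here, and hormone responses were read from lists of marker genes. The lists were tested with limma's fry in the fit of all 27 libraries, 2-sided, with Benjamini-Hochberg adjustment over 21 tests of 7 lists in 3 contrasts. The list of the jasmonate and ethylene branch controlled by ERF factors had 7 genes, all of them higher with both fungi. Its median logFC was 2.81 with *T. atroviride* (limma's fry, adjusted p = 7.02e-06) and 4.94 with *T. virens* (adjusted p = 4.79e-08), and adjusted over the list alone 7 and 7 genes had FDR below 0.001, beside 6 and 7 over all genes. It was also higher with *T. virens* than with *T. atroviride*, by a median of 1.87 in 7 of 7 genes (limma's fry, adjusted p = 0.00511, 0.00211 to 0.014 with single libraries left out). The salicylic acid list had 10 genes, of which 9 were higher with *T. atroviride* at a median of 1.01 (limma's fry, adjusted p = 0.00255) and 10 with *T. virens* at a median of 0.88 (adjusted p = 0.00029). Adjusted over the list alone, 1 and 4 of these had FDR below 0.001, beside 1 and 3 over all genes. Between the fungi the salicylic acid list did not differ (median 0.41, 7 of 10 genes higher with *T. virens*, limma's fry, adjusted p = 0.44). The jasmonate list of the MYC branch had 14 genes, 11 of them higher with each fungus, at a median of 0.61 with *T. atroviride* (limma's fry, adjusted p = 0.326) and 0.73 with *T. virens* (adjusted p = 0.0466). Adjusted over the list alone, 0 and 2 of these had FDR below 0.001, beside 0 and 1 over all genes. The *T. virens* value of the MYC list was above 0.05 when any of 19 of the 27 libraries was left out, at up to 0.111 without control replicate 3 at 48 hpi, and the *T. atroviride* value was 0.0473 without control replicate 1 at 72 hpi. Camera with an estimated correlation between genes moved these tests most, to adjusted p of 0.113 for the ERF list with either fungus and 0.135 between them, and 0.374 and 0.307 for the salicylic acid list.

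**Figure D3:**
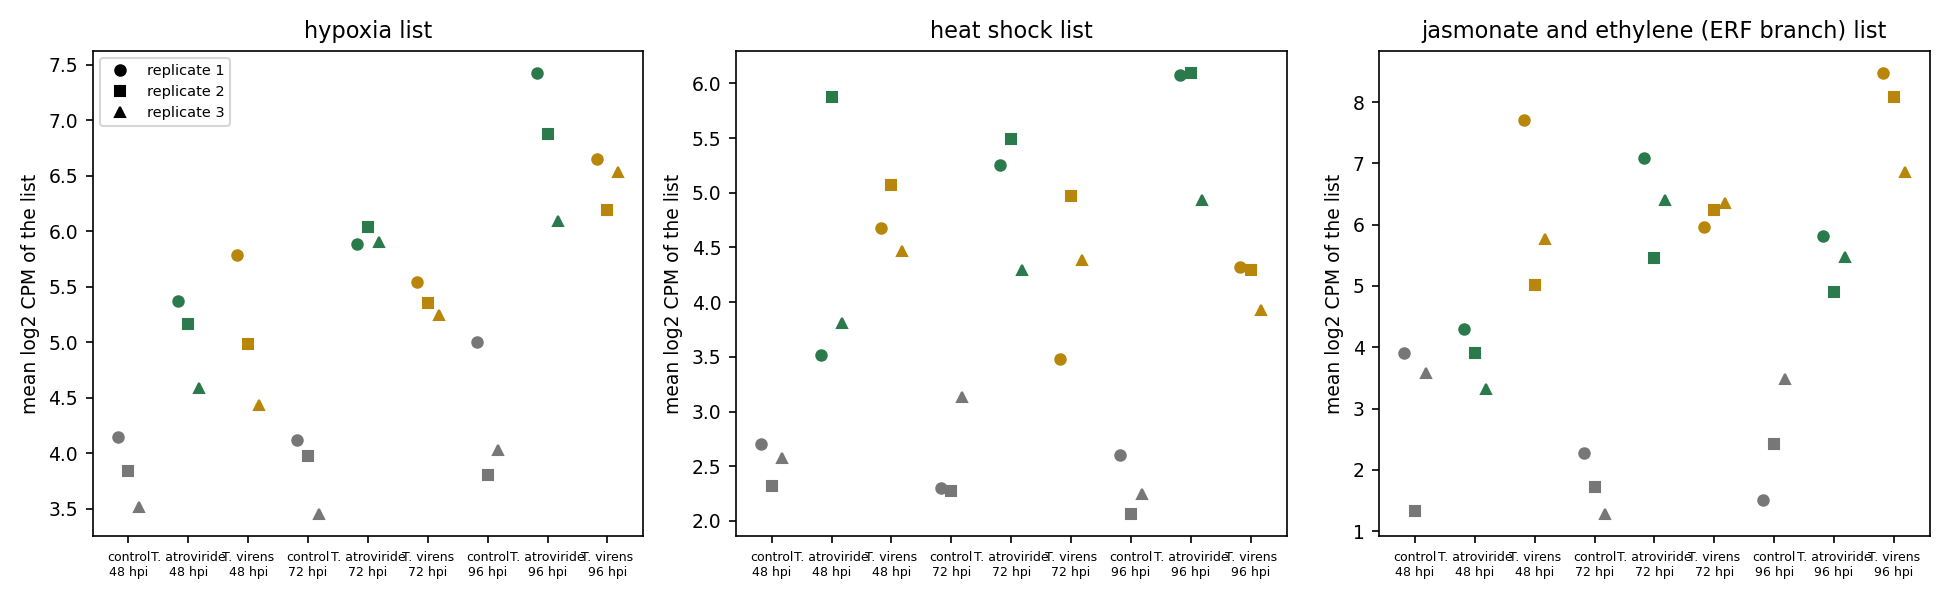
Mean log2 CPM of the genes of the hypoxia, heat shock, and jasmonate and ethylene (ERF branch) lists in each library, by treatment and time. Each point is 1 library and its shape gives the replicate number; nearly all libraries with a fungus lie above the controls of the same time.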

The Gene Ontology (GO) enrichment analysis showed the induction of phytohormone pathways such as ethylene, jasmonate, and salicylic acid (Fig. 2; Table S2). Additionally, the induction of mechanisms related to plant defense, such as acquired systemic resistance (GO:0009627), immune system process (GO:0002376), and response to molecule of bacterial origin (GO:0002237), among others, was observed (Fig. 2, Table S2). Mechanisms involved in the regulation of reactive oxygen species scavenging mechanisms, such as the glutathione metabolic process (GO:0006749) and response to hydrogen peroxide (GO:0042542), were also enriched. 

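*GSH1* (AT4G23100), which encodes the first enzyme of glutathione synthesis, had a logFC of 1.18 with *T. atroviride* (standard error 0.11, FDR = 3.84e-07, edgeR's quasi-likelihood test, 9 libraries per treatment). With *T. virens* its logFC was 0.82 (standard error 0.11, FDR = 1.61e-05 in edgeR's test). *APX1* (AT1G07890), which encodes a cytosolic ascorbate peroxidase that removes hydrogen peroxide, had a logFC of 0.66 with *T. atroviride* (FDR = 6.09e-05) and 0.49 with *T. virens* (FDR = 0.000703), in edgeR's test. All of these changes passed the FDR limit of 0.001 but not the limit of 1.5 on logFC, so neither gene was called. The difference between the fungi did not pass FDR below 0.05 for either gene (edgeR FDR = 0.0639 and 0.348).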

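A list of root genes had 16 of its 21 genes in the table. All 16 were lower with *T. atroviride*, at a median logFC of −0.67 (limma's fry, adjusted p = 0.365), and 14 were lower with *T. virens*, at a median of −0.72 (adjusted p = 0.44). In edgeR's quasi-likelihood test 0 of the 16 were called for either fungus, and 9 and 6 had an unadjusted p below 0.05. DESeq2's Wald test called 1 for *T. atroviride* and 0 for *T. virens*, with 9 and 7 at an unadjusted p below 0.05, and edgeR's likelihood ratio test called 0 for both fungi. Adjusted over the list alone 0 genes had FDR below 0.001, as over all genes. The mean log2 CPM of the root list was between 4.34 and 5.46 in 8 control libraries and 0.17 in control replicate 1 at 72 hpi. With that library left out, the list was lower with both fungi (limma's fry, adjusted p = 0.0243 with *T. atroviride* and 0.0457 with *T. virens*). Among the *T. virens* libraries the list lay between 2.94 and 5.22 in 8 and at 0.40 in *T. virens* replicate 2 at 96 hpi, whose omission gave an adjusted p of 0.847 for *T. virens*. The paper reports root repression at 96 hpi, and the list was not tested at single times. At 96 hpi its mean was 4.43, 5.19 and 4.98 in the controls. It was 3.92, 2.30 and 2.78 with *T. atroviride*, and 4.27, 0.40 and 3.95 with *T. virens*. Every library with a fungus at 96 hpi thus lay below every control of that time.

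**Figure D4:**
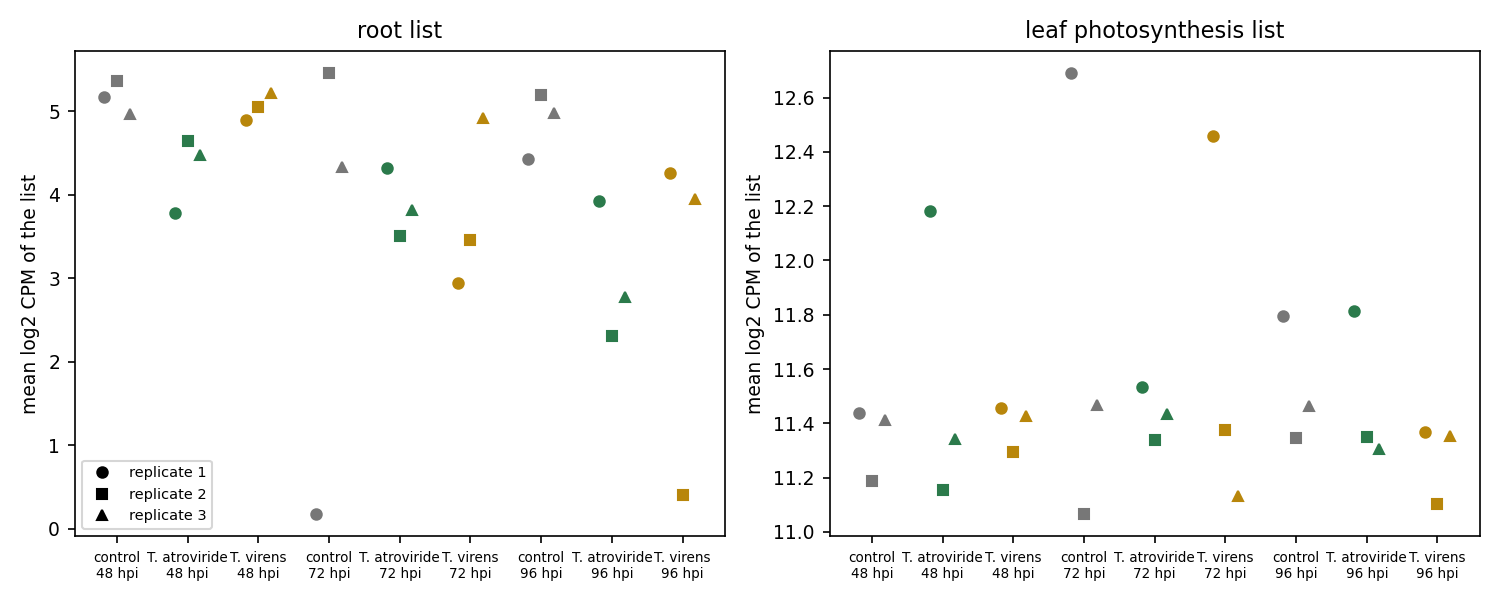
Mean log2 CPM of the root list (left) and of the leaf photosynthesis list (right) in each library, by treatment and time. Each point is 1 library and its shape gives the replicate number; the root list is lowest in control replicate 1 at 72 hpi and *T. virens* replicate 2 at 96 hpi.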

Finally, among the repressed GO terms: root development (GO:0048364), root morphogenesis (GO:0010015) and chemical homeostasis (GO:0048878) (Fig. 2, Table S2).

**Figure 2:**
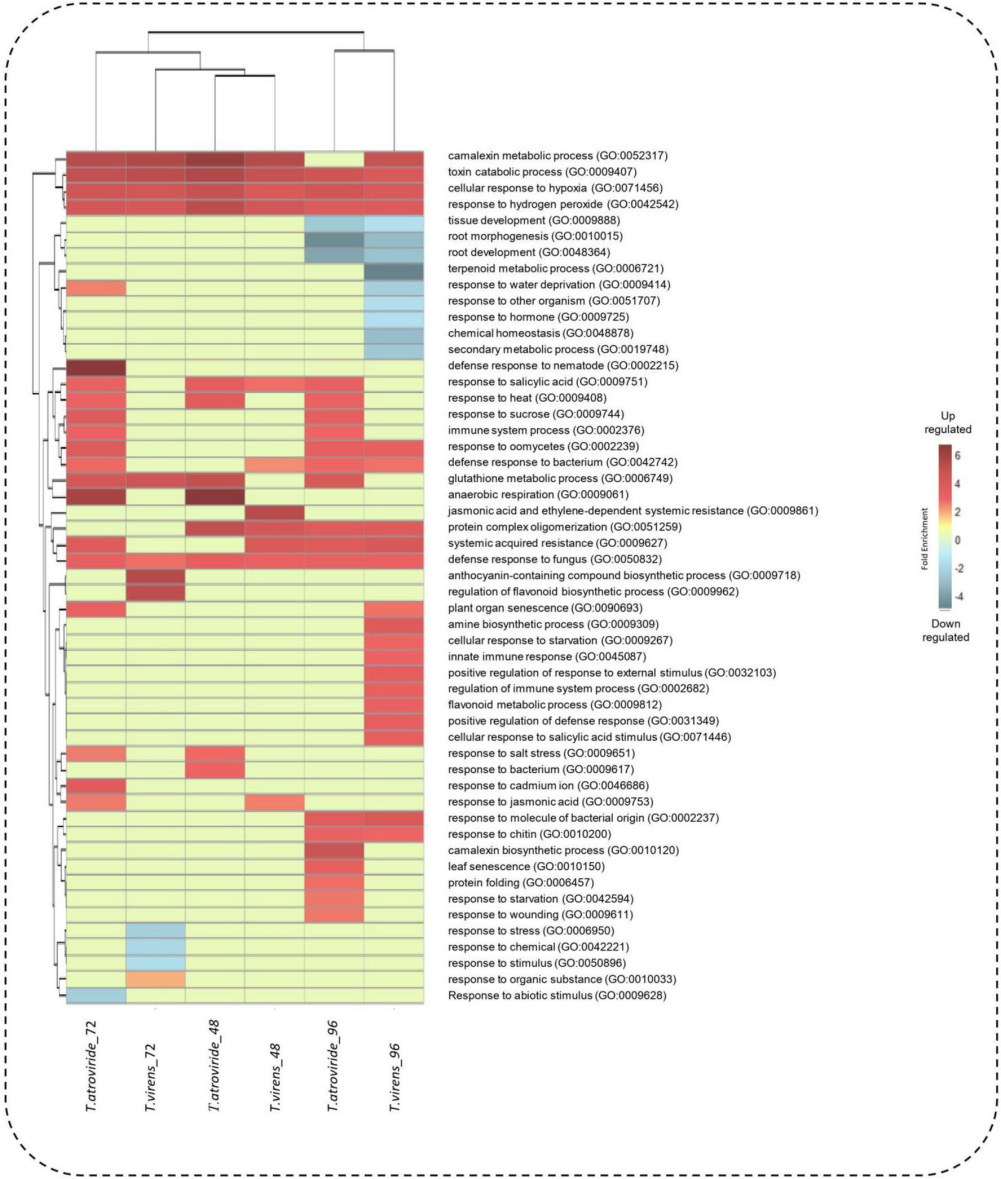
Gene ontology enrichment analysis. Biological process that were differentially regulated in *Arabidopsis thaliana* during its interaction with *Trichoderma* spp. Each column represents a contrast of differential expression, and each row represents the gene ontologies in terms of the biological processes involved. The color gradient goes from blue to red for downregulated and upregulated biological processes, respectively.

### Differential network analysis

As expected, the differential network analysis showed changes in the topology of the interaction networks (network_(*T. atroviride)*_ and network_*(T. virens)*_) against their controls (Fig. 3A,B), probably because of the association of genes under different conditions. When the connectivity of the nodes using the degree as a metric was analyzed, the control networks exhibited a right asymmetry in both cases that extended to 150 and 300 degrees for the *T. atroviride* and the *T. virens* network, respectively. 

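Networks were built from the deposited CPM with Spearman's correlation over the 9 libraries of each fungus, and over the 9 control libraries for the same genes. The genes were the 1188 with FDR below 0.001 with *T. atroviride* and the 2156 with *T. virens* in edgeR's quasi-likelihood test, without a limit on logFC. With 9 libraries rho takes few values, and its 2-sided exact permutation p is 5.51e-06 at a rho of 1, 0.000353 at 0.95 and 0.00203 at 0.9. After Benjamini-Hochberg adjustment over all pairs, 0 pairs reached FDR below 0.001 with the exact p in any of the 4 networks, and the smallest FDR was 0.0607 for *T. atroviride* and 0.0589 for its control. For *T. virens* the smallest FDR was 0.0416 and for its control 0.0358. Both control networks hold 3 genes with tied values, which have their own steps of p. The value of 0.0358 came from 1 pair with a rho of 0.9958, which is not a step of untied values. At an unadjusted p below 0.05 there were 92706 pairs for *T. atroviride*, 80600 for its control, 333937 for *T. virens* and 268752 for its control. The t approximation of p gave 64, 63, 308 and 178 edges at FDR below 0.001. Raw counts in place of CPM gave 117904 edges for *T. virens* at that FDR. A limit of an unadjusted exact p below 0.001 was therefore added after these counts were seen, and all network values below use it. By chance 528 pairs would pass it among the *T. atroviride* genes and 1741 among the *T. virens* genes. The median degree in these networks was 7 for *T. atroviride* and 5 for its control, with maxima of 49 and 54. For *T. virens* it was 10 and for its control 8, with maxima of 108 and 74.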

Although the control and the stimulus networks were built with the same nodes, we observed that the control networks had a much greater number of edges in both cases. The *T. atroviride* network contained 9826 edges, whereas its control presented 33,222. On the other hand, the *T. virens* network showed 43,784 edges, while its control had 116,682.

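At an unadjusted exact p below 0.001, the *T. atroviride* network had 4702 edges and its control 4169. The *T. virens* network had 19090 edges and its control 12675. Of the edges of each fungal network, 64 (1.36%) and 417 (2.18%) were also in its control, where 27.8 and 104 would be shared by chance. Leaving out the library of the same time and replicate from both networks gave 1531 to 2262 edges for *T. atroviride* and 1126 to 2277 for its control, since p is coarser with 8 libraries. The *T. atroviride* network then had fewer edges than its control without replicate 1 at 48 hpi (ratio 0.741), replicate 3 at 48 hpi (0.914) or replicate 3 at 72 hpi (0.919), and most more without replicate 1 at 72 hpi (2255 and 1126 edges). For *T. virens* these values were 5598 to 9436 edges and 3101 to 7248 in its control. The *T. virens* network had fewer edges than its control without replicate 3 at 72 hpi (ratio 0.915) or replicate 2 at 96 hpi (0.935), and most more without replicate 1 at 72 hpi (ratio 3.04). The difference in edges between each fungal network and its control was thus no larger than the change from leaving out 1 pair of libraries. With the mean of each time subtracted, each control network had more edges than its fungal network at FDR below 0.001. Fungal and control libraries were also exchanged at random in 100 splits. There the real edges were those at |rho| of at least 0.9333, with 4124 and 12612 in the controls. The difference in edges was as large or larger in 85 splits for *T. atroviride* and 43 for *T. virens*. With the mean of each time subtracted and FDR below 0.001, each control network had more edges than its fungal network, as a closing section gives.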

**Figure 3:**
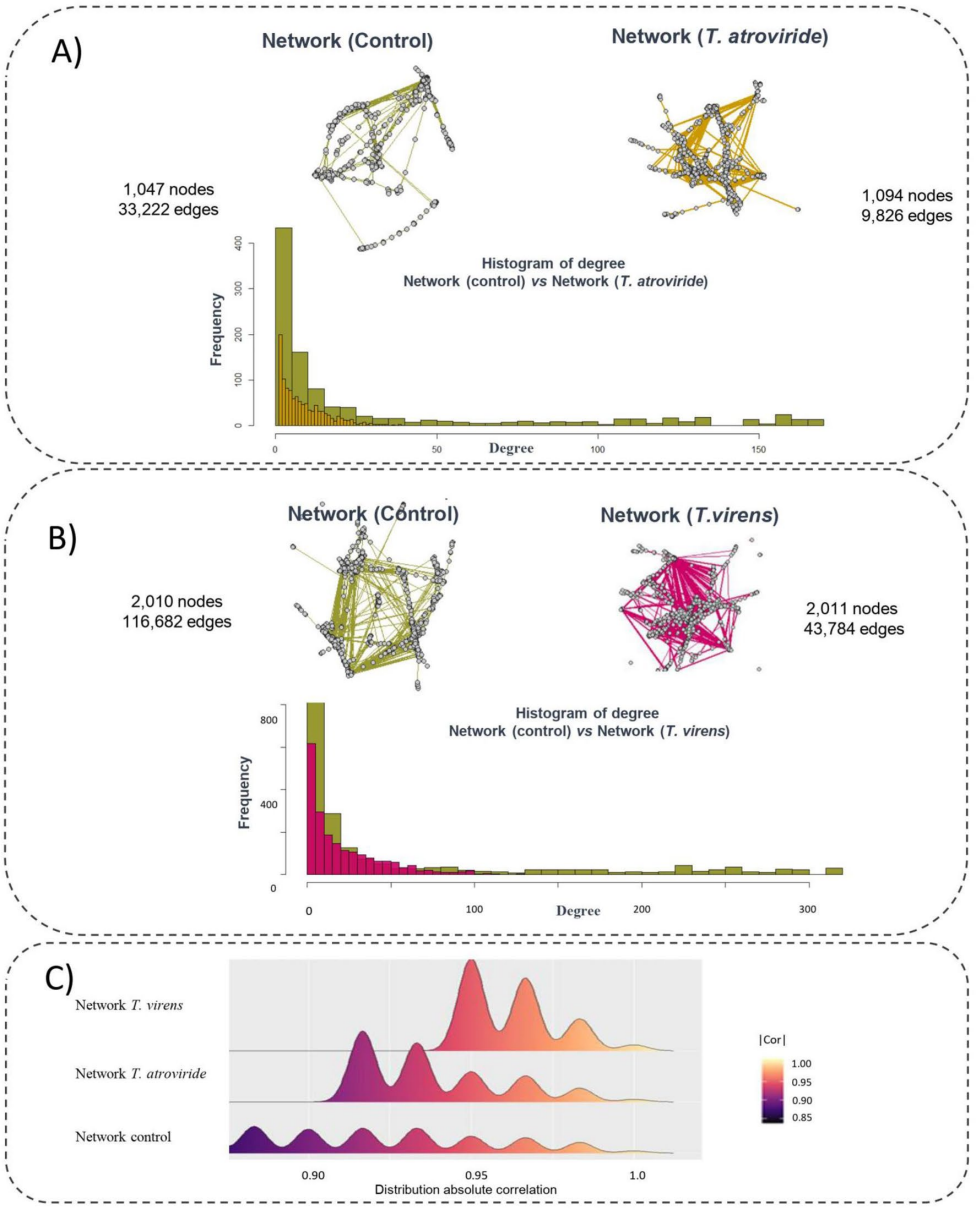
Differential network analysis. (**A**) Co-expression networks under control conditions (green edges), and in interaction with *T.atroviride* (yellow edges) and bottom histogram of degree. (**B**) Co-expression networks under control conditions (green edges), and in interaction with *T. virens* (pink edges) and bottom histogram of degree. (**C**) Correlation distribution analysis for the control, *T. atroviride* and *T. virens* networks. The color gradient goes from black to light yellow for low values and high values of correlation respectively. The graph presents the absolute value of correlation.

The evaluation of the weights of edges for each network and their respective controls showed that the edges of the interaction networks have greater weight than the edges of the control networks (Fig. 3C). The edges of the *T. virens* network have a correlation coefficient (r) greater than r_s_≥0.95. Similarly, the edges of the *T. atroviride* network have an r_s_≥0.9; finally, the edges of the control networks have an r_s_⩾0.85.

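The weight of an edge is |rho|, and at an unadjusted exact p below 0.001 its smallest value was 0.933 in both fungal networks. It was 0.898 in both control networks, where 3 genes with tied values have their own steps of p. The median |rho| of the edges was 0.95 in all 4 networks, which this limit and the few steps of rho with 9 libraries nearly fix. At the same limit in every network, |rho| of at least 0.8 gave 41980 edges for *T. atroviride* and 36437 for its control, and 159909 and 119121 for *T. virens*. At |rho| of at least 0.95 there were 2536 and 2192 edges for *T. atroviride* and its control, and 10374 and 6574 for *T. virens*. Of the pairs past 0.8, 6.04% passed 0.95 for *T. atroviride* and 6.02% in its control, and 6.49% and 5.52% for *T. virens*. With a different smallest rho for each network, 0.9 for *T. atroviride*, 0.95 for *T. virens* and 0.85 for the controls, there were 10137 edges against 20172 for *T. atroviride* and 10374 against 64543 for *T. virens*. That setting was added after the edge counts were seen. The paper gives 0.85 for the control networks and elsewhere 0.8, at which the controls had the 36437 and 119121 edges above.

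**Figure D5:**
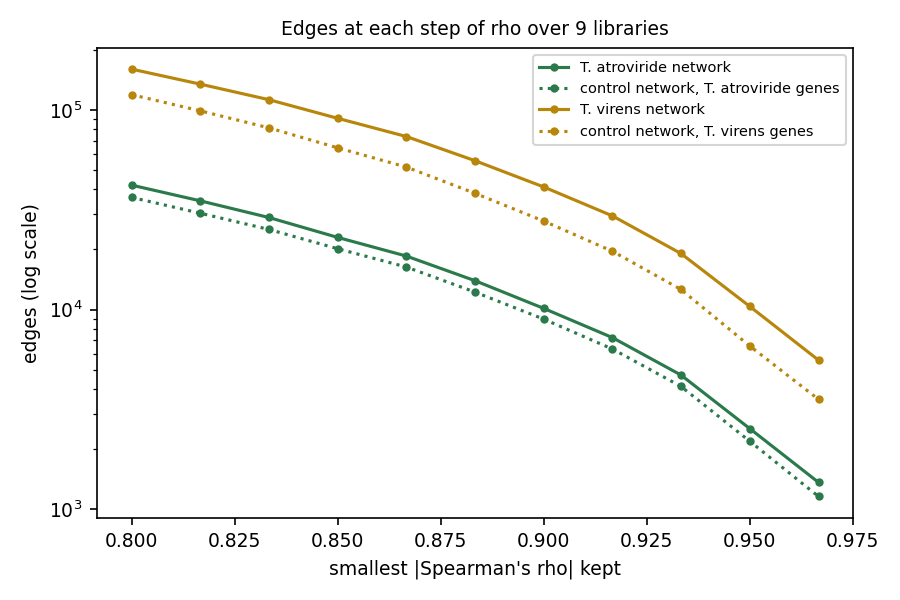
Number of edges (log axis) at each smallest |Spearman's rho| kept, for both fungal networks (solid lines) and the control networks over the same genes (dotted lines), from 9 libraries each. At 0.95 the *T. virens* network has 10374 edges and its control 6574.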

### Gene co-expression network analysis

We generated two gene co-expression networks of *A. thaliana* when stimulated with *T. atroviride* or *T. virens.* The resulting networks consisted of 1094 and 2011 nodes for *Arabidopsis*_*(T. atroviride*)_ and *Arabidopsis*_*(T. virens*)_, respectively (Fig. S4a,b). 

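At an unadjusted exact p below 0.001, 1007 of the 1188 *T. atroviride* genes and 1993 of the 2156 *T. virens* genes had at least 1 edge. In the control networks over the same genes these were 992 and 1976. The share of edges with a positive rho was 78.5% for *T. atroviride* and 75% for *T. virens*, and 77.9% and 73.4% in the controls.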

The networks were simplified, as explained in Fig. S4.

The community identification analysis found 104 communities for the *A. thaliana*_*(T. atroviride)*_ network and 256 for the *A.thaliana*_*(T.virens)*_ network (Fig. S5). 

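Communities were found with cluster_walktrap of igraph 2.1.4 with 4 steps and |rho| as weight, in the networks at an unadjusted exact p below 0.001. The *T. atroviride* network had 127 communities, of which 1 had at least 100 genes, with 158 genes. The *T. virens* network had 292 communities, of which 4 had at least 100 genes, with 270, 230, 206 and 141 genes. Walks of 8 steps moved these numbers most, to 97 communities with 2 of at least 100 genes for *T. atroviride*, and 157 with 4 for *T. virens*. Without edge weights there were 128 and 225 communities. In the *T. atroviride* community, 98 of the 158 genes had a positive logFC.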

We focused only on those communities formed by at least 100 nodes and generated a functional enrichment analysis for communities Ca9, Ca16, and Ca18 for *A.thaliana*_*(T. atroviride)*_ and Cv5, Cv14, Cv22 and Cv41 for *A.thaliana*_*(T. virens)*_ (Figs. 4B & 5B; Table S2).

**Figure 4:**
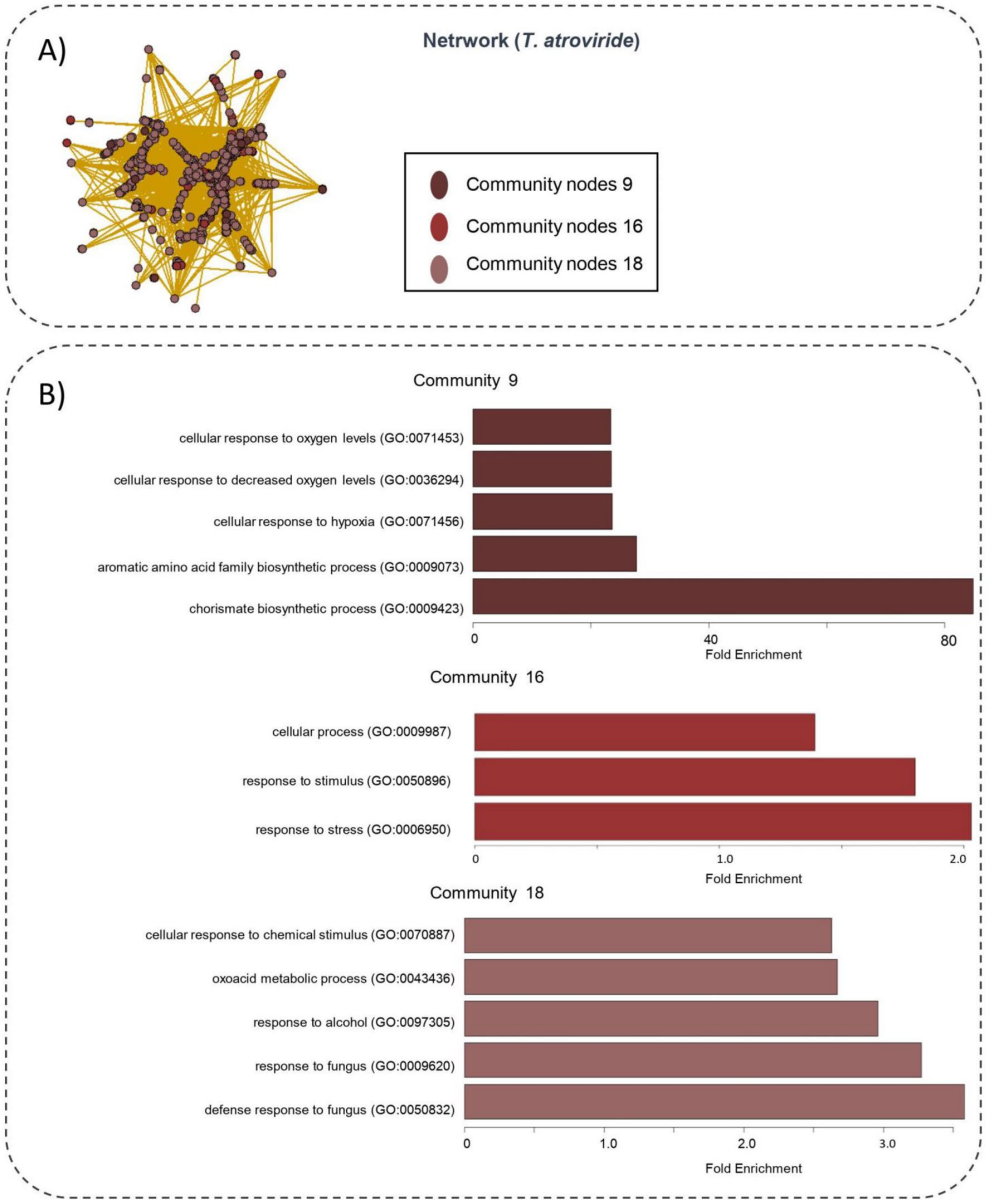
(**A**) Communities of co-expression genes network *A.thaliana*_*(T.atroviride*)_. Communities were identified using the cluster_walktrap(x) algorithm of the igraph package. Each community is represented by a color. (**B**) Functional enrichment analysis. The dark-brown color represents the community 9 (Ca9), the brown color represents the community 16 (Ca16) and the color light-brown represents the community 18 (Ca18).On the y-axis the enriched gene ontologies are shown on the x axis the fold enrichment is observed.

**Figure 5:**
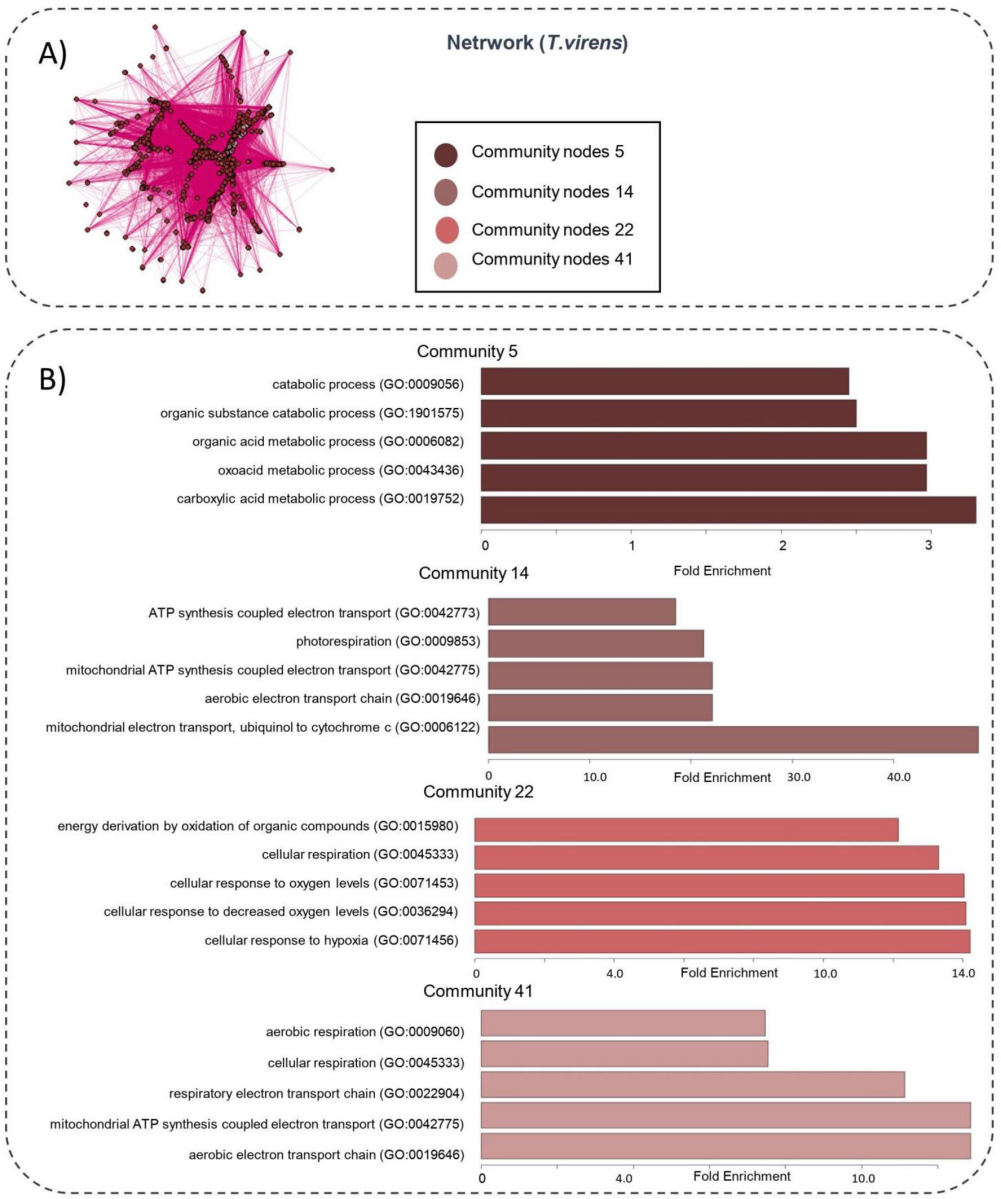
(**A**) Communities of co-expression genes network *A.thaliana*_*(T.virens)*_. Communities were identified using the cluster_walktrap(x) algorithm of the igraph package. (**B**) Functional enrichment analysis. The dark-brown and light-brown bars represent the Cv5 and Cv14 respectively. The dark-pink and light-pink bars represent the Cv22 and Cv41 respectively. On the y-axis the enriched gene ontologies are shown on the x-axis the fold enrichment is observed.

The processes with the most significant enrichment for each community were in the chorismate biosynthetic process (GO:0009423, Fold enrichment = 84.84) for community Ca9, the stress response (GO:0006950, Fold enrichment = 2.0) for community Ca16, and defense response to fungus (GO: 0050832, Fold enrichment = 3.27) for *A.thaliana*_*(T. atroviride)*_. 

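The 40 genes of a hypoxia list include 39 in the tables. The list was higher with both fungi, at a median logFC of 1.99 with *T. atroviride* in 37 of 39 genes (limma's fry, adjusted p = 4.79e-08) and 1.65 with *T. virens* in 37 of 39 (adjusted p = 3.52e-07). Adjusted over the list alone, 28 and 29 of its genes had FDR below 0.001, beside 28 and 27 over all genes in edgeR's test, and 24 and 21 were called upregulated. It did not differ between the fungi (median −0.29, 5 of 39 genes higher with *T. virens*, limma's fry, adjusted p = 0.293). With camera and an estimated correlation the adjusted p was 0.113 for both fungi. In the networks at an unadjusted exact p below 0.001, 24 of the 27 hypoxia genes of the *T. atroviride* network were in its community of 158 genes, where 4.24 would be by chance. Fisher's exact test, 1-sided, gave an adjusted p of 3.78e-16 over 19 tests of lists in communities. None of the 26 hypoxia genes of the *T. virens* network were in any of its 4 communities of at least 100 genes, but they also grouped. A community of 26 genes held 10 of them and one of 93 genes, that of AT2G47520, held 8, where 0.339 and 1.21 would be by chance. Fisher's exact test, 1-sided, gave an adjusted p of 2.75e-11 and 0.0019 over all 292 communities, a test chosen after the data were seen.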

Besides, in the *A.thaliana*_*(T. virens)*_ network, the processes with the greatest enrichment were carboxylic acid metabolic process (GO:0019752, Fold enrichment = 3.4), mitochondrial electron transport, ubiquinol to cytochrome (GO:0006122, Fold enrichment = 45), cellular response to hypoxia (GO:0071456, Fold enrichment = 14.1) and aerobic electron transport chain (GO:0019646, Fold enrichment = 12) for Cv5, Cv14, Cv22 y Cv41 respectively.

Finally, we selected the HUB nodes using a score based on degree, authority score, and closeness to refine the network (Fig. 4A) and selected the best 50 nodes according to this score from each of the communities (Ca9, Ca16, Ca18 (150 total nodes) and Cv5, Cv14, Cv22 y Cv41(200 total nodes). When we removed the HUB nodes from the network (Fig. S6a), we observed that the network becomes less cohesive and an increase in the geodesic path between nodes. On the other hand, when the nodes considered non-relevant are eliminated, their general cohesion measures increased, indicating that our methodology to identify relevant nodes was adequate.

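Hubs were taken as the 50 genes with the highest score of degree, authority and closeness in each community of at least 100 genes, which gave 50 hubs for *T. atroviride* and 200 for *T. virens*. Without its hubs the *T. atroviride* network had 3666 edges in place of 4702, a density of 0.00801 in place of 0.00928, and a mean distance between genes of 6.74 steps in place of 6.41. Its weighted diameter was 17.9 with and without the hubs. A score of 0 was shared by 85 genes, so the 50 lowest-scoring genes are not a single set. Without 50 of these it kept 4643 to 4656 edges and a weighted diameter of 15.1 to 17.9 over 200 random choices, and the diameter was unchanged in 5. Without 50 random genes it kept 4360 edges. The *T. virens* network went from 19090 to 10222 edges without its hubs, and from a mean distance of 5.93 to 6.34 steps, with a weighted diameter of 20.7 in both. Without its 200 lowest-scoring genes it kept 18870 edges in a single component, with a weighted diameter of 13.1 and a mean distance of 5.5 steps. Without 200 random genes it kept 15620 edges.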

In the HUB nodes, we identified the AT2G47520 *locus* in both networks (*Arabidopsis*_*(T. atroviride*)_ and *Arabidopsis*_*(T. virens*)_), which encodes a transcription factor necessary to cope with hypoxia in *A. thaliana*^28^ (Fig. S7). This transcription factor has two functional domains (AP2/ERF and Cys2) that suggest a dual role: mitigating hypoxia and coping with pathogen stress. 

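AT2G47520 is annotated as *ERF71*, also named *HRE2*, on the minus strand of chromosome 2 of TAIR10 from 19502776 to 19503702. Its logFC was 3.99 with *T. atroviride* (standard error 0.41, FDR = 9.47e-07) and 3.20 with *T. virens* (standard error 0.41, FDR = 7.42e-06) in edgeR's quasi-likelihood test, and its difference between the fungi had FDR = 0.222. At 96 hpi it had 46.8 ± 18.1 TMM-normalized CPM with *T. atroviride* (SD, n = 3), 18.4 ± 1.62 with *T. virens* and 0.801 ± 0.467 in the controls, where it had 8 to 25 counts per library. In the *T. atroviride* network at an unadjusted exact p below 0.001 it was a hub, with the score at rank 21 of 1007 genes, in the community of 158 genes. In the *T. virens* network it ranked 760 of 1993, in a community of 93 genes, and was not a hub.

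**Figure D6:**
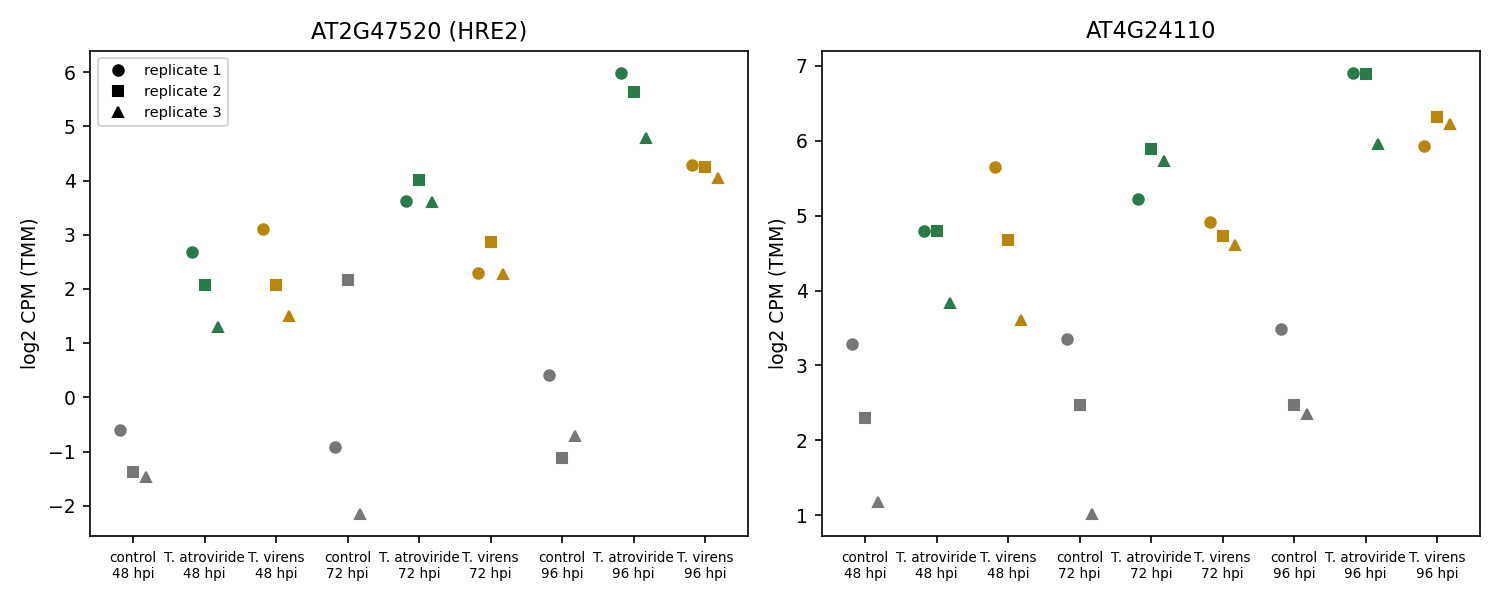
log2 CPM, TMM-normalized, of AT2G47520 (left) and of AT4G24110 (right) in each of the 27 libraries, by treatment and time. Each point is 1 library and its shape gives the replicate number.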

The AT2G47520 *locus* interacted with 22 genes in the *Arabidopsis*_*(T. atroviride*)_ network, while in the *Arabidopsis*_*(T. virens*)_ network, it directly connected with 35 genes. Genes related to hypoxia, jasmonate, and ethylene hormonal pathways, defense mechanisms, and uncharacterized proteins were identified within these groups.

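At an unadjusted exact p below 0.001, AT2G47520 had 30 neighbours in the *T. atroviride* network, 25 of them with a positive rho, and 22 in the *T. virens* network, 16 of them positive. In the control networks it had 0 neighbours at this limit by the exact p, and at |rho| of at least 0.8 it had 24 and 34, where it had 171 in the *T. atroviride* network and 179 in the *T. virens* network. Of its *T. atroviride* neighbours, 12 were among the 27 hypoxia-list genes of that network, where 0.775 would be by chance (Fisher's exact test, 1-sided, p = 3.14e-13). In the *T. virens* network 2 were among 26, where 0.276 would be by chance (p = 0.03 by the same exact test). The networks had 2 neighbours in common, *TBL37* (AT2G34070) with rho of 0.967 and 0.983, and AT3G05270 with rho of −0.933 in each, named after their values were seen. With the mean of each time subtracted, which leaves less power at the same limit, 0 were left for *T. atroviride* and 1 for *T. virens* at an unadjusted p below 0.001 from the t approximation, the latter being *SD1-29* (AT1G61380), named after its value was seen. Raw counts in place of CPM gave 17 and 1, the t approximation of p 68 and 48, and TMM-normalized CPM 52 for *T. atroviride*. Leaving out single libraries gave 7 to 18 neighbours for *T. atroviride* and 1 to 10 for *T. virens*, with a coarser p. From the hypoxia, jasmonate, ethylene and defense genes among these neighbours, the paper proposes a functional relationship between hypoxia and the plant's defense in which hormones take part.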

### Experimental validation

We focused on validating our transcriptome and hypotheses using the *A.thaliana-T.atroviride* system. However, considering that both networks have the same statistical parameters, we expected them to behave similarly between the high throughput sequencing and the experimental validation.

To validate our transcriptomic analysis, we selected 12 genes and compared the similarities between our differential expression results obtained by transcriptome and RT-qPCR (Fig. 6). During this analysis, we observed a similar behavior between the expression profiles obtained in the transcriptome and those obtained by RT-qPCR. 

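The 12 genes of the RT-qPCR comparison were read from the libraries of 3 replicates per group, *T. atroviride* against control at the same time, in edgeR's quasi-likelihood test. The RT-qPCR values were not used here. *ERF71* (AT2G47520) had logFC of 3.23, 2.90 and 5.85 at 48, 72 and 96 hpi, with standard errors of 0.75, 0.65 and 0.75. It was called at 96 hpi (FDR = 6.09e-05 in edgeR's test), without control replicate 2 at 96 hpi or control replicate 3 at 96 hpi no longer (FDR = 0.00103 and 0.00119), and at 72 hpi in this test only without control replicate 2 at 72 hpi (FDR = 0.000589). *HB1* (AT2G16060) rose by 2.36, 3.76 and 4.03, and was called at 72 and 96 hpi, at 72 hpi no longer without control replicate 3 at 72 hpi (edgeR FDR = 0.00537) or *T. atroviride* replicate 2 at 72 hpi (0.0012). *UGT74E2* (AT1G05680) rose by 1.58, 3.09 and 4.6, and AT1G26380 by 2.75, 3.10 and 4.98. In edgeR's quasi-likelihood test both were called at 96 hpi only. *UGT74E2* was no longer called there without control replicate 1 at 96 hpi, control replicate 2 at 96 hpi or control replicate 3 at 96 hpi (edgeR FDR = 0.00442, 0.00433 and 0.0026), or without *T. atroviride* replicate 1 at 96 hpi or *T. atroviride* replicate 2 at 96 hpi (0.00135 and 0.00101). AT1G26380 was no longer called without any of the same controls (edgeR FDR = 0.00158, 0.00248 and 0.00268). *HSFA2* (AT2G26150) rose by 2.39, 2.68 and 3.6, and was called by that test at 96 hpi only without *T. atroviride* replicate 1 at 48 hpi or *T. atroviride* replicate 2 at 48 hpi (edgeR FDR = 0.000979 and 0.000747). DESeq2's Wald test and edgeR's likelihood ratio test called *HSFA2* at 96 hpi with all libraries (adjusted p = 4.22e-06 and 3.52e-05), *UGT74E2* at 72 hpi (5.73e-05 and 0.000281), AT1G26380 at 72 hpi (2.49e-05 and 0.000144) and *HB1* at 48 hpi (8.93e-07 and 5.48e-06). DESeq2's test also called *ERF71* at 48 and 72 hpi (adjusted p = 0.000888 and 0.000367). In edgeR fits of only the libraries compared, *HB1* at 72 hpi and *UGT74E2* at 96 hpi were not called (FDR = 0.00174 and 0.00113). *PDF1.2* (AT5G44420) had logFC of 0.41, 7.28 and 4.08 with standard errors of 1.06, 1.38 and 1.18, and close paralogs between which reads could have been split. It was called at 72 hpi by DESeq2's Wald test (adjusted p = 1.06e-09) and edgeR's likelihood ratio test (1.3e-05), and at no time by the quasi-likelihood test of the main fit. With the replicate number as a block in that fit, *PDF1.2* was called at 72 hpi (edgeR FDR = 0.000907). *LOX2* (AT3G45140) rose by 0.91, 0.94 and 1.27, and *PR1* (AT2G14610) by 1.85, 2.12 and 0.01. *GSH1*, *EDA9* (AT4G34200) and *APX1* stayed between 0.46 and 1.33 at all times, and *KNAT6* (AT1G23380) between −0.27 and 0.49.

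**Figure D7:**
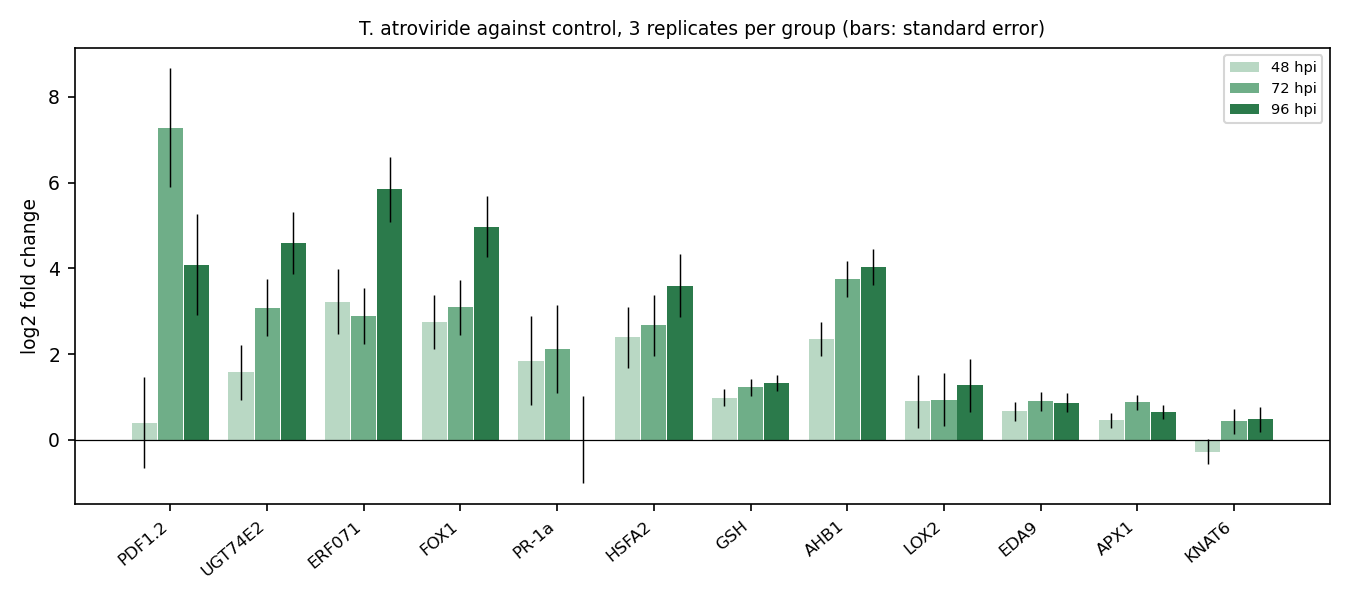
log2 fold change of the 12 genes, *T. atroviride* against control at 48, 72 and 96 hpi, from 3 libraries per group. Bars show the fitted value and lines its standard error, and the genes carry the paper's names.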

As expected, in some cases, the same trend was observed for the transcriptomic data and the data obtained by RT-qPCR, as in the cases of the AT5G44420 * (ρ*_*s*_ = *0.98)*, AT2G47520* (ρ*_*s*_ = *0.95)*, AT3G45140 * (ρ*_*s*_ = *0.98) loci*, while in other cases the trend was not exact. Inherently, minimal, and imperceptible changes between the experimental biological replicas explain this phenomenon^29^.

**Figure 6:**
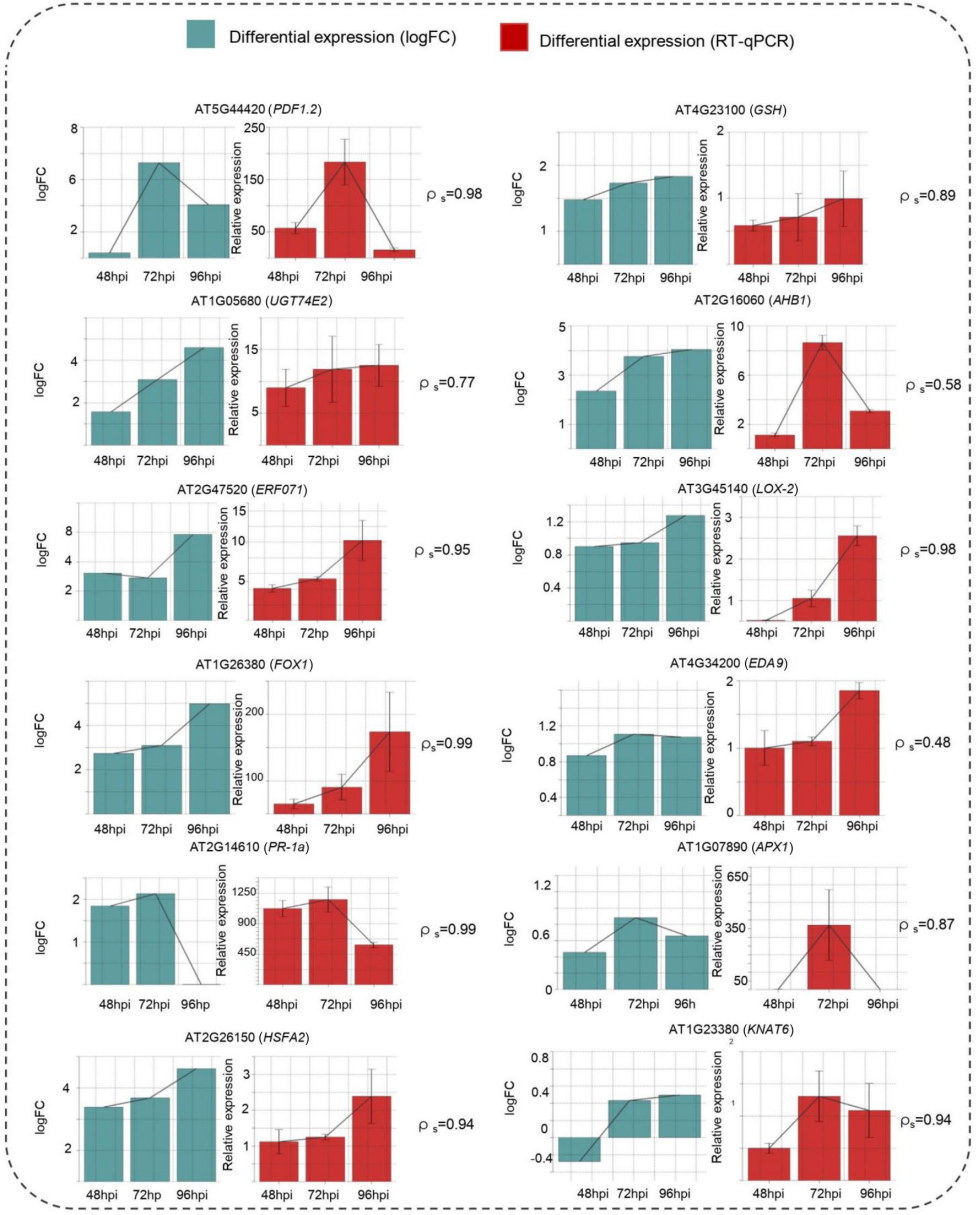
Transcriptome validation. Experimental validation of the transcriptome was performed by RT-qPCR at 48, 72 and 96 hpi. The validation experiment was performed by duplicate. Blue color values obtained of differential expression from the transcriptome; red color values obtained by RT-qPCR. The bars represent the standard deviation (sd) of the average of a triplicate. The correlation coefficient of Sperman (ρ_s_).

Even though the magnitudes differed since the quantification methods have different principles^30^, we observed similar trends.

## Discussion

### Differential expression analysis

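At single times, with 3 libraries per group, fewer genes passed FDR below 0.001 and |logFC| above 1.5 than in the mean of the times (edgeR's quasi-likelihood test). With *T. atroviride*, 1 gene was upregulated at 48 hpi, 27 at 72 hpi and 159 at 96 hpi, and 0, 1 and 8 were downregulated. With *T. virens*, 3, 4 and 122 genes were upregulated at these times, and 0, 0 and 51 downregulated. At an unadjusted p below 0.05 there were 3028, 3574 and 4252 genes with *T. atroviride* and 4275, 3542 and 5503 with *T. virens*, and DESeq2's Wald test called 45, 185 and 415 genes with *T. atroviride* and 104, 122 and 518 with *T. virens* in either direction. The genes of the small sets were looked at after their values were seen. They were AT2G15780 with *T. atroviride* at 48 hpi (logFC 8.02), *TIP2;2* (AT4G17340) with *T. atroviride* at 72 hpi (−2.20), AT1G65500 (3.36), AT3G59930 (6.77) and AT5G33355 (6.79) with *T. virens* at 48 hpi, and AT1G16510 (2.29), *SIB2* (AT2G41180, 2.18), AT3G59930 (6.81) and AT5G33355 (7.30) with *T. virens* at 72 hpi.

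**Figure D8:**
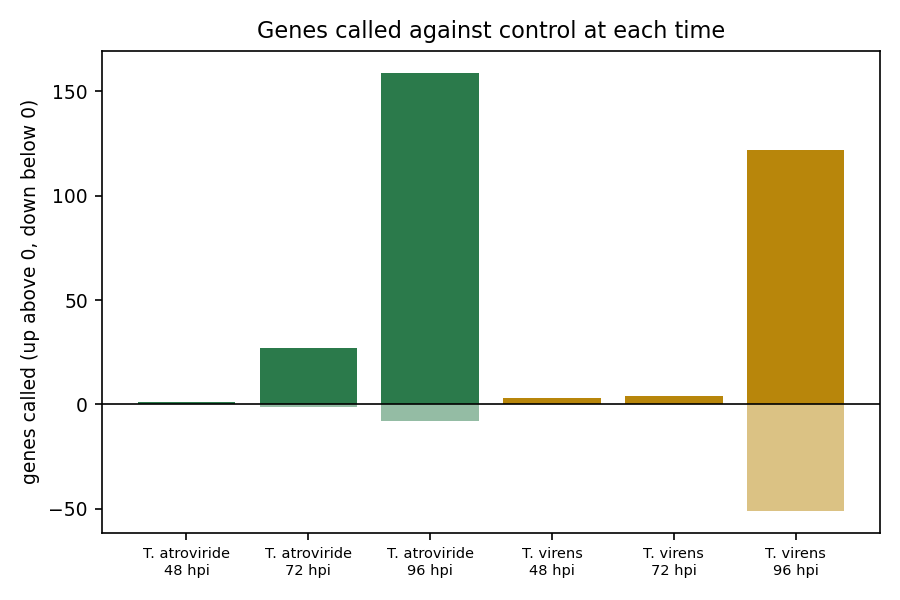
Number of genes called upregulated (above 0) and downregulated (below 0) against control at 48, 72 and 96 hpi for each fungus, at FDR below 0.001 and |logFC| above 1.5, from 3 libraries per group.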

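With the replicate number as a block in the fit, the counts at 72 and 96 hpi rose for both fungi, as a closing section gives. The counts also depended on single libraries. The 1 gene of *T. atroviride* at 48 hpi became 16 without *T. atroviride* replicate 1 at 48 hpi, 3 without control replicate 1 at 72 hpi, and 2 without control replicate 2 at 72 hpi, control replicate 2 at 96 hpi or *T. virens* replicate 1 at 96 hpi, stayed 1 without *T. virens* replicate 2 at 96 hpi, and was lost without any of the other libraries. The 28 genes of *T. atroviride* at 72 hpi became 62 without control replicate 1 at 72 hpi, 60 without *T. atroviride* replicate 1 at 48 hpi, 18 without *T. virens* replicate 2 at 48 hpi, 13 without control replicate 2 at 72 hpi, 8 without *T. atroviride* replicate 3 at 72 hpi, 5 without *T. atroviride* replicate 1 at 72 hpi, and 0 without control replicate 3 at 72 hpi or *T. atroviride* replicate 2 at 72 hpi in edgeR's test. The 167 genes of *T. atroviride* at 96 hpi became 288 without control replicate 1 at 72 hpi, 94 without *T. atroviride* replicate 2 at 96 hpi, 87 without *T. atroviride* replicate 1 at 96 hpi, 55 without control replicate 2 at 96 hpi and 48 without control replicate 1 at 96 hpi or control replicate 3 at 96 hpi. The 3 genes of *T. virens* at 48 hpi became 30 without control replicate 1 at 72 hpi, 5 without *T. virens* replicate 1 at 72 hpi, 1 without control replicate 1 at 48 hpi, and 0 without control replicate 2 at 48 hpi or control replicate 3 at 48 hpi. The 4 genes of *T. virens* at 72 hpi became 128 without control replicate 1 at 72 hpi, 17 without *T. virens* replicate 1 at 72 hpi, 2 without *T. virens* replicate 3 at 72 hpi, and 1 without control replicate 2 at 72 hpi, control replicate 3 at 72 hpi or *T. virens* replicate 2 at 72 hpi. The 173 genes of *T. virens* at 96 hpi became 367 without control replicate 1 at 72 hpi, 107 without *T. virens* replicate 3 at 96 hpi, 69 without *T. virens* replicate 2 at 96 hpi, 66 without control replicate 2 at 96 hpi, 54 without control replicate 3 at 96 hpi and 46 without control replicate 1 at 96 hpi. The change from 48 to 96 hpi was tested directly as an interaction, and 0 genes passed the limits for either fungus in edgeR's quasi-likelihood test. At FDR below 0.05 there was 1 gene for *T. atroviride* and 0 for *T. virens*, at an unadjusted p below 0.05 there were 1117 and 1023, and no other tool was run on it.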

To obtain a general overview of the biological processes involved in *A. thaliana* when in interaction with *Trichoderma* spp., we generated a heat map using differential expression contrasts and GO enrichment analysis for each time point (48, 72, and 96 hpi) (Fig. 2; Table S2). Figure 2 shows the biological processes that were differentially expressed in *A. thaliana* during its interaction with *T. atroviride* or *T. virens*, including mechanisms related to hormonal pathways such as camalexin metabolic process (GO:0052317), response to salicylic acid (GO:0009751), camalexin biosynthetic process (GO:0010120), and response to jasmonic acid (GO:0009753). In addition, defense mechanisms to other organisms including systemic acquired resistance (GO:0009627), response to molecule of bacterial origin (GO:0002237), response to oomycetes (GO:0002239), defense response to fungus (GO:0050832), immune system process (GO:0002376), defense response to nematode (GO:0002215), innate immune response (GO:0045087), and jasmonic acid and ethylene-dependent systemic resistance (GO:0009861). 

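Between the fungi, *T. virens* against *T. atroviride*, 2 genes passed the limits at 48 hpi, 0 at 72 hpi and 4 at 96 hpi in edgeR's quasi-likelihood test. At 72 hpi 1309 genes had an unadjusted p below 0.05, DESeq2's Wald test called 33 and edgeR's likelihood ratio test 23. The genes, named after their values were seen, were AT3G59930 (logFC 6.91) and AT5G33355 (7.26) at 48 hpi, and AT5G33355 (5.19), *DIN9* (AT1G67070, −3.21), *ASPGB1* (AT3G16150, −4.56) and AT3G45730 (−2.19) at 96 hpi. Without *T. atroviride* replicate 1 at 48 hpi the counts were 1, 4 and 13, and without *T. atroviride* replicate 3 at 48 hpi 1 gene was left at 48 hpi. At 72 hpi 2 genes were called without *T. virens* replicate 1 at 48 hpi and 1 without *T. virens* replicate 1 at 72 hpi. At 96 hpi 12 were called without *T. atroviride* replicate 2 at 48 hpi and 1 without *T. virens* replicate 3 at 96 hpi.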

Finally, mechanisms that help alleviate reactive oxygen species were enriched (glutathione metabolic process (GO:0006749), response to hydrogen peroxide (GO:0042542). These results explain well the phenotype observed in the plants after their interaction with *Trichoderma* previously published by different groups^12,31–33^.

It has been reported that different species of *Trichoderma* affect the mechanisms of induced systemic resistance (ISR) in plants, which is related to the jasmonic acid/ethylene signaling pathways^12^. To contrast the induction of ISR by *T. virens* or *T. atroviride*, we visualized (Fig. S3) the differential expression of some relevant genes for this biological process. The *LOX2* and *PDF1.2* genes are ISR marker genes. 

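*LOX2* (AT3G45140) lies on chromosome 3 of TAIR10 from 16525245 to 16529352 and encodes a lipoxygenase of jasmonate synthesis. Over the 3 times its logFC against control was 1.04 ± 0.205 with *T. atroviride* and 2.39 ± 0.194 with *T. virens* (SD, n = 3 times). It was higher with *T. virens* at 3 of 3 times (2-sided exact rank-sum test, p = 0.1, the smallest p that 3 against 3 values allow). *PDF1.2* (AT5G44420), a defensin gene on chromosome 5 from 17906968 to 17907638, had 3.92 ± 3.44 with *T. atroviride* and 6.39 ± 1.47 with *T. virens* (SD, n = 3 times). It was higher with *T. virens* at 2 of 3 times (exact p = 0.4), and at 72 hpi its logFC was 7.28 with *T. atroviride* and 6.82 with *T. virens*. In the direct comparison of both fungi over the libraries, *LOX2* was higher with *T. virens* by 1.36 (standard error 0.36, FDR = 0.0326) and *PDF1.2* by 2.46 (standard error 0.62, FDR = 0.0247), in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Against control, *LOX2* was called for *T. virens* (FDR = 5.68e-05) and not for *T. atroviride* (FDR = 0.0346), and *PDF1.2* for both (FDR = 0.000281 with *T. atroviride* and 3.38e-06 with *T. virens*), in edgeR's test. The *T. atroviride* call of *PDF1.2* was lost without control replicate 3 at 72 hpi (edgeR FDR = 0.00118) or control replicate 2 at 96 hpi (0.00104). *PDF1.2* and its paralogs could share reads in the counting, so its values carry that uncertainty.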

Despite having no statistical significance (*p*-val = 0.1 & *p*-val = 0.2, respectively), when we performed a Wilcoxon test, we observed that *T. virens* was more efficient for the induction of marker genes (Fig. 3S). 

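*WRKY51* lies on chromosome 5 of TAIR10 from 25908247 to 25909881. Its logFC against control was 3.43 with *T. atroviride* (standard error 0.33, FDR = 3.75e-07) and 1.61 with *T. virens* (standard error 0.32, FDR = 0.000567) in edgeR's quasi-likelihood test. Over the 3 times these had SD of 1.46 and 0.876, and the value was lower with *T. virens* at 3 of 3 times (2-sided exact rank-sum test, p = 0.2). In the direct comparison over the libraries it was lower with *T. virens*, at a logFC of −1.82 (standard error 0.30, FDR = 0.00118, edgeR's quasi-likelihood test). This passed FDR below 0.001 without control replicate 1 at 48 hpi (edgeR FDR = 0.000699), control replicate 1 at 72 hpi (0.000952) or *T. atroviride* replicate 1 at 48 hpi (1.75e-05). It also passed with DESeq2's Wald test (adjusted p = 4.33e-07), edgeR's likelihood ratio test (7.91e-07), and the root list as a covariate (edgeR FDR = 0.000441), which was chosen after the data were seen. With the replicate number as a block in the fit it passed as well (edgeR FDR = 5.04e-05). The *T. virens* call against control was lost, at edgeR FDR between 0.00104 and 0.00177, without control replicates 1 and 3 at 48 hpi, control replicates 2 and 3 at 72 hpi, control replicates 1 and 3 at 96 hpi, *T. virens* replicates 2 and 3 at 48 hpi, *T. virens* replicates 2 and 3 at 72 hpi or *T. virens* replicates 2 and 3 at 96 hpi, each left out in turn. At 48, 72 and 96 hpi *WRKY51* had 10.3 ± 7.21, 18.3 ± 6.64 and 25.1 ± 4.45 TMM-normalized CPM with *T. atroviride* (SD, n = 3), and 5.09 ± 0.958, 4.35 ± 1.38 and 4.88 ± 1.65 with *T. virens*.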

Besides, the *WRKY51* (AT5G64810), a JA-regulated gene, showed a lower induction by *T. virens* than that by *T. atroviride* (Fig. S3). The transcription factor WRKY51 was reported by Yan et al.^32^ as a negative regulator of the jasmonate pathway, which forms a protein complex with the JAV1 and JAZ8 proteins. This protein complex (JAV1-JAZ8-WRKY51) controls the biosynthesis of JA so that the plant can defend itself from insect attack^32^. Our results show that *T. virens* is more effective in inducing ISR than *T. atroviride*. Our results agree with those reported by Salas-Marina *et al*^15^, where they observed that *T. virens* had an enhanced effect on the induction of resistance against the necrotrophic fungus *Botrytis cinerea* in tomato plants (*Solanum lycopersicum*).

On the contrary, the ontological term development of the root (GO:0048364) was repressed in both cases after 96 hpi; these data agree with what was reported by Garnica‐Vergara et al.^33^, where they observed an inhibition of primary root growth and induction of lateral root formation in *A. thaliana* after its treatment with *T. atroviride*. Garnica‐Vergara mentions that the plant modifies the architecture of the root due to a blockage in auxin signaling, highlighting the participation of indole-3-acetic acid (IAA). Among the genes found in this group was AT5G56320, which codes for a plant expansin that causes the expansion of cell walls in plants and is known to promote the growth of lateral roots. Additionally, we observed repression of the transcription factor LRL3 (AT5G58010) involved in root hair development. These facts show the complex interaction between plant hormones and their repercussions on the phenotype^33^.

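The expansin gene AT5G56320 is annotated as *EXPA14*, on chromosome 5 of TAIR10 from 22808641 to 22810747. At 96 hpi it had 11.7 ± 2.12 TMM-normalized CPM in the controls (SD, n = 3), 2.49 ± 1.62 with *T. atroviride* and 3.02 ± 2.14 with *T. virens*, from 5 to 60 counts per library with *T. virens*. Its logFC at 96 hpi was −2.27 with *T. atroviride* (standard error 0.76, FDR = 0.0593) and −1.89 with *T. virens* (standard error 0.74, FDR = 0.081) in edgeR's quasi-likelihood test. In the mean of the times it was −1.37 with *T. atroviride* (FDR = 0.0185) and −1.0 with *T. virens* (FDR = 0.0587), in edgeR's test, and neither was called. At 72 hpi its control value of 7.87 ± 6.82 CPM (SD, n = 3) included 1.0 CPM, or 19 counts, in a control library low in root genes.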

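*LRL3* lies on chromosome 5 of TAIR10 from 23483366 to 23485014. At 96 hpi it had 16 ± 2.74 TMM-normalized CPM in the controls (SD, n = 3), 3.92 ± 2.88 with *T. atroviride* and 4.95 ± 3.31 with *T. virens*. Its logFC there was −2.05 with *T. atroviride* (standard error 0.78, FDR = 0.0955) and −1.63 with *T. virens* (standard error 0.76, FDR = 0.137) in edgeR's quasi-likelihood test. In the mean of the times it was −1.40 with *T. atroviride* (FDR = 0.0195) and −1.04 with *T. virens* (FDR = 0.0567) in edgeR's test. Without control replicate 1 at 72 hpi, where it had 0.528 CPM beside up to 21.9 in the same group, it was called for *T. atroviride* (logFC −1.59, edgeR FDR = 0.000535). Adding the mean of the root list to the model moved its *T. atroviride* value most, to −0.45.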

### Differential network analysis

The plant stress response is characterized by an intricate network of signaling cascades that trigger transcriptional reprogramming^34^. To analyze the behavior of genes in *A. thaliana* under control conditions and under stimulus conditions, we performed differential network analysis (Fig. 3A,B). The differential network analysis showed a change in the topology of the interaction networks (network_(*T. atroviride)*_ and network_*(T.virens)*_) against their controls. This fact represents the association behavior of genes under different conditions. Besides, the connections between the nodes were reconfigured, as seen in the histograms in Fig. 3A,B, where the control networks had more edges (33,222 and 116,682 for control-network_(*T. atroviride)*_ and control-network_*(T. virens)*_ respectively) than the interaction networks which had 9826 and 43,784 edges for network_(*T. atroviride)*_ and network_*(T.virens)*_ respectively. This fact suggests that the association between *A. thaliana* genes changes when *Trichoderma* colonizes the plant.

The control network is denser and more connected with edge density = 0.06. In contrast, the *T. atroviride* and *T. virens* networks had edge densities of 0.008 and 0.007, respectively, when we filtered the correlation matrix with a *p*-val = 0.001. 

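At an unadjusted exact p below 0.001, the density was 0.00928 for the *T. atroviride* network and 0.00848 for its control over the same genes. For *T. virens* it was 0.00962 and for its control 0.0065. Density is the number of edges over the number of pairs among the genes with at least 1 edge, so it follows both the limit and the genes kept. At |rho| of at least 0.8, the density was 0.0595 for *T. atroviride* among 1188 genes and 0.0519 for its control among 1186.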

Even though the interaction networks have fewer edges than the control network they showed the highest correlation values higher than 0.9 and 0.95 for *T. atroviride* and *T. virens,* respectively. In contrast, the control network has correlation values ​​higher than 0.8 (Fig. 3C). Taken results show that although interaction networks have fewer connections than the control, they are more robust and have higher correlations than their control networks. Thus suggesting a reconfiguration of the genetic transcriptional landscape of the plant when subjected to an external stimulus.

### Gene co-expression network analysis

Here, we generated two gene co-expression networks of *A. thaliana* when stimulated with *T. atroviride* or *T. virens,* and these were simplified as explained below (Fig. 4S). From the transcriptome data, we generated the correlation matrices. The resulting networks consisted of 1094 and 2011 nodes for *Arabidopsis*_*(T. atroviride*)_ and *Arabidopsis*_*(T. virens*)_, respectively (Fig. S4a,b).

An important step in network analysis is to know how the nodes group in communities. Newman and Girvan^35^ defined a community as natural divisions of network nodes into densely connected subgroups. For this purpose, we used the algorithm developed by Pons & Latapi^36^. Our analysis identified 104 communities for the A*. thaliana*_*(T. atroviride)*_ network and 265 for the *A.thaliana*_*(T. virens)*_ network (Fig. S5). However, only communities Ca9, Ca16, and Ca18 for *Arabidopsis*_*(T. atroviride*)_ and Cv5, Cv14, Cv22, and Cv41 for *Arabidopsis*_*(T. virens*)_ were formed with a large number of nodes (Figs. 4, 5).

Due to the nature of the gene co-expression phenomenon, it is important that the genes form a compact and densely interconnected structure^37^. An adequate synergy between the functioning of the genes or their products (proteins) allows the cell to respond and adapt better to stress. Therefore, we focused only on those communities formed by at least 100 nodes (Figs. 4, 5).

Starting from the premise that communities within gene co-expression networks represent biologically functional modules, we generated a functional enrichment analysis for communities Ca9, Ca16, and Ca18 for *A.thaliana*_*(T. atroviride)*_ and Cv5, Cv14, Cv22, and Cv41 for *A.thaliana*_*(T. virens)*_ (Figs. 4B, 5B; Table S2). According to graph theory, the most relevant nodes for a network are those that give the network the most stability^38^. To verify if our methodology to select relevant nodes was adequate, we used the networks formed by 1094 and 2011 nodes (Fig. S6). When we eliminated the relevant nodes, their general cohesion measures decreased with a diameter from 19.14 to 15.85 and 17.29 to 10.85, resulting in a much more compact and stable network. These results showed that our methodology to identify relevant nodes was adequate.

The GO results by community analysis (Figs. 4, 5), such as chorismate biosynthetic process (GO:0009423), defense response to fungus (GO:0050832) or aerobic electron transport chain (GO:0019646), agree with what has been reported. However, studies on the role of hypoxia during the plant-*Trichoderma* interaction are limited. In this sense, plants induce hypoxia-related genes during immersion, flooding, or when growing at high altitudes as the partial pressure of molecular oxygen decreases; however, little is known about the significance of hypoxia triggered by biotic stress. Thus, we focused on this biological process and its possible role during the *Arabidopsis-Trichoderma* interaction.

Despite the scarce studies on hypoxia during plant-microorganism interactions, there is experimental evidence indicating that hypoxia is a common phenomenon during the process. Establishing a symbiotic relationship with nitrogen-fixing rhizobia in legumes requires hypoxic conditions since nitrogenase activity, which can fix N_2_, is inactivated by free O_2_. In other plant species, hypoxia-sensitive genes are induced in stems infected by *Agrobacterium tumefaciens*, suggesting that hypoxic conditions are generated at sites of infection by these microorganisms^39,40^ Although the plant-microorganism interaction largely depends on the lifestyle of the microbe, these studies show that hypoxia exists during the plant colonization event. However, to our knowledge, *Trichoderma* has not been reported to generate hypoxia in its hosts. Based on our results, we hypothesize that *Trichoderma* triggers hypoxia in the host and enhances defense mechanisms against pathogens by stabilizing a family VII transcription factor (ERF-VII) that responds to ethylene.

The association between communities Ca9 and Ca18 makes biological sense since it is known that plants obtain their energy during hypoxia from ATP alcoholic fermentation pathway^41^. On the other hand, the association between communities Cv14 and Cv22 in the *A.thaliana*_*(T. virens)*_ network supports what was reported by^28^, who observed a functional relationship between the mitochondrial electron transport chain and hypoxia after evaluating the functioning of mitochondrial oxidases in different oxygen concentrations. Besides, the network and functional enrichment analyses suggest that hypoxia may play a relevant role in the defense response against fungi (Figs. 4, 5).

To retrieve information, we searched for all the genes with an ontological term related to hypoxia within the general network (1094 and 2011 nodes; Fig. S4). We identified the AT2G47520 *locus* in both networks (*Arabidopsis*_*(T. atroviride*)_ and *Arabidopsis*_*(T. virens*)_), which codes for a transcription factor necessary to cope with hypoxia in *A. thaliana*^28^. Interestingly, this transcription factor has an Ethylene-inducible DNA binding domain (AP2/ERF position 49-106 a.a) (Fig. S7a). In addition, it has a cysteine (Cys2) prone to oxidation in its N-terminal (Fig. S7a,c). Therefore, this transcription factor is more stable during hypoxia than under normoxic conditions. It is known that the AP2/ERF domain can interact with the GCC-box promoter regions upstream of genes encoding pathogenesis-related proteins^42^. Therefore, the presence of these two domains (AP2/ERF and Cys2) in AT2G47520 suggests a dual role, first being more stable in hypoxic conditions to activate defense genes further. We analyzed positional weight matrices (PWM) and identified that the transcription factor can bind to the GCC-box (Fig. S7b,d). Brown et al.^43^, observed that deletion or point mutations in the core sequence of the GCC box substantially reduced the plant's ability to respond to JA. On the other hand, Epple & Bohlmann^44^ observed that plants that overexpress the *Thi2.1* gene, a gene with the GCC-box sequence in its promoter, improve resistance against the phytopathogen *Fusarium oxysporum*.

The AT2G47520 *locus* interacted with 22 genes in the *Arabidopsis*_*(T.atroviride*)_ network. AT3G03270, AT4G24110, and AT3G27220 respond to hypoxia. 

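Over the 9 *T. atroviride* libraries, log2 CPM of AT2G47520 was compared with 4 genes, and over the 9 *T. virens* libraries with another 4, which makes 8 relations. AT4G24110 had a Pearson r of 0.973 with AT2G47520 (2-sided exact permutation p = 1.65e-05, adjusted 9.92e-05) and a Spearman rho of 0.983 (exact p = 4.96e-05, adjusted 0.000397), and r = 0.942 without the 2 libraries farthest from the median of AT2G47520. With the mean of each time subtracted its r was 0.868 (exact permutation within times, p = 0.0185, adjusted 0.148). For AT3G03270 the r was 0.967 (exact p = 9.92e-05, adjusted 0.000265) and rho 0.967 (exact p = 0.000165, adjusted 0.000441), with r = 0.931 without the 2 farthest and 0.664 within times (exact p = 0.144, adjusted 0.198). For AT3G27220 the r was 0.922 (exact p = 0.000529, adjusted 0.000847) and rho 0.917 (exact p = 0.00131, adjusted 0.00175), with r = 0.834 without the 2 farthest and 0.597 within times (exact p = 0.088, adjusted 0.198). AT4G24110 and AT3G03270 were neighbours of AT2G47520 in the *T. atroviride* network at an unadjusted exact p below 0.001, and AT3G27220 was not. Within times 0 of the 8 relations held after adjustment of the exact permutation p, and 1 of the 8 had an unadjusted exact p below 0.05. In the controls, rho with AT2G47520 was 0.75 for AT4G24110, 0.483 for AT3G03270 and 0.633 for AT3G27220. With *T. atroviride*, the logFC against control of AT3G03270, AT4G24110 and AT3G27220 were 2.36, 2.97 and 2.14.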

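AT1G43800 is annotated as *FTM1* on chromosome 1 of TAIR10 from 16577521 to 16579722, and its logFC was 3.48 with *T. atroviride* and 3.14 with *T. virens*. Over the 9 *T. atroviride* libraries it had a Pearson r of 0.988 with AT2G47520 (2-sided exact permutation p = 2.48e-05, adjusted 9.92e-05 over 8 relations) and a Spearman rho of 0.967 (exact p = 0.000165, adjusted 0.000441). Without the 2 libraries farthest from the median of AT2G47520 its r was 0.98. Within times its r was 0.873 (exact permutation within times, p = 0.0509, adjusted 0.198). It was a neighbour of AT2G47520 in the *T. atroviride* network.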

AT1G43800 encodes a protease that participates in ISR, among others. In the *Arabidopsis*_*(T.virens*)_ network, it was directly connected with 35 genes. 

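Over the 9 *T. virens* libraries, *PDF1.2* and *PDF1.2b* (AT2G26020) were neighbours of AT2G47520 at an unadjusted exact p below 0.001, whereas AT5G07580 and AT1G66350 (*RGL1*) were not. For *PDF1.2b* the Pearson r was 0.855 (2-sided exact permutation p = 0.00402, adjusted 0.00536 over 8 relations) and the Spearman rho 0.95 (exact p = 0.000353, adjusted 0.000564), with r = 0.679 without the 2 libraries farthest from the median of AT2G47520. *PDF1.2* had r = 0.85 (exact p = 0.0049, adjusted 0.0056) and rho = 0.95 (exact p = 0.000353, adjusted 0.000564), with r = 0.688 without the 2 farthest. AT5G07580 had r = 0.927 (exact p = 0.000218, adjusted 0.000435) and rho = 0.9 (exact p = 0.00203, adjusted 0.00232), with r = 0.948 without the 2 farthest. AT1G66350 had r = 0.654 (exact p = 0.0528, adjusted 0.0528) and rho = 0.667 (exact p = 0.0589, adjusted 0.0589), with r = 0.741 without the 2 farthest. Within times r was 0.661 for *PDF1.2b*, 0.69 for *PDF1.2*, 0.765 for AT5G07580 and 0.446 for AT1G66350, with exact permutation p of 0.329, 0.338, 0.139 and 0.148, and adjusted p of 0.338, 0.338, 0.198 and 0.198. *PDF1.2b* had a logFC of 5.25 with *T. virens* (standard error 0.52, FDR = 5.41e-07, edgeR's quasi-likelihood test). AT5G07580 and AT1G66350 had logFC of 1.03 and 0.98 with *T. virens*, below the limit of 1.5. *PDF1.2* and *PDF1.2b* are close paralogs whose counts could hold reads of each other.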

Within this set of genes is AT2G26020, which encodes the plant defensin *PDF1.2b*, which is involved in defense mechanisms against fungi; AT5G07580, which codes for an ethylene response transcription factor; and AT1G66350, a protein with a role in jasmonic acid signaling. This fact suggests a functional relationship between hypoxia and the plant's defense mechanisms, as well as the participation of hormones in this genetic association.

The idea that plants induce their hypoxic genes and defense mechanisms against pathogens is consistent if we consider that plants suffer constant biotic stress after floods. On the one hand, there is dispersion of pathogens by rain, in addition to the fact that plants exhibit morphological changes after floods that facilitate infection by pathogens, such as change in intracellular pH, change in stomata behavior, and a decrease in hydraulic conductance^45^. These observations suggest that despite being a stressful stage for the plant, hypoxia promotes resistance against certain pathogens. For these reasons, we hypothesize that hypoxia and plant defense mechanisms are interconnected through signaling pathways that have not yet been explored and could involve signaling pathways related to the synthesis of JA. Yuan et al.^46^ reported that after hypoxia, there is a rapid accumulation of (JA) and an induction of genes involved in the synthesis of JA. In addition, applying exogenous methyl jasmonate (MeJA) improved tolerance to posthypoxic stress in *A. thaliana* plants. A recent work^47^ mentions that these two stresses occur sequentially or simultaneously in plants. During evolution, plants developed efficient strategies to respond to stimuli with the minimum energy expenditure through multiple functions of a single gene.

### Experimental validation

To validate our transcriptomic analysis, we selected 12 genes, and we collected samples at times 48, 72, and 96 hpi. In this sense,10 genes were chosen from the main network, selecting those that will help us to solve future investigations and hypotheses and that represent different communities of the general network (1094 nodes). Additionally, 2 extra genes *PR-1a* (AT2G14610) and *LOX2* (AT3G45140) were selected, which were not in the network but are commonly used as marker genes to validate the induction of systemic responses against pathogens. 

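*PR1* (AT2G14610) and *LOX2* were not among the 1188 genes of the *T. atroviride* network, with FDR of 0.0969 and 0.0346 in edgeR's quasi-likelihood test over the mean of the times. The logFC of *PR1* with *T. atroviride* was 1.33 (standard error 0.59). With *T. virens* it was 3.22 (standard error 0.62, FDR = 0.000422 in edgeR's test), and the gene was called. That call was lost without control replicate 1 at 48 hpi (edgeR FDR = 0.00113), control replicate 2 at 72 hpi (0.0012), control replicate 3 at 96 hpi (0.00146), *T. virens* replicate 1 at 48 hpi (0.001) or *T. virens* replicate 2 at 96 hpi (0.00111). It was also lost with only the libraries of the compared groups in the fit (edgeR FDR = 0.00368).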

We compared the similarities between the differential expression results obtained by transcriptome and RT-qPCR (Fig. 6). During this analysis we observed a similar trend between the expression profiles obtained in the transcriptome, RNA-seq, and those obtained by RT-qPCR. In some cases, the exact same trend is observed for the transcriptomic data and the data obtained by RT-qPCR, as in the cases of the AT5G44420 *(ρ*_*s*_ = *0.98)*, AT2G47520 *(ρ*_*s*_ = *0.95)*, AT3G45140 *(ρ*_*s*_ = *0.98) loci*, while in other cases the trend is not exact (for example, AT2G16060 *ρ*_s_ = 0.58, AT4G34200 with *ρ*_s_ = 0.48 and AT1G05680 * ρ*_s_ = 0.77). This fact is completely natural and expected, inherently there are minimal and imperceptible changes between the experimental biological replicas that explain this phenomenon^29^.

## Conclusions

Our current study shows gene co-expression network analysis as a methodology that enables us to observe how genes associate into biologically functional modules in *Arabidopsis* that respond to an interaction with mutualistic fungi.

During plant-fungus interaction, there is a functional interconnection between hypoxic mechanisms and the plant defense mechanisms. However, we have carefully mentioned that we have only generated hypotheses requiring further experimental evidence. In the future, we will experimentally study the possible interconnection between hypoxia and defense mechanisms during the plant-fungus interaction. These interconnections will be identified in mutant plants in selected genes of our analysis. These experiments will allow us to clarify this complex mechanism that has led plants to respond appropriately to different types of stress by expending the minimum energy and anticipating future challenges that could end in plant death.

The AT2G47520 *locus* encodes a transcription factor with protein domains (AP2/ERF position 49-106 a.a. and Cys2) with dual function to counteract hypoxia and pathogens.

## Materials and methods

### Plant and fungal growth conditions

Columbia ecotype (Col-0) of *Arabidopsis thaliana* plants, *T. atroviride* (IMI206040), and *T. virens (*Gv29-8)^48^ fungus as colonizing were used in this study. *Trichoderma* spp. was grown in potato dextrose agar (PDA) (Becton, Dickinson & Co) and incubated at 28 °C under 12/12 light/dark cycles. Seeds of *A. thaliana* Col-0 were sterilized by two consecutive washings using a 75% ethanol solution for 3 min under constant shaking at a speed of 1800 rpm using a MixMate (Eppendorf SE, 5353, Germany) and with 20% chlorine solution for 7 min. Subsequently, the seeds were rinsed with sterile distilled water. *A. thaliana* seeds were germinated in Murashige and Skoog medium [1x] containing 10% sucrose (PhytoTechnology Laboratories, USA). Subsequently, the seeds were incubated for ≈12 days at 22 ± 1 °C with a regime of 16 h of light and 8 h of darkness^49^.

## *Arabidopsis thaliana*–*Trichoderma* spp. Interaction assay

The 12-day-old *Arabidopsis* plants were inoculated with *T. atroviride or T. virens* mycelium plugs (d = 5 mm). Uninoculated plants were used as controls. Subsequently, biological leaf and root samples were collected at 48, 72, and 96 h after inoculation (hpi) for both the control groups and the different interactions. The collected samples were frozen in liquid nitrogen until their use. A new *Arabidopsis-Trichoderma* interaction was carried out to validate the transcriptome under the same conditions.

### Total RNA extraction, library preparation, and sequencing

Total RNA was extracted using the method reported by Ferdous et al.^50^ with slight modifications. Briefly, frozen samples were macerated in extraction buffer. The cell lysate was carried out using the cationic detergent hexadecyltrimethylammonium bromide (CTAB). The recovery of the organic phase was carried out with 150 μL of phenol pH 8, and chloroform-isoamyl alcohol (24:1). Finally, the RNA was precipitated with isopropanol at − 20 °C overnight. The samples were treated with DNAse to remove contaminating DNA, using the commercial kit TURBO DNA-free™ KIT (Ambion, Life Technologies). RNA was quantified in an Epoch Microplate Spectrophotometer (BioTek®) at an OD of 260 and 280 nm (nanometers). RNA integrity was visualized by denaturing agarose gel electrophoresis [0.8%], and the samples were inspected using Agilent 2100 Bioanalyzer technology (Agilent Technologies, Inc., USA). Finally, 27 libraries were generated and sequenced in a paired manner with the Illumina Hiseq 2500 technology (Illumina Inc., Hiseq 2500, USA) by the National Laboratory of Genomics for Biodiversity, LANGEBIO, Irapuato Mexico.

### Data collection and processing

A transcriptome analysis of the 27 libraries of *A. thaliana* interaction with *T. atroviride* or *T. virens* at 48, 72, and 94hpi and their respective controls without the fungi was performed. Each interaction (*Arabidopsis*_*(T. atroviride*)_ and *Arabidopsis*_*(T. virens*)_) and controls included three independent biological replicates. Gene expression datasets were processed using the R software version 4.2.1 (2022–06-23 ucrt) (https://www.R-project.org/) and Rstudio Team (2022). Rstudio: Integrated Development for R. Rstudio, PBC, Boston, MA URL (http://www.rstudio.com/) version 2022.7.1.554.

### Quality analysis and mapping of the reads to the reference genome

Langebio provided a quality analysis of the FASTQ files. All reads presented a Phred quality score higher than 30, which was considered as high quality and used for mapping. Reads were mapped to a concatenated reference genome (*A. thaliana-T. atroviride-T. virens*). The concatenated genome was constructed taking the reference genomes reported by TAIR (The Arabidopsis Information Resource) version TAIR10 and for *T. atroviride* and *T. virens* reported by Ensembl Fungi (https://fungi.ensembl.org) version IMI_206040_v2.0 and ASM17099_v1 respectively. Mapping of the fragments was carried out using the HISAT2 software with default parameters for paired-end reads and a bash script^51^. Mapped fragments were quantified with the featureCounts tool from the SubRead package^52^. With these quantifications, a counts matrix was generated with an in-house R script.

### Differential expression analysis

The differential gene expression analysis was performed with the edgeR package^53^ using the count matrix. Normalization factors and variability were calculated with the *calcNormFactors(x)* and *estimateDisp(x)* functions, respectively. Subsequently, the data were fitted with the function *glmFit(x)*. Contrasts were performed with a likelihood ratio test, *glmQLFTest(x)* function, to identify changes in gene expression under control and plant-microorganism interaction conditions for each time (48, 72, and 96 hpi), with which a differential expression matrix was generated for each contrast. We keep differential expressed genes with a cutoff of FDR < 0.001 and a logFC > 1.5 or logFC < -1.5.

### Differential network analysis

Two gene co-expression networks were generated (*Arabidopsis*_*(T. virens*)_ and *Arabidopsis*_*(T. atroviride*)_). All differential expression contrasts (*Arabidopsis*_*(T.virens*)_ and *Arabidopsis*_*(T.atroviride*)_) results were used to keep differentially expressed genes, using a false discovery rate (FDR) of FDR = 0.001. The control networks were built using the same genes that were present in the interaction networks (*Arabidopsis*_*(T.atroviride*)_) 1094 and *Arabidopsis*_*(T.virens*)_, 2011 nodes) and the control libraries were used (*A. thaliana* without interaction). The control networks were filtered with an FDR = 0.001. A correlation test was performed with the cor.test(x) functions from the R base package. The correlations were filtered using a threshold of FDR = 0.001, and the correlation significance threshold was *ρ*_s_ = 0.8.

## Construction and analysis of co-expression networks

Two gene co-expression networks were generated (*Arabidopsis*_*(T. virens*)_ and *Arabidopsis*_*(T. atroviride*)_). Each of the differential expression contrasts (*Arabidopsis*_*(T. virens*)_ and *Arabidopsis*_*(T. atroviride*)_) results were used to keep differentially expressed genes, using a false discovery rate (FDR) of FDR = 0.001. The resulting genes were used to generate the correlation matrix using Spearman's method defined in the *cor(x)* function from the R base package. A correlation test was performed for each correlation with the cor.test(x) functions from the R base package. For each correlation test, we obtained a Spearman correlation coefficient $${\rho }_{s}$$ and a *p-*value. For all the correlation tests we obtained the FDR by using the p.adjust(x) frunction from R stats package. The correlations were filtered using a threshold of FDR = 0.001. The resulting correlations were used to build gene co-expression networks. The analysis and visualization of the network were carried out using the igraph package with the R programming language^54^^.^ The correlations were filtered using a threshold of FDR = 0.001, and the correlation significance threshold was *ρ*_s_ = 0.8.

The two co-expression networks *Arabidopsis*_*(T. virens)*_ and *Arabidopsis*_*(T. atroviride)*_ formed by 1094 and 2011 nodes, respectively. Communities were identified for each of the networks (*Arabidopsis*_*(T. virens*)_ and *Arabidopsis*_*(T. atroviride*)_) using the algorithm developed by Pons and Latapy^36^ with the function *cluster_walktrap(x)* from the igraph package*,* with default parameters. Subsequently, the communities with more than 100 nodes were compared with each other based on the degree, authority score, and closeness metrics. Finally, an analysis of functional enrichment was carried out in the identified communities using the Protein analysis through evolutionary relationships (PANTHER, https://www.panther.db.org) server version 17.0 (released 2022-02-22)^55^ which implements an additional statistical test method (Fisher's exact test) for the PANTHER overrepresentation test, as well as the Benjamini–Hochberg False Discovery Rate for multiple testing correction.

For selecting HUB nodes, we use a score defined as the product of centrality, closeness, and authority measures. Using the score in decreasing order, we used the best 50 nodes for each community and generated two sub-networks *Arabidopsis*_*(T. virens)*_ and *Arabidopsis*_*(T. atroviride)*_*.*

A new interaction assay was carried out to validate the transcriptome. Two biological replicates were carried out with three technical replicates in each. For the experimental validation, ten genes were chosen from the main network, selecting those that will help us solve future investigations and hypotheses and represent different communities of the general network (1094 nodes). Additionally, two extra genes PR1a (AT2G14610) and Lox2 (AT3G45140), were selected, which were not in the network but are commonly used as marker genes to validate the induction of systemic responses against pathogens.

Finally, we calculated the Spearman correlation coefficient between the transcriptomic data (logFC) and the data obtained by RT-qPCR.

### Plants guidelines

The authors confirm that the use of plants in the present study complies with international, national, and institutional guidelines.

### Supplementary Information

Supplementary Figures.

Supplementary Tables.

## Data Availability

The raw RNA-seq data can be found in the Gene Expression Omnibus (GEO) database under the series record GSE235893.

## References

[1] Gull A (2019). Biotic and abiotic stresses in plants. Abiotic Biotic Stress Plants.

[2] Hartman S (2019). Ethylene-mediated nitric oxide depletion pre-adapts plants to hypoxia stress. Nat. Commun..

[3] Hermosa R, Viterbo A, Chet I, Monte E (2012). Plant-beneficial effects of *Trichoderma* and of its genes. Microbiology (Reading).

[4] Jones JDG, Dangl JL (2006). The plant immune system. Nature.

[5] Chisholm ST, Coaker G, Day B, Staskawicz BJ (2006). Host-microbe interactions: shaping the evolution of the plant immune response. Cell..

[6] Thomas JD, Thomas RE, Thomas JL (2016). Intracellular innate immune surveillance devices in plants and animals. Science..

[7] Peng Y, van Wersch R, Zhang Y (2018). Convergent and divergent signaling in PAMP-triggered immunity and effector-triggered immunity. Mol. Plant Microbe Interact..

[8] Zhang Y (2010). Control of salicylic acid synthesis and systemic acquired resistance by two members of a plant-specific family of transcription factors. Proc. Natl. Acad. Sci. U.S.A..

[9] Hammond-Kosack KE, Jones JD (1997). Plant disease resistance genes. Annu. Rev. Plant Biol..

[10] Woo SL, Hermosa R, Lorito M, Monte E (2022). *Trichoderma*: A multipurpose, plant-beneficial microorganism for eco-sustainable agriculture. Nat. Rev. Microbiol..

[11] Yang DL (2012). Plant hormone jasmonate prioritizes defense over growth by interfering with gibberellin signaling cascade. Proc. Natl. Acad. Sci. U.S.A..

[12] Salas-Marina MA (2011). Colonization of *Arabidopsis* roots by *Trichoderma atroviride* promotes growth and enhances systemic disease resistance through jasmonic acid/ethylene and salicylic acid pathways. Eur. J. Plant. Pathol..

[13] Schmoll M, Schuster A (2010). Biology and biotechnology of *Trichoderma*. Appl. Microbiol. Biotechnol..

[14] Brooks DM, Bender CL, Kunkel BN (2005). The Pseudomonas syringae phytotoxin coronatine promotes virulence by overcoming salicylic acid-dependent defences in *Arabidopsis thaliana*. Mol. Plant. Pathol..

[15] Salas-Marina MA (2015). The Epl1 and Sm1 proteins from *Trichoderma atroviride* and *Trichoderma virens* differentially modulate systemic disease resistance against different life style pathogens in Solanum lycopersicum. Front. Plant Sci..

[16] Mona SA (2017). Increased resistance of drought by *Trichoderma harzianum* fungal treatment correlates with increased secondary metabolites and proline content. J. Integr. Agric..

[17] Zhang C (2022). A novel salt-tolerant strain *Trichoderma atroviride* HN082102.1 isolated from marine habitat alleviates salt stress and diminishes cucumber root rot caused by Fusarium oxysporum. BMC Microbiol..

[18] Fukushima S, Mori M, Sugano S, Takatsuji H (2016). Transcription factor WRKY62 plays a role in pathogen defense and hypoxia-responsive gene expression in rice. Plant Cell Physiol..

[19] Loreti E, Perata P (2020). The many facets of hypoxia in plants. Plants.

[20] Hattori Y (2009). The ethylene response factors SNORKEL1 and SNORKEL2 allow rice to adapt to deep water. Nature.

[21] Coppola M (2019). Transcriptome and metabolome reprogramming in tomato plants by *trichoderma* harzianum straint22 primes and enhances defense responses against aphids. Front. Physiol..

[22] De Palma M (2019). Transcriptome reprogramming, epigenetic modifications and alternative splicing orchestrate the tomato root response to the beneficial fungus *Trichoderma* harzianum. Hortic. Res..

[23] Serin EAR, Nijveen H, Hilhorst HWM, Ligterink W (2016). Learning from co-expression networks: Possibilities and challenges. Front. Plant Sci..

[24] Pellegrini M, Haynor D, Johnson JM (2004). Protein interaction networks. Expert Rev. Proteomics.

[25] Jiang D (2019). Microbiome multi-omics network analysis: Statistical considerations, limitations, and opportunities. Front. Genet..

[26] Amitai G (2004). Network analysis of protein structures identifies functional residues. J. Mol. Biol..

[27] Cohen, R. & Havlin, S. Structure and robustness of complex networks. In *Complex Networks: Structure, Robustness and Function* 65–95 (2010).

[28] Licausi F (2010). HRE1 and HRE2, two hypoxia-inducible ethylene response factors, affect anaerobic responses in *Arabidopsis thaliana*. Plant J..

[29] Ohmiya H (2014). RECLU: A pipeline to discover reproducible transcriptional start sites and their alternative regulation using capped analysis of gene expression (CAGE). BMC Genomics.

[30] Wang Z, Gerstein M, Snyder M (2009). RNA-Seq: A revolutionary tool for transcriptomics. Nat. Rev. Genet..

[31] Jogaiah S, Abdelrahman M, Tran LSP, Ito SI (2018). Different mechanisms of *Trichoderma virens*-mediated resistance in tomato against Fusarium wilt involve the jasmonic and salicylic acid pathways. Mol. Plant Pathol..

[32] Yan C (2018). Injury Activates Ca^2+^/calmodulin-dependent phosphorylation of JAV1-JAZ8-WRKY51 complex for Jasmonate biosynthesis. Mol. Cell.

[33] Garnica-Vergara A (2016). The volatile 6-pentyl-2H-pyran-2-one from *Trichoderma atroviride* regulates *Arabidopsis thaliana* root morphogenesis via auxin signaling and ETHYLENE INSENSITIVE 2 functioning. New Phytol..

[34] Halder K, Chaudhuri A, Abdin MZ, Majee M, Datta A (2022). Chromatin-based transcriptional reprogramming in plants under abiotic stresses. Plants (Basel).

[35] Newman MEJ, Girvan M (2003). Finding and evaluating community structure in networks. Phys. Rev. E Stat. Nonlinear Soft Matter. Phys..

[36] Pons, P. & Latapy, M. Computing communities in large networks using random walks. In *Lecture Notes in Computer Science (including subseries Lecture Notes in Artificial Intelligence and Lecture Notes in Bioinformatics)***3733 LNCS**, 284–293 (2005).

[37] Novershtern N (2011). Densely interconnected transcriptional circuits control cell states in human hematopoiesis. Cell.

[38] Ghoshal G, Barabási AL (2011). Ranking stability and super-stable nodes in complex networks. Nat. Commun..

[39] Pucciariello C, Boscari A, Tagliani A, Brouquisse R, Perata P (2019). Exploring legume-rhizobia symbiotic models for waterlogging tolerance. Front. Plant Sci..

[40] Kerpen L, Niccolini L, Licausi F, van Dongen JT, Weits DA (2019). Hypoxic conditions in crown galls induce plant anaerobic responses that support tumor proliferation. Front. Plant Sci..

[41] António C (2016). Regulation of primary metabolism in response to low oxygen availability as revealed by carbon and nitrogen isotope redistribution. Plant Physiol..

[42] Ohme-Takagi M, Shinshi H (1995). Ethylene-inducible DNA binding proteins that interact with an ethylene-responsive element. Plant Cell.

[43] Brown RL, Kazan K, McGrath KC, Maclean DJ, Manners JM (2003). A role for the GCC-box in Jasmonate-mediated activation of the PDF1.2 gene of *Arabidopsis*. Plant Physiol..

[44] Epple P, Apel K, Bohlmann H (1997). Overexpression of an endogenous thionin enhances resistance of *Arabidopsis* against Fusarium oxysporum. Plant Cell.

[45] Choat B, Gambetta GA, Wada H, Shackel KA, Matthews MA (2009). The effects of Pierce’s disease on leaf and petiole hydraulic conductance in *Vitis vinifera* cv. Chardonnay. Physiol. Plant.

[46] Yuan LB (2017). Jasmonate regulates plant responses to postsubmergence reoxygenation through transcriptional activation of antioxidant synthesis. Plant Physiol..

[47] Tang H, Liu H (2021). Roles of single gene in plant hypoxia and pathogen responses. Plant Signal Behav..

[48] Baek JM, Kenerley CM (1998). The arg2 gene of Trichoderma virens: cloning and development of a homologous transformation system. Fungal Genet. Biol..

[49] Estrada-Rivera M (2020). IPA-1 a putative chromatin remodeler/helicase-related protein of *Trichoderma virens* plays important roles in antibiosis against Rhizoctonia Solani and induction of *Arabidopsis* systemic disease resistance. Mol. Plant Microbe Interact..

[50] Ferdous J (2014). A quick DNA extraction protocol: Without liquid nitrogen in ambient temperature. Afr. J. Biotechnol..

[51] Kim D, Paggi JM, Park C, Bennett C, Salzberg SL (2019). Graph-based genome alignment and genotyping with HISAT2 and HISAT-genotype. Nat. Biotechnol..

[52] Liao Y, Wang J, Jaehnig EJ, Shi Z, Zhang B (2019). WebGestalt 2019: Gene set analysis toolkit with revamped UIs and APIs. Nucleic Acids Res..

[53] Robinson MD, McCarthy DJ, Smyth GK (2010). edgeR: A Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics.

[54] Csárdi, G. & Nepusz, T. The igraph software package for complex network research. (2006).

[55] Thomas PD (2022). PANTHER: Making genome-scale phylogenetics accessible to all. Protein Sci..

# Supplementary material for: Inferring co-expression networks of Arabidopsis thaliana genes during their interaction with Trichoderma spp
**Source:** Sci Rep. 2024 Jan 30;14:2466. doi: 10.1038/s41598-023-48332-w
**Supplement:** Supplementary file 1 — Supplementary Figures.

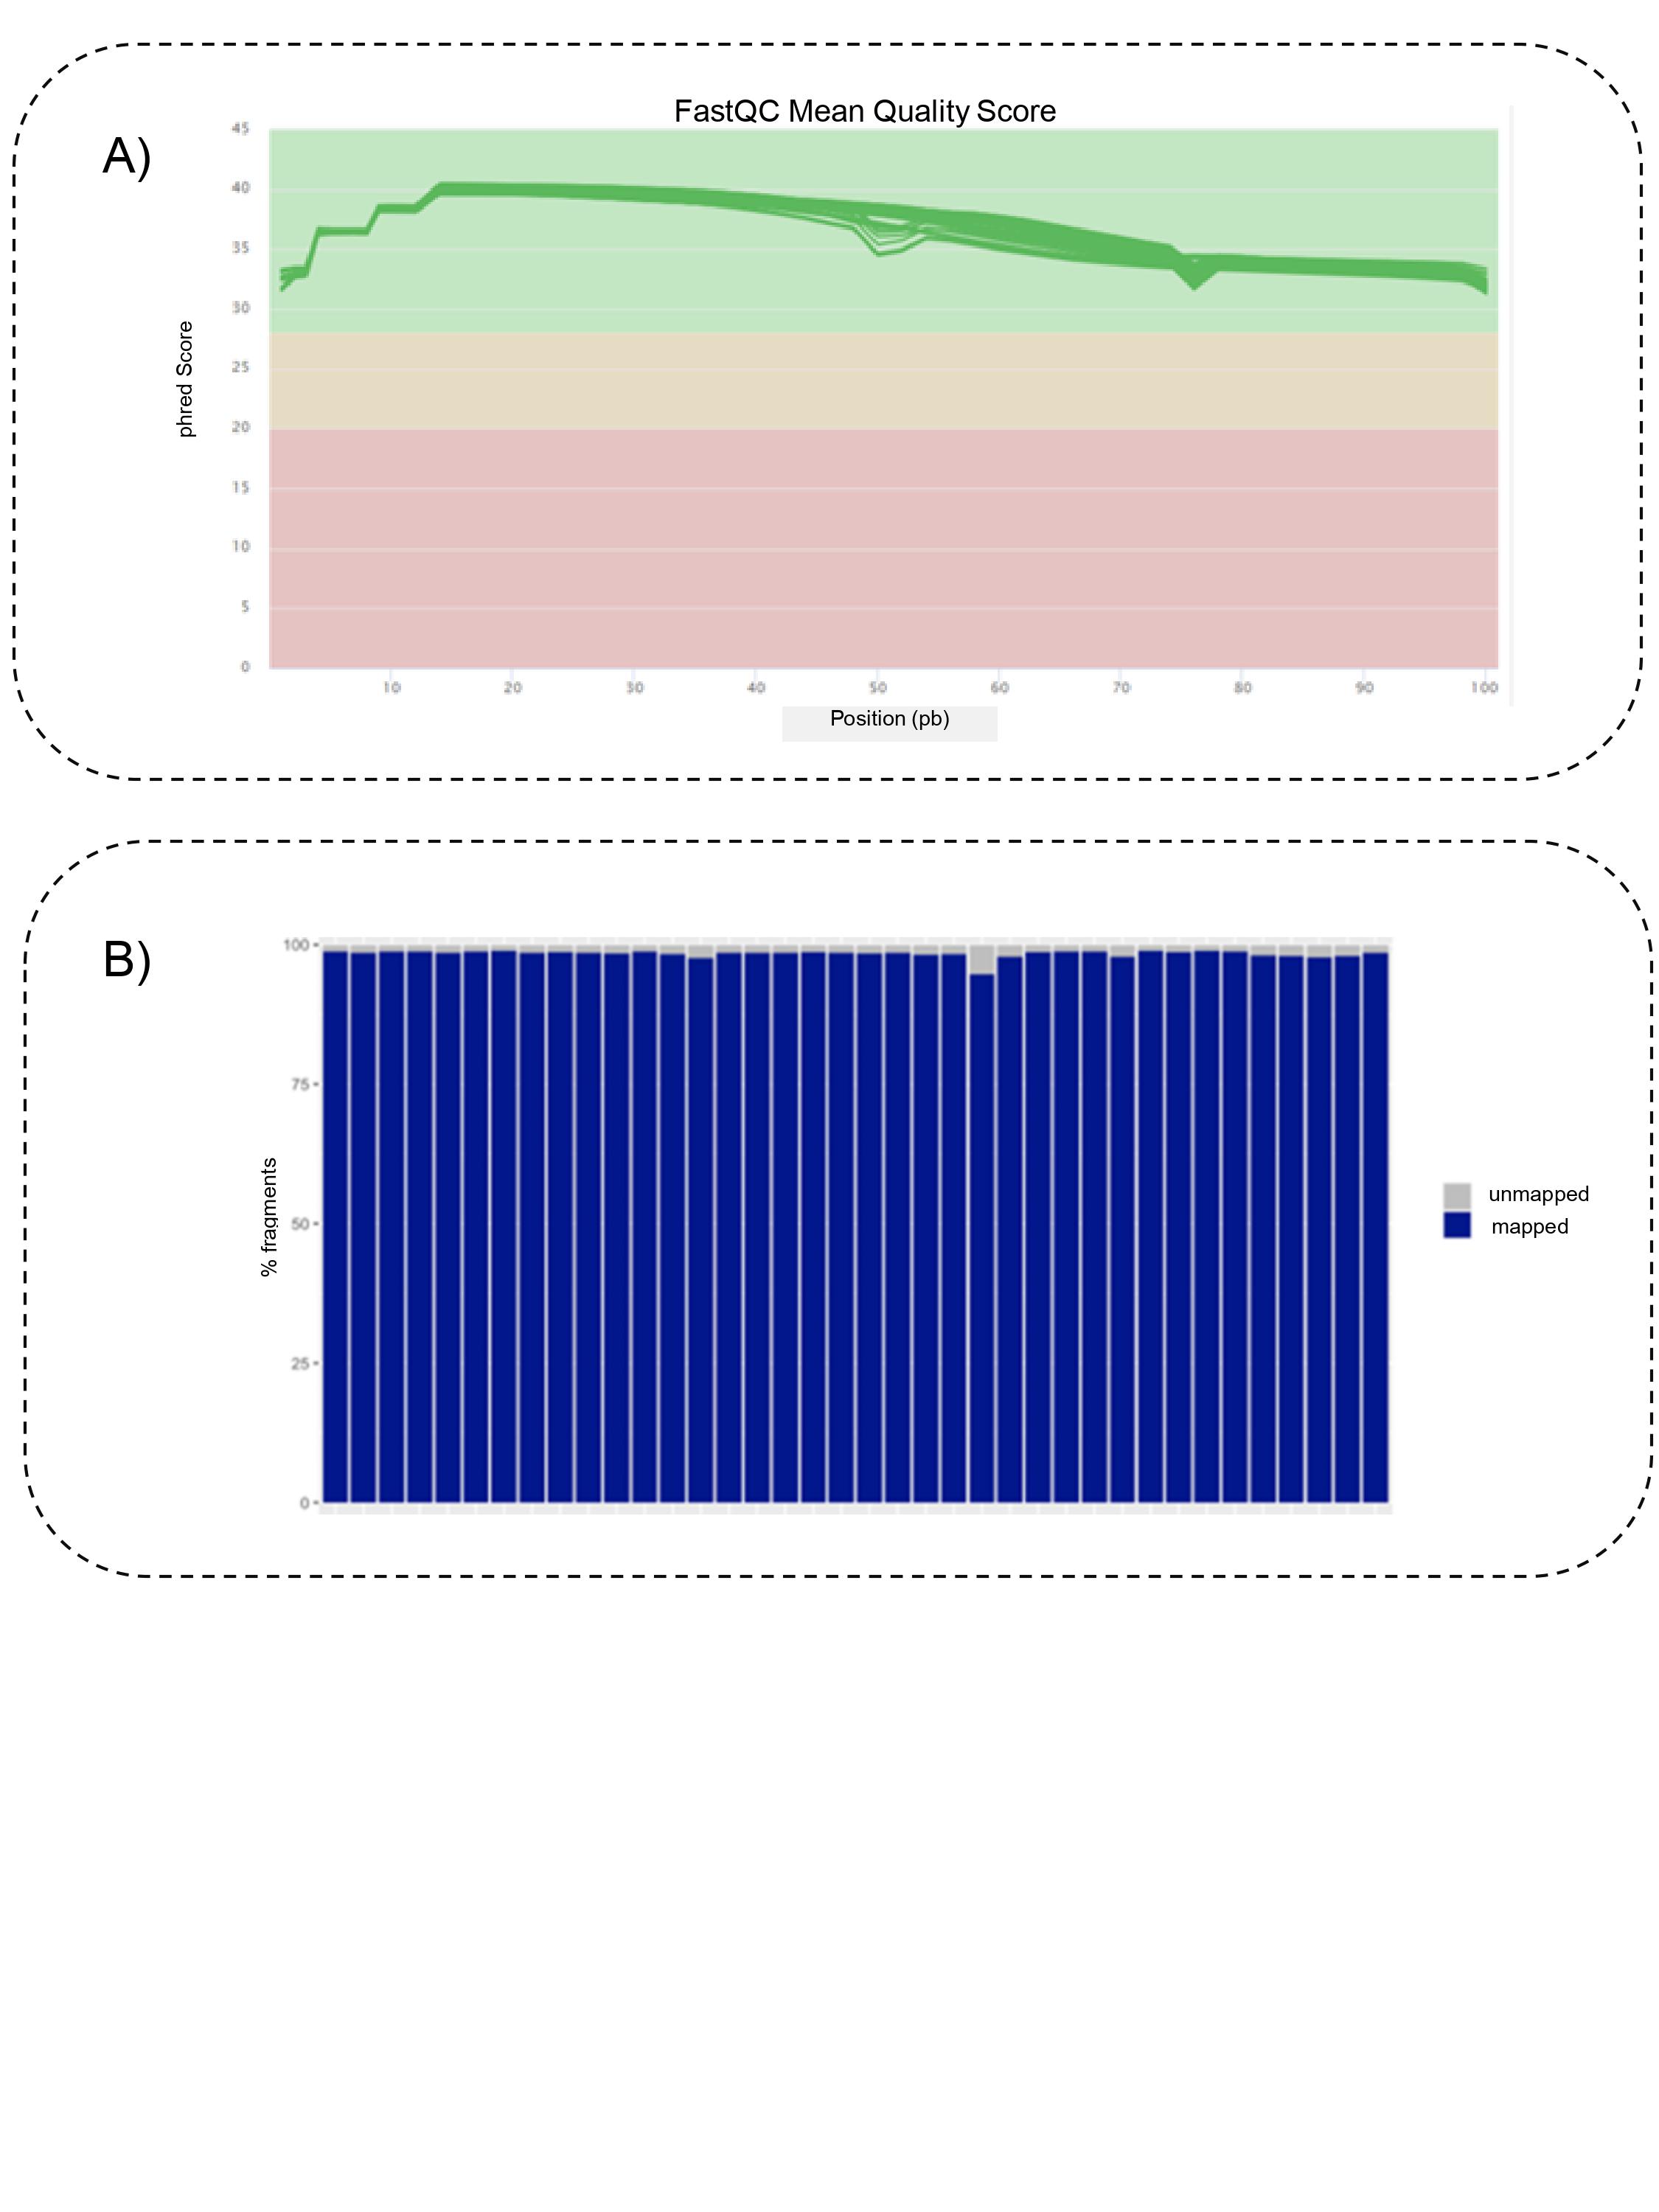

Figure S1. A) Phred quality score graphic. High consistency of a sequenced base is indicated by greater values of Phred. A Phred Score<20 indicates low quality, 25>Phred>20 indicates medium quality and a Phred>35 indicates high quality B) Percentage of reads mapped to the reference genome. Each bar represents a library. The blue color within the bar represents reads mapped to the reference concatenated genome, the gray color within the bar represents the percentage of unmapped reads.

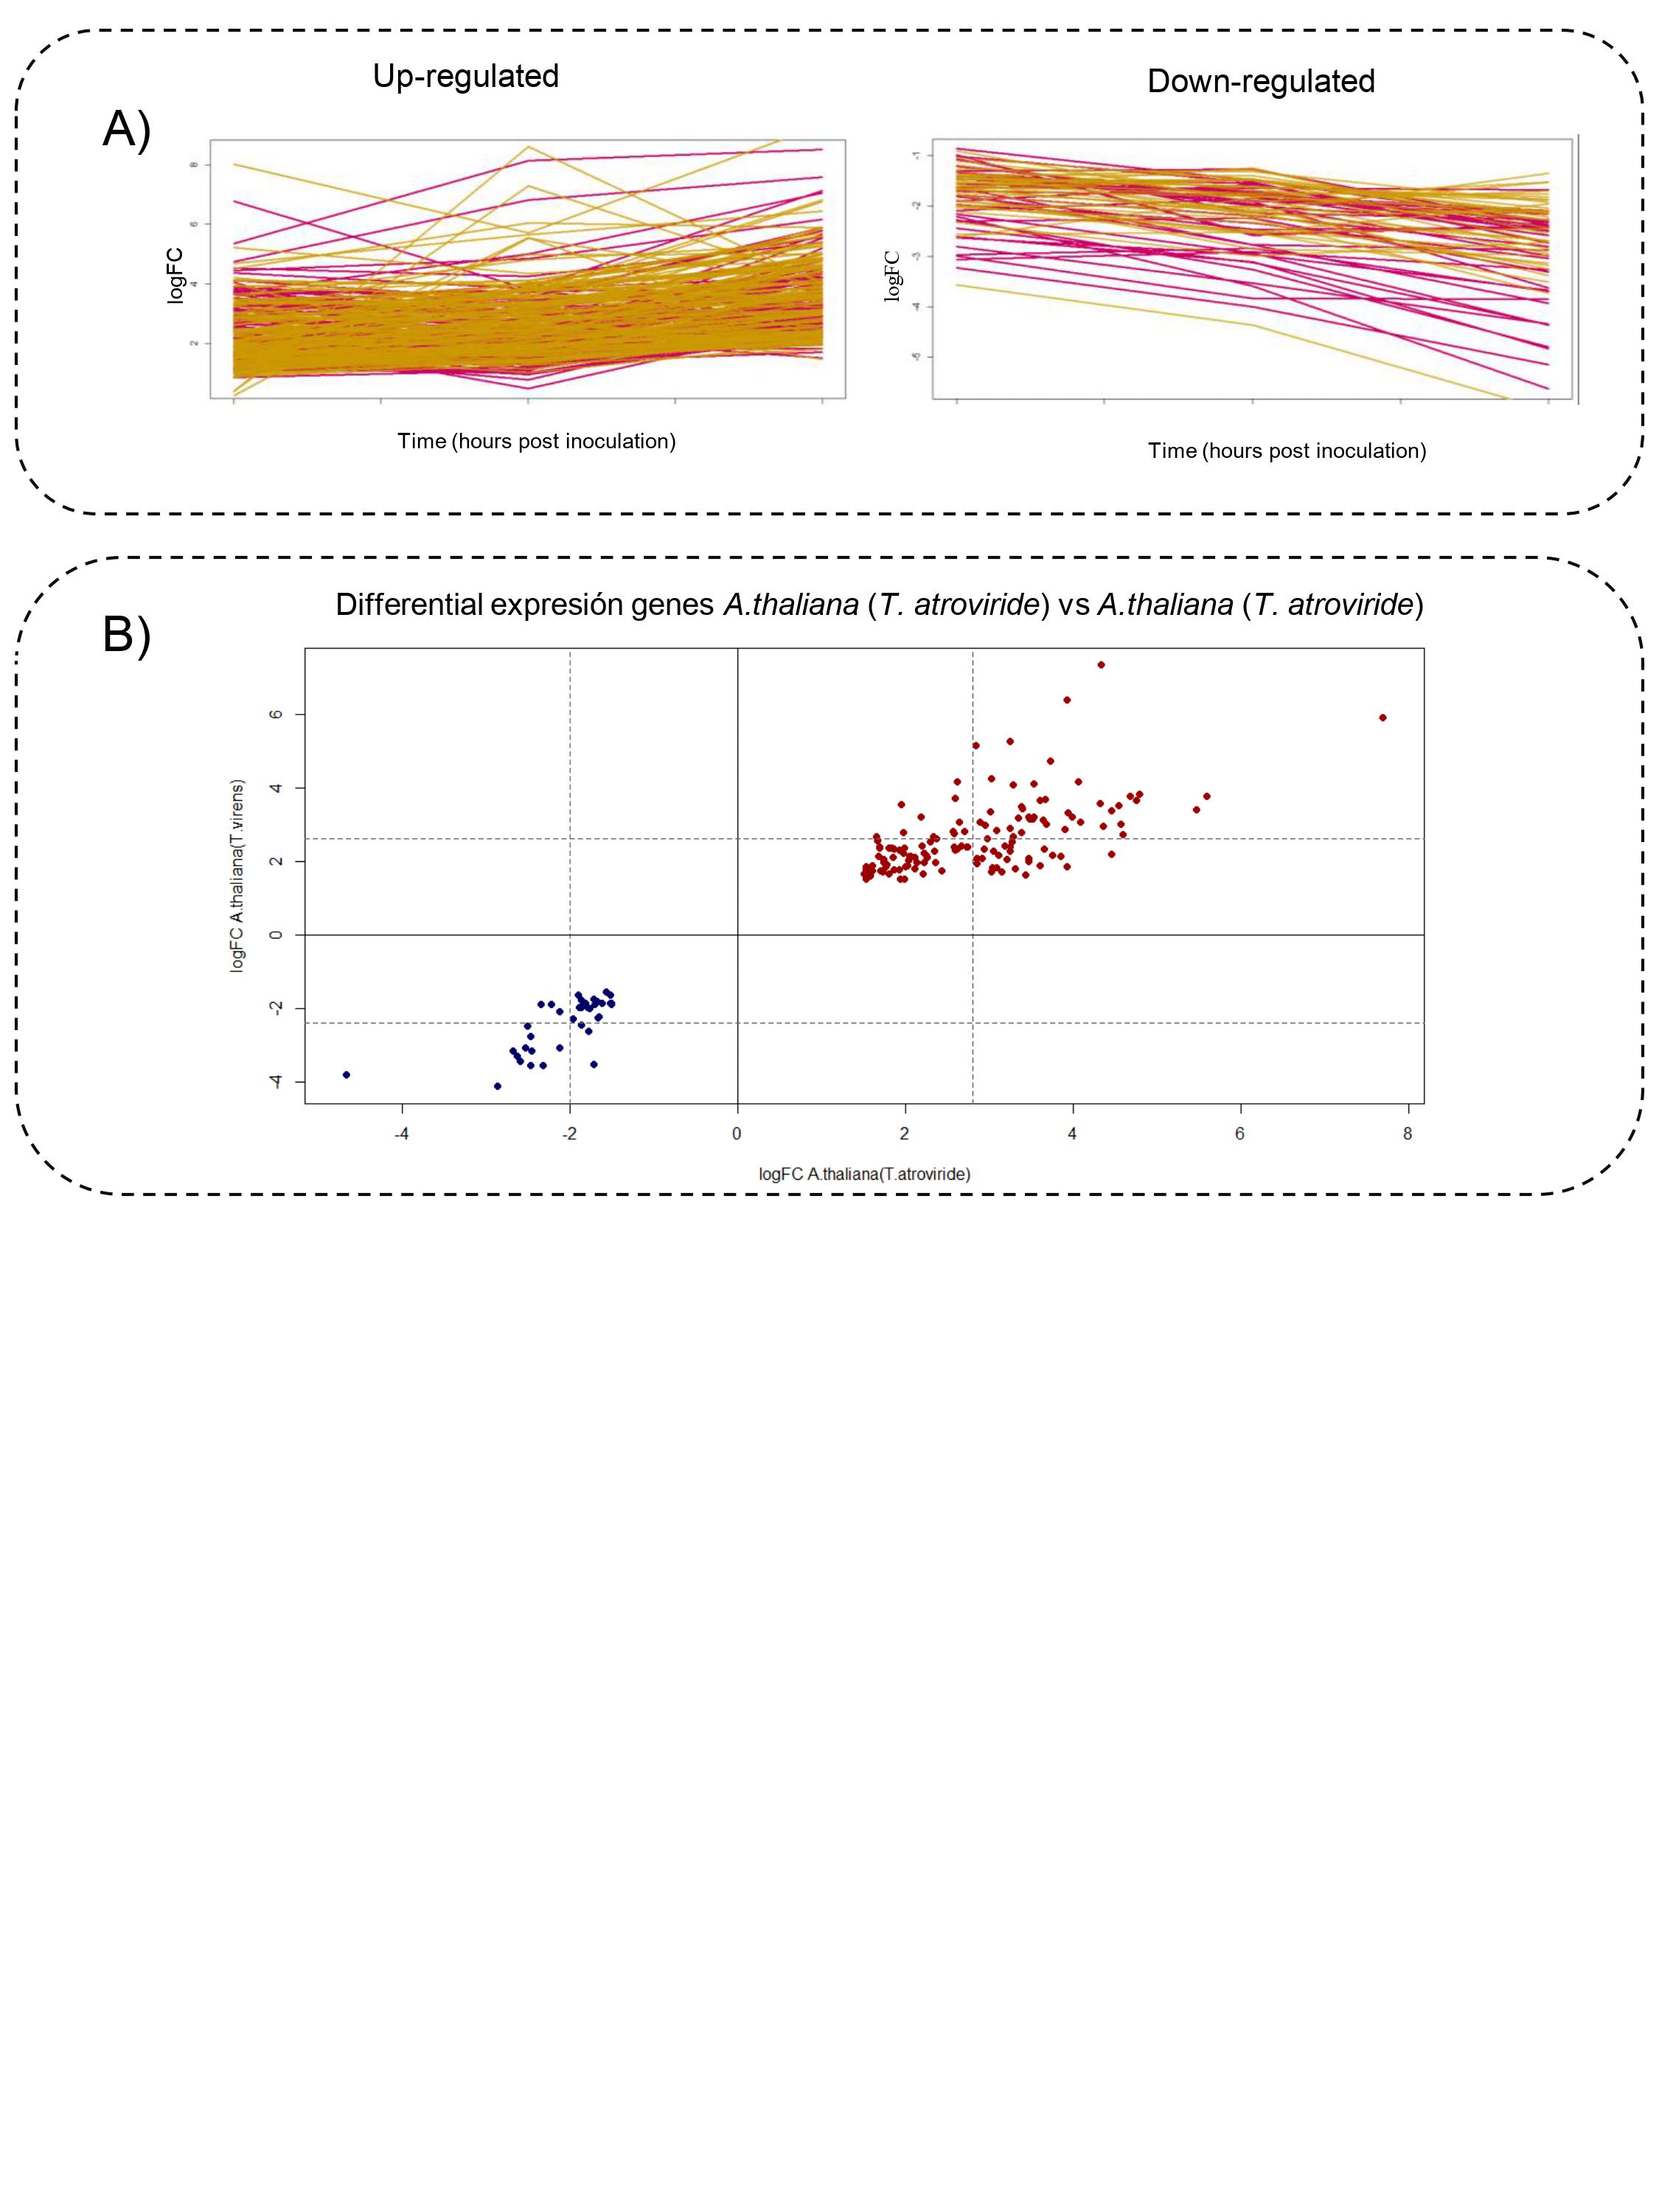

Figure S2. Differential expression analysis. A). Temporal kinetics. On y-axis is show the logFC versus x-axis represents the time after induction (48,72 and 96 hpi), the pink lines represent induction by *T.virens* and yellow lines represent induction by *T. atroviride.* B) Comparison of genes up-regulated and down-regulated in *A. thaliana* by *T. atroviride* vs *T. virens*. On y-axis is show logFC by *T. virens*, x-axis represents logFC by *T. atroviride*. Blue dots represent down-regulated genes and red dots represent up-regulated genes.

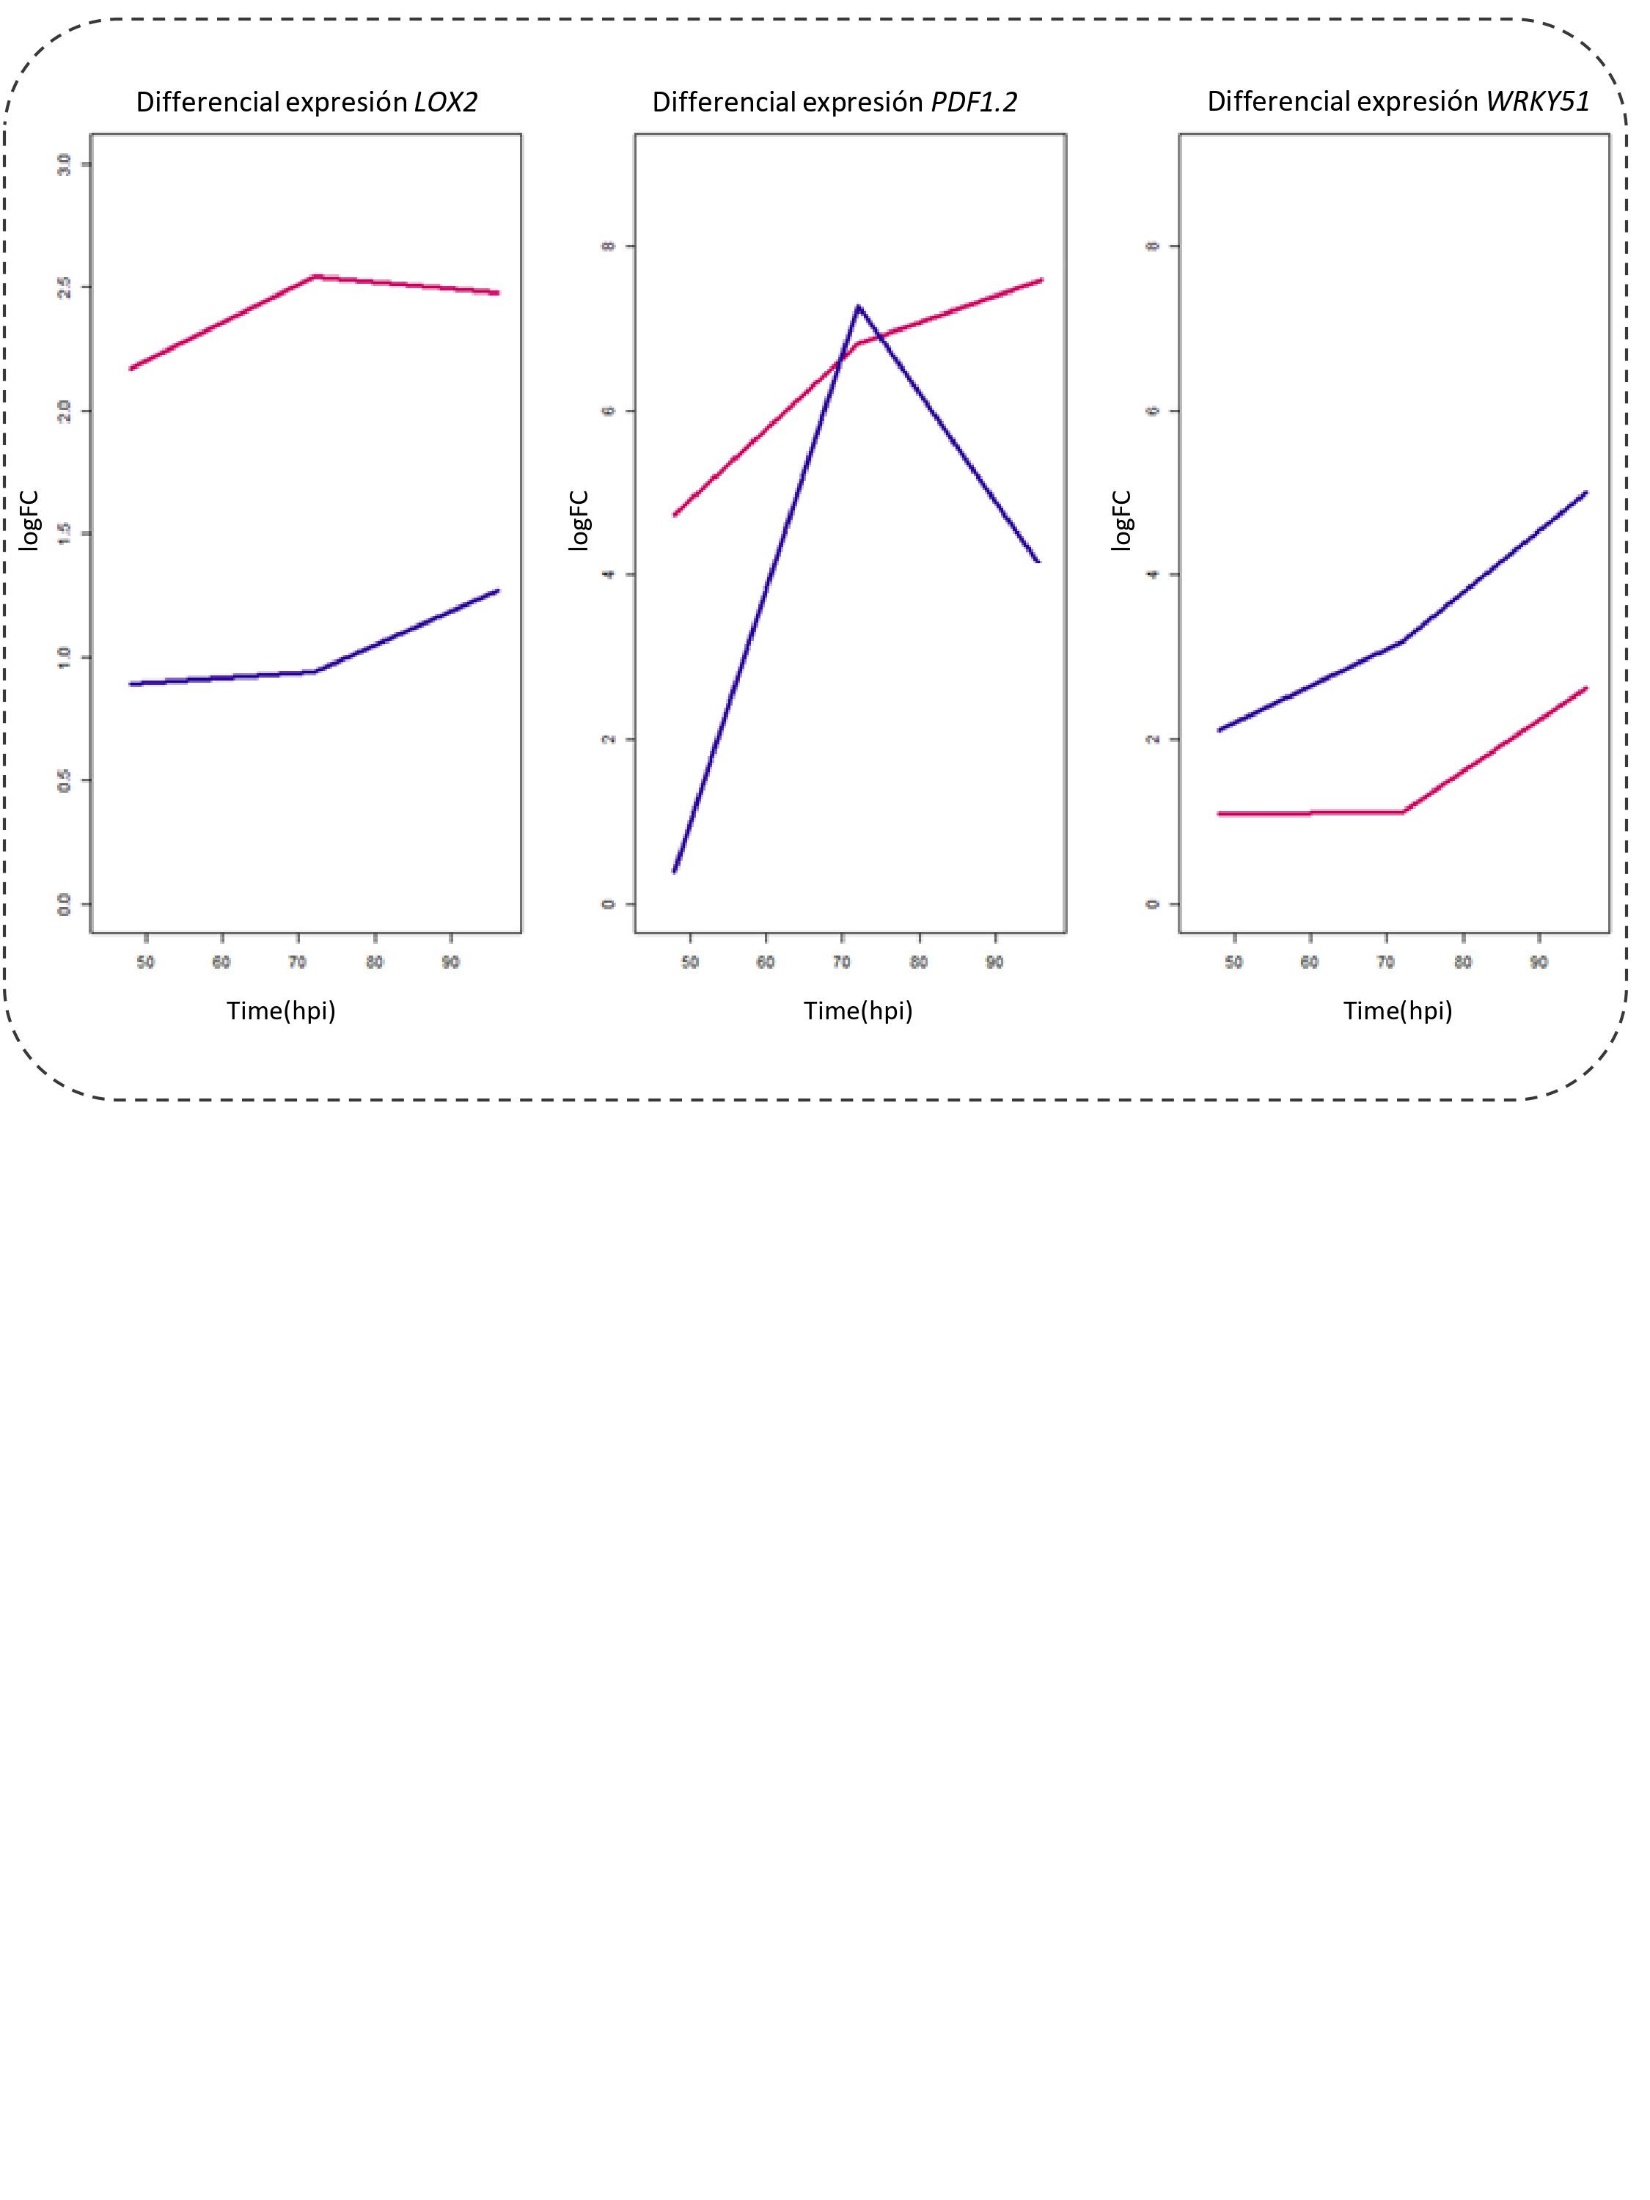

Figure S3. Induction of ISR related genes in *A. thaliana* by *T. atroviride* or *T. virens*. Kinetics of induction of the *LOX2*, *PDF1.2* and *WRKY51* genes. The pink lines represent the genes induced by *T. virens* and the blue lines represent the genes induced by *T. atroviride*. The logFC value was calculated from the contrasts of differential expression using the normalized matrix of counts. Samples were collected at 48, 72 and 96 hours post inoculation with *Trichoderma* spp.

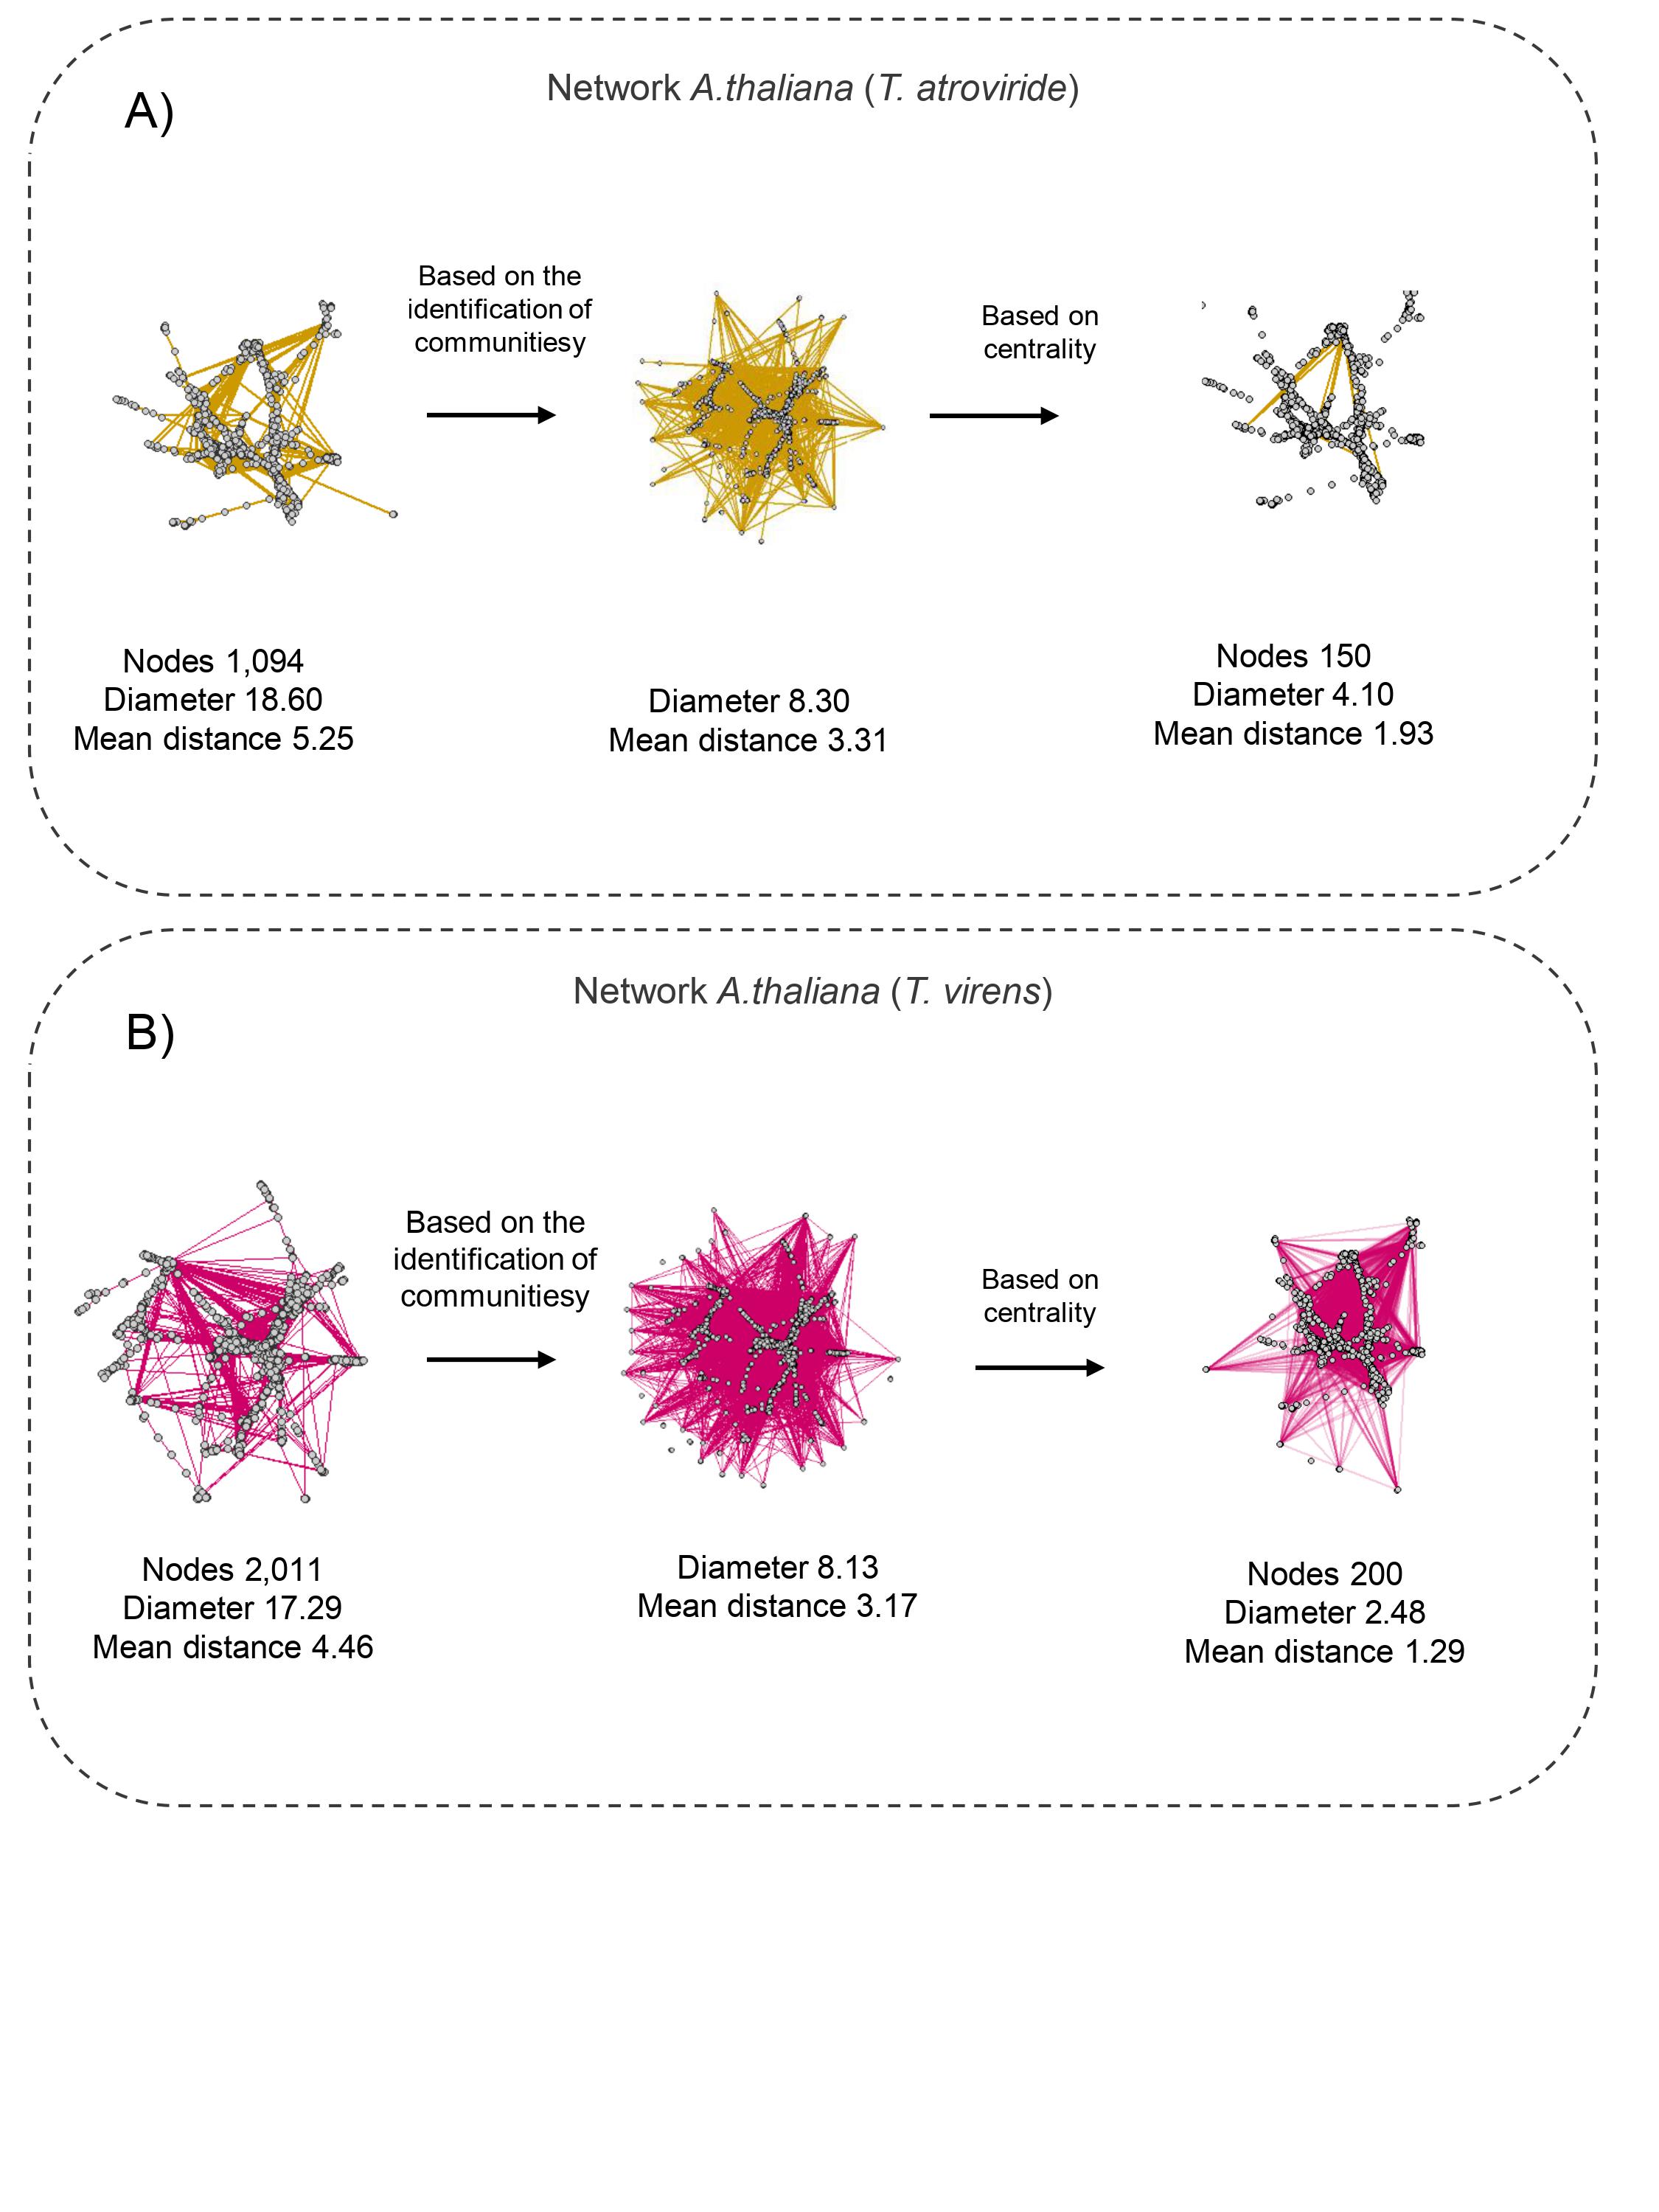

Figure S4. Generation and simplification of gene co-expression networks. A) *A. thaliana*(*T. atroviride*). A correlation-based network connecting genes with similar genetic interaction profiles. Genetic profile similarities were measured for all gene pairs by Spearman correlation. This network is made up of 1,094 nodes. Community 4, 22 and 24 *A.thaliana*(*T.atroviride*) were identified. A Subgraph was generated using the best 50 nodes according to our score (authority*closeness) for each community. B) *A.thaliana*(*T.virens*). A correlation-based network connecting genes with similar genetic associations profiles. Genetic profile similarities were measured for all gene pairs by Sperman correlation. This network is made up of 2,011 nodes. Community 5 and 6 *A.thaliana*(*T.virens*).

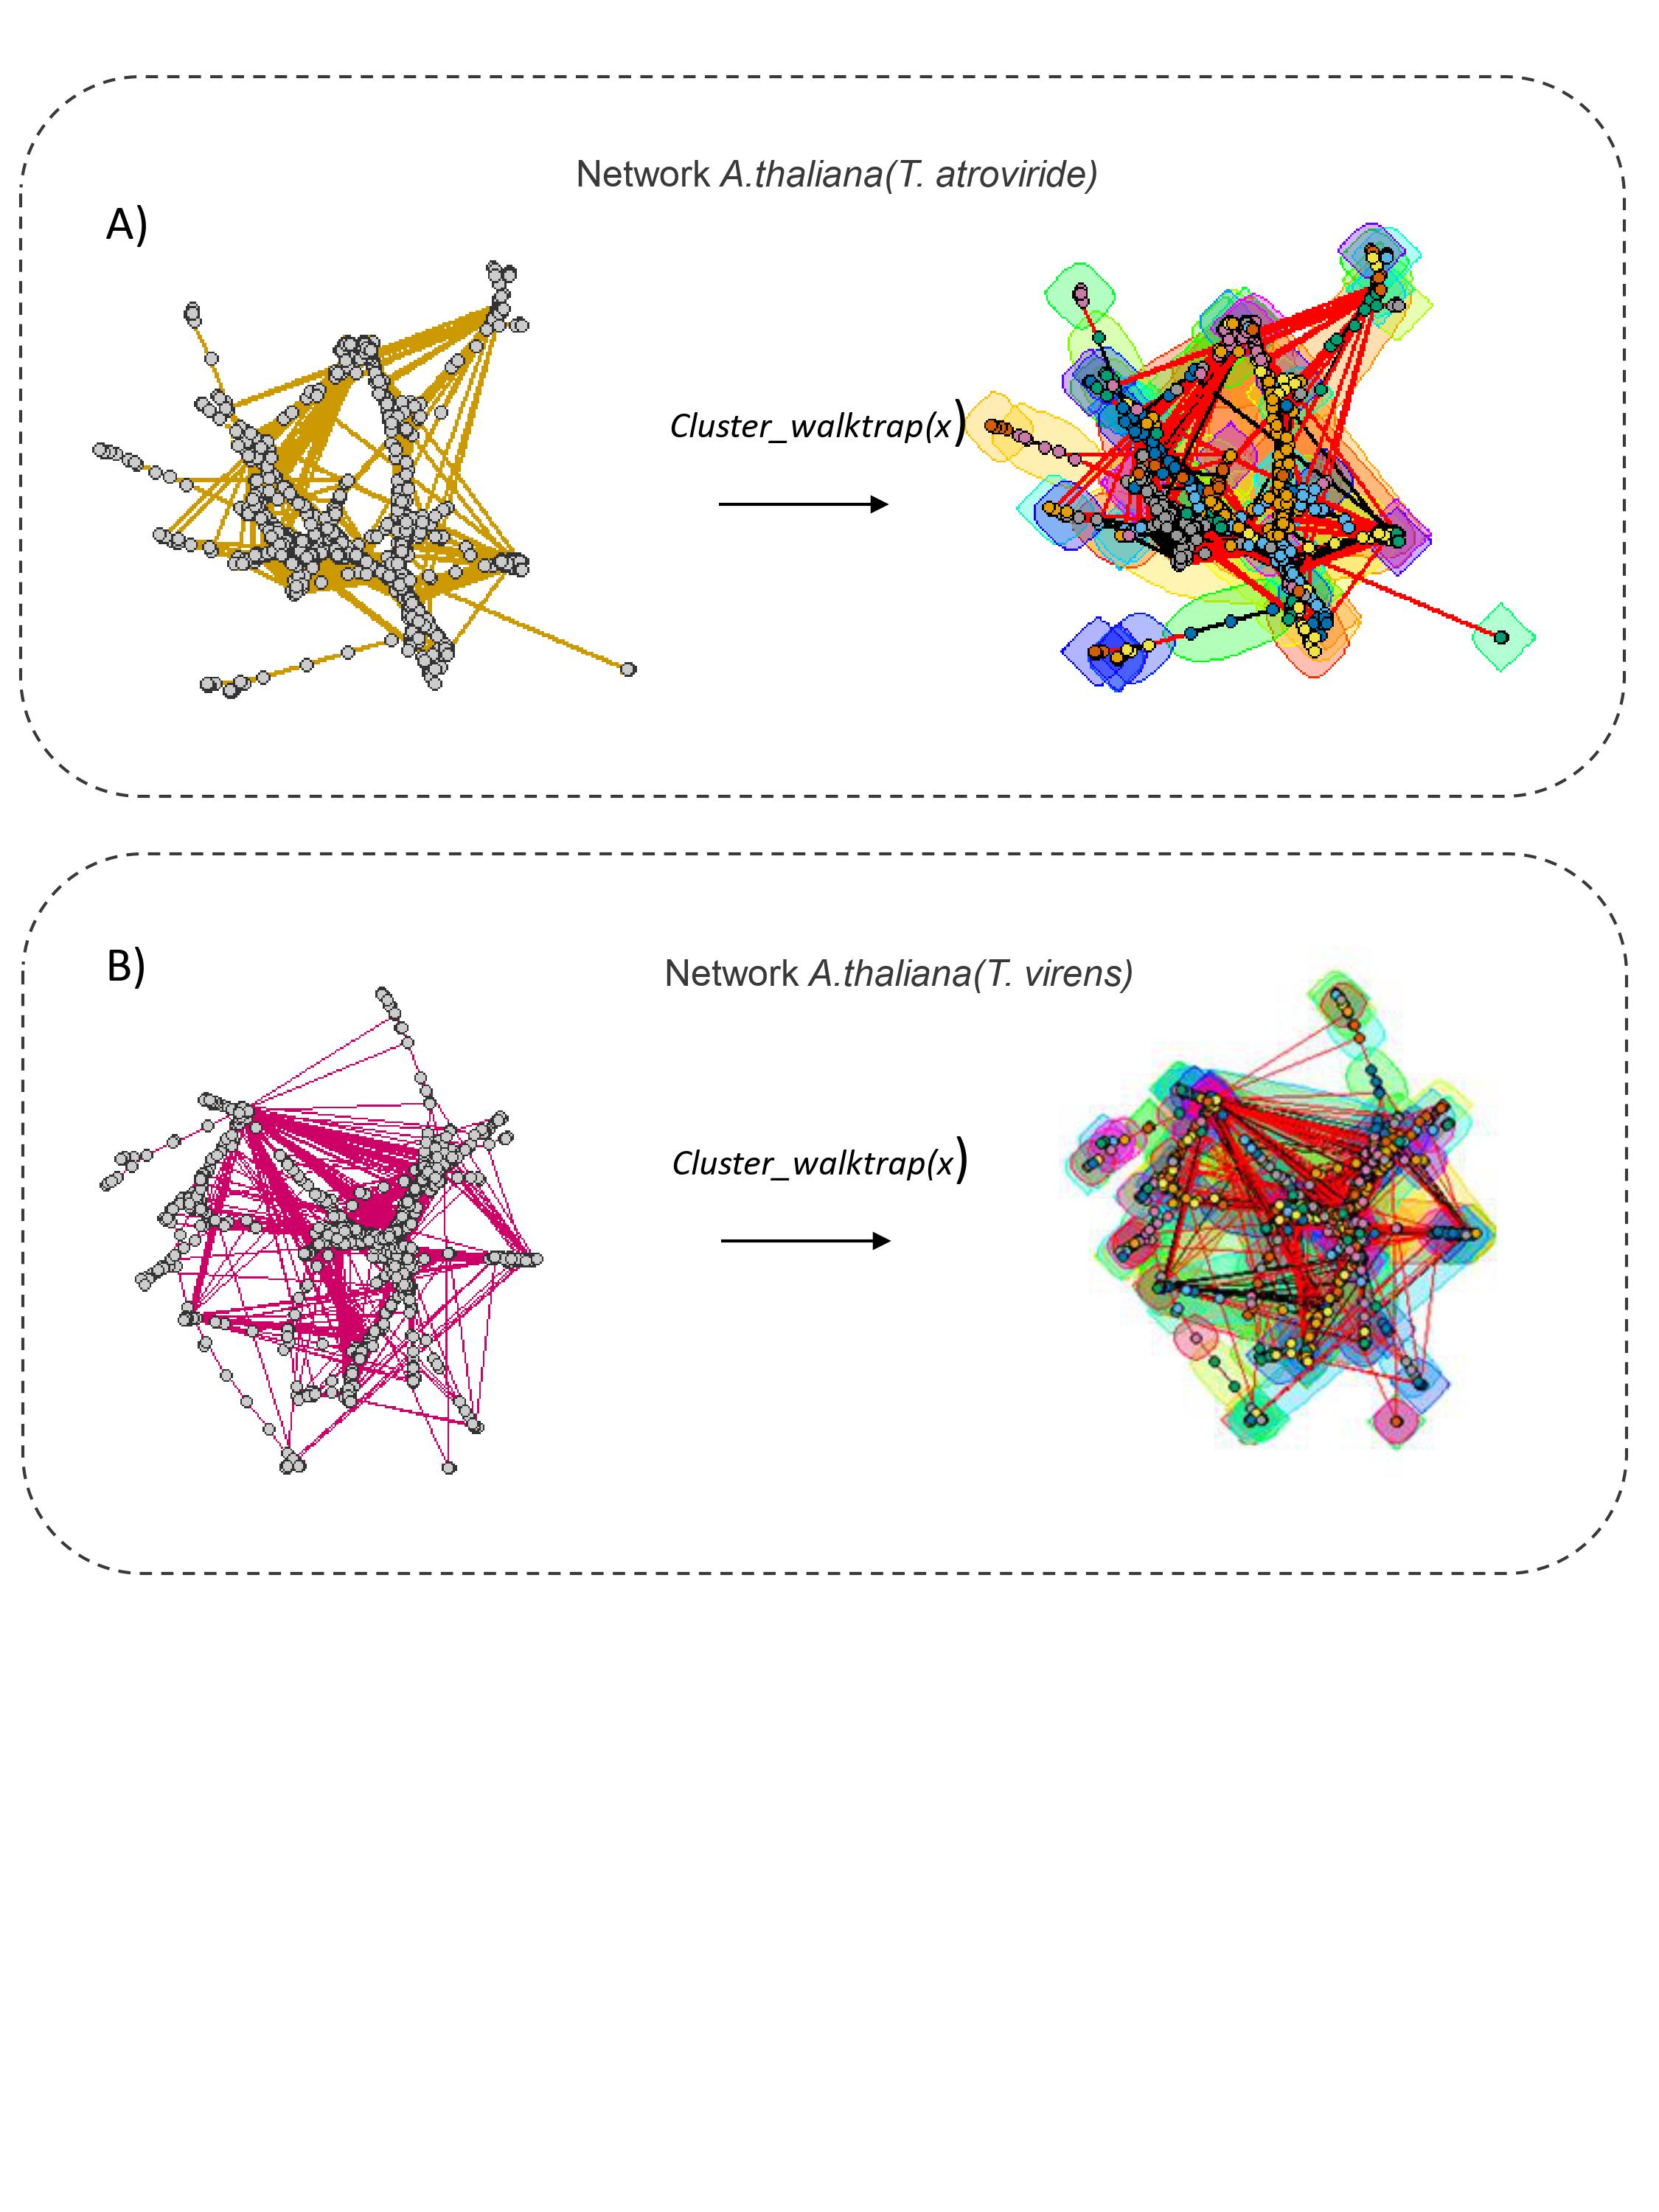

Figure S5. Identification of communities. A) *A.thaliana*(*T.atroviride*) and B) *A.thaliana(T.virens)*. The network shows the best 1,094 and 2,011 nodes for *A.thaliana*(*T.atroviride*) and *A.thaliana(T.virens) respectively*. The identification of communities was carried out using the function *cluster_walktrap(x)* of the igraph package. Each community is represented by a color. The analysis identified 104 communities for the A. thaliana(*T.atroviride*) network and 265 for the A.thaliana(*T.virens*) network

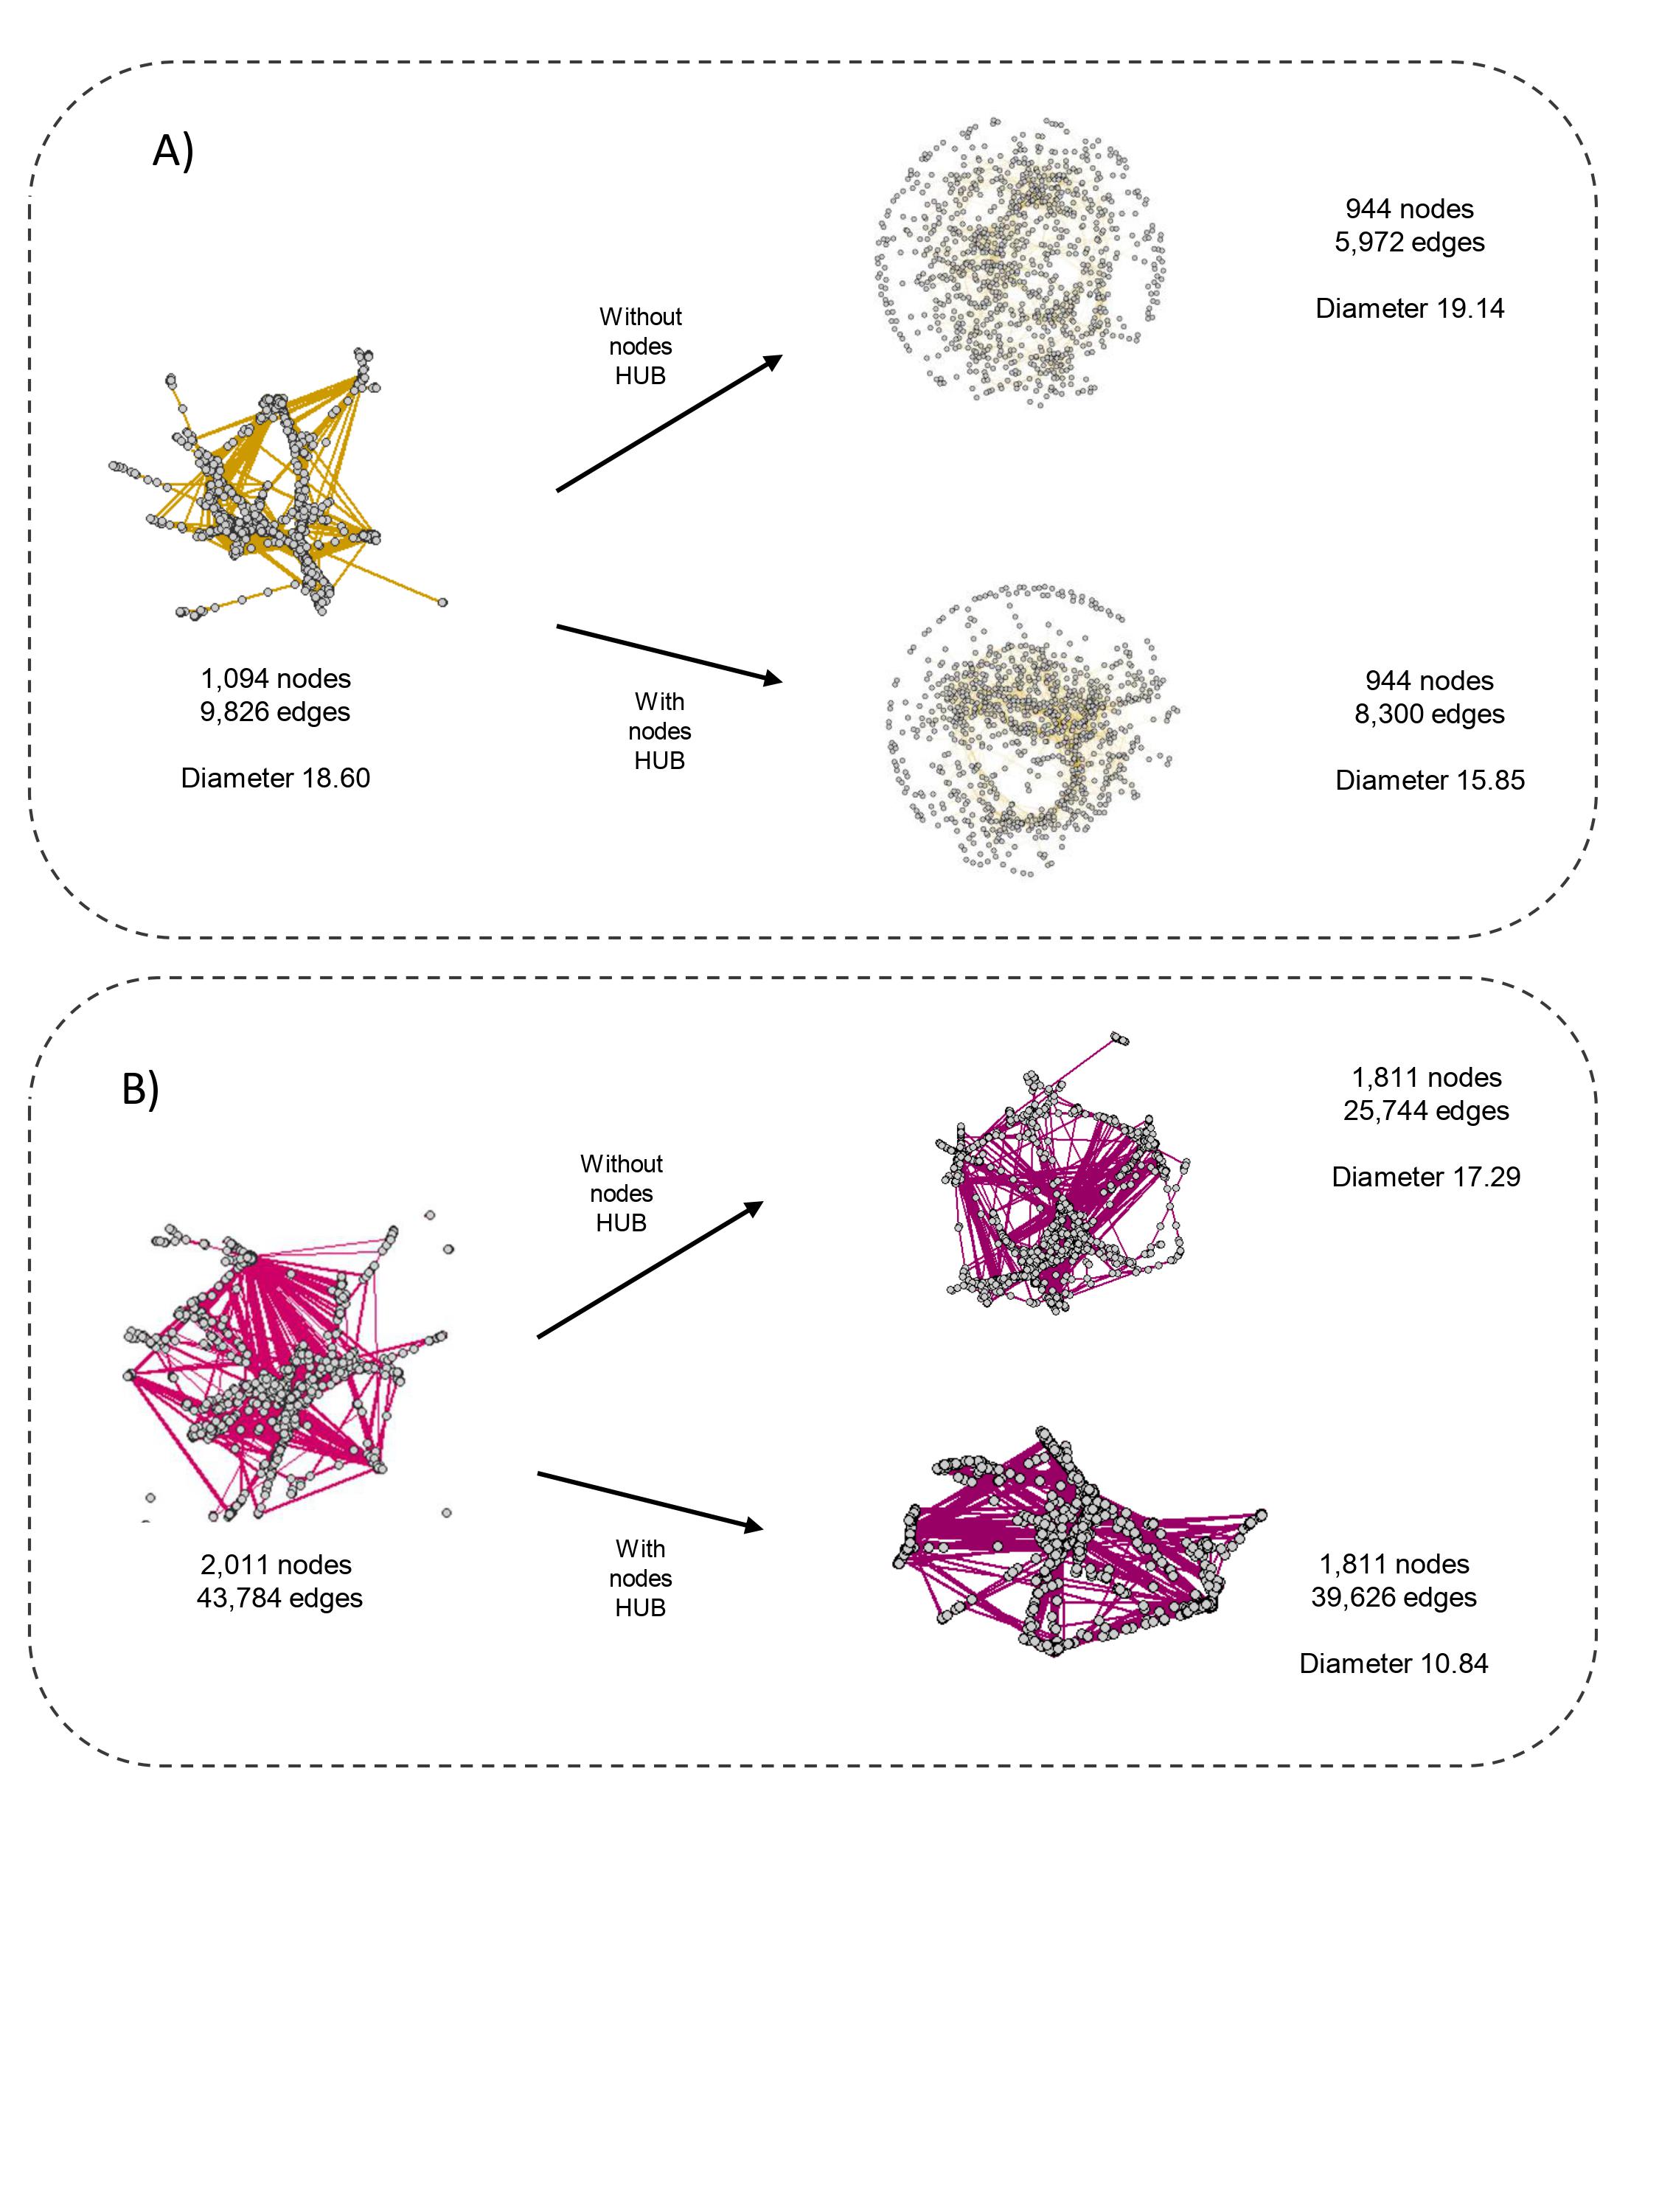

Figure S6. In silico validation of the selection of relevant nodes. A) Subgraph *A.thaliana*(*T.atroviride*). The best 150 nodes according to our score (authority x closeness x degree). In the first case the relevant nodes (the best score) were removed. In the second case nodes with bad score were removed. B) Subgraph *A.thaliana*(*T.virens*). The best 200 nodes according to our score (authority x closeness X degree). In the first case the relevant nodes (the best score) were removed. In the second case nodes with bad score were removed.

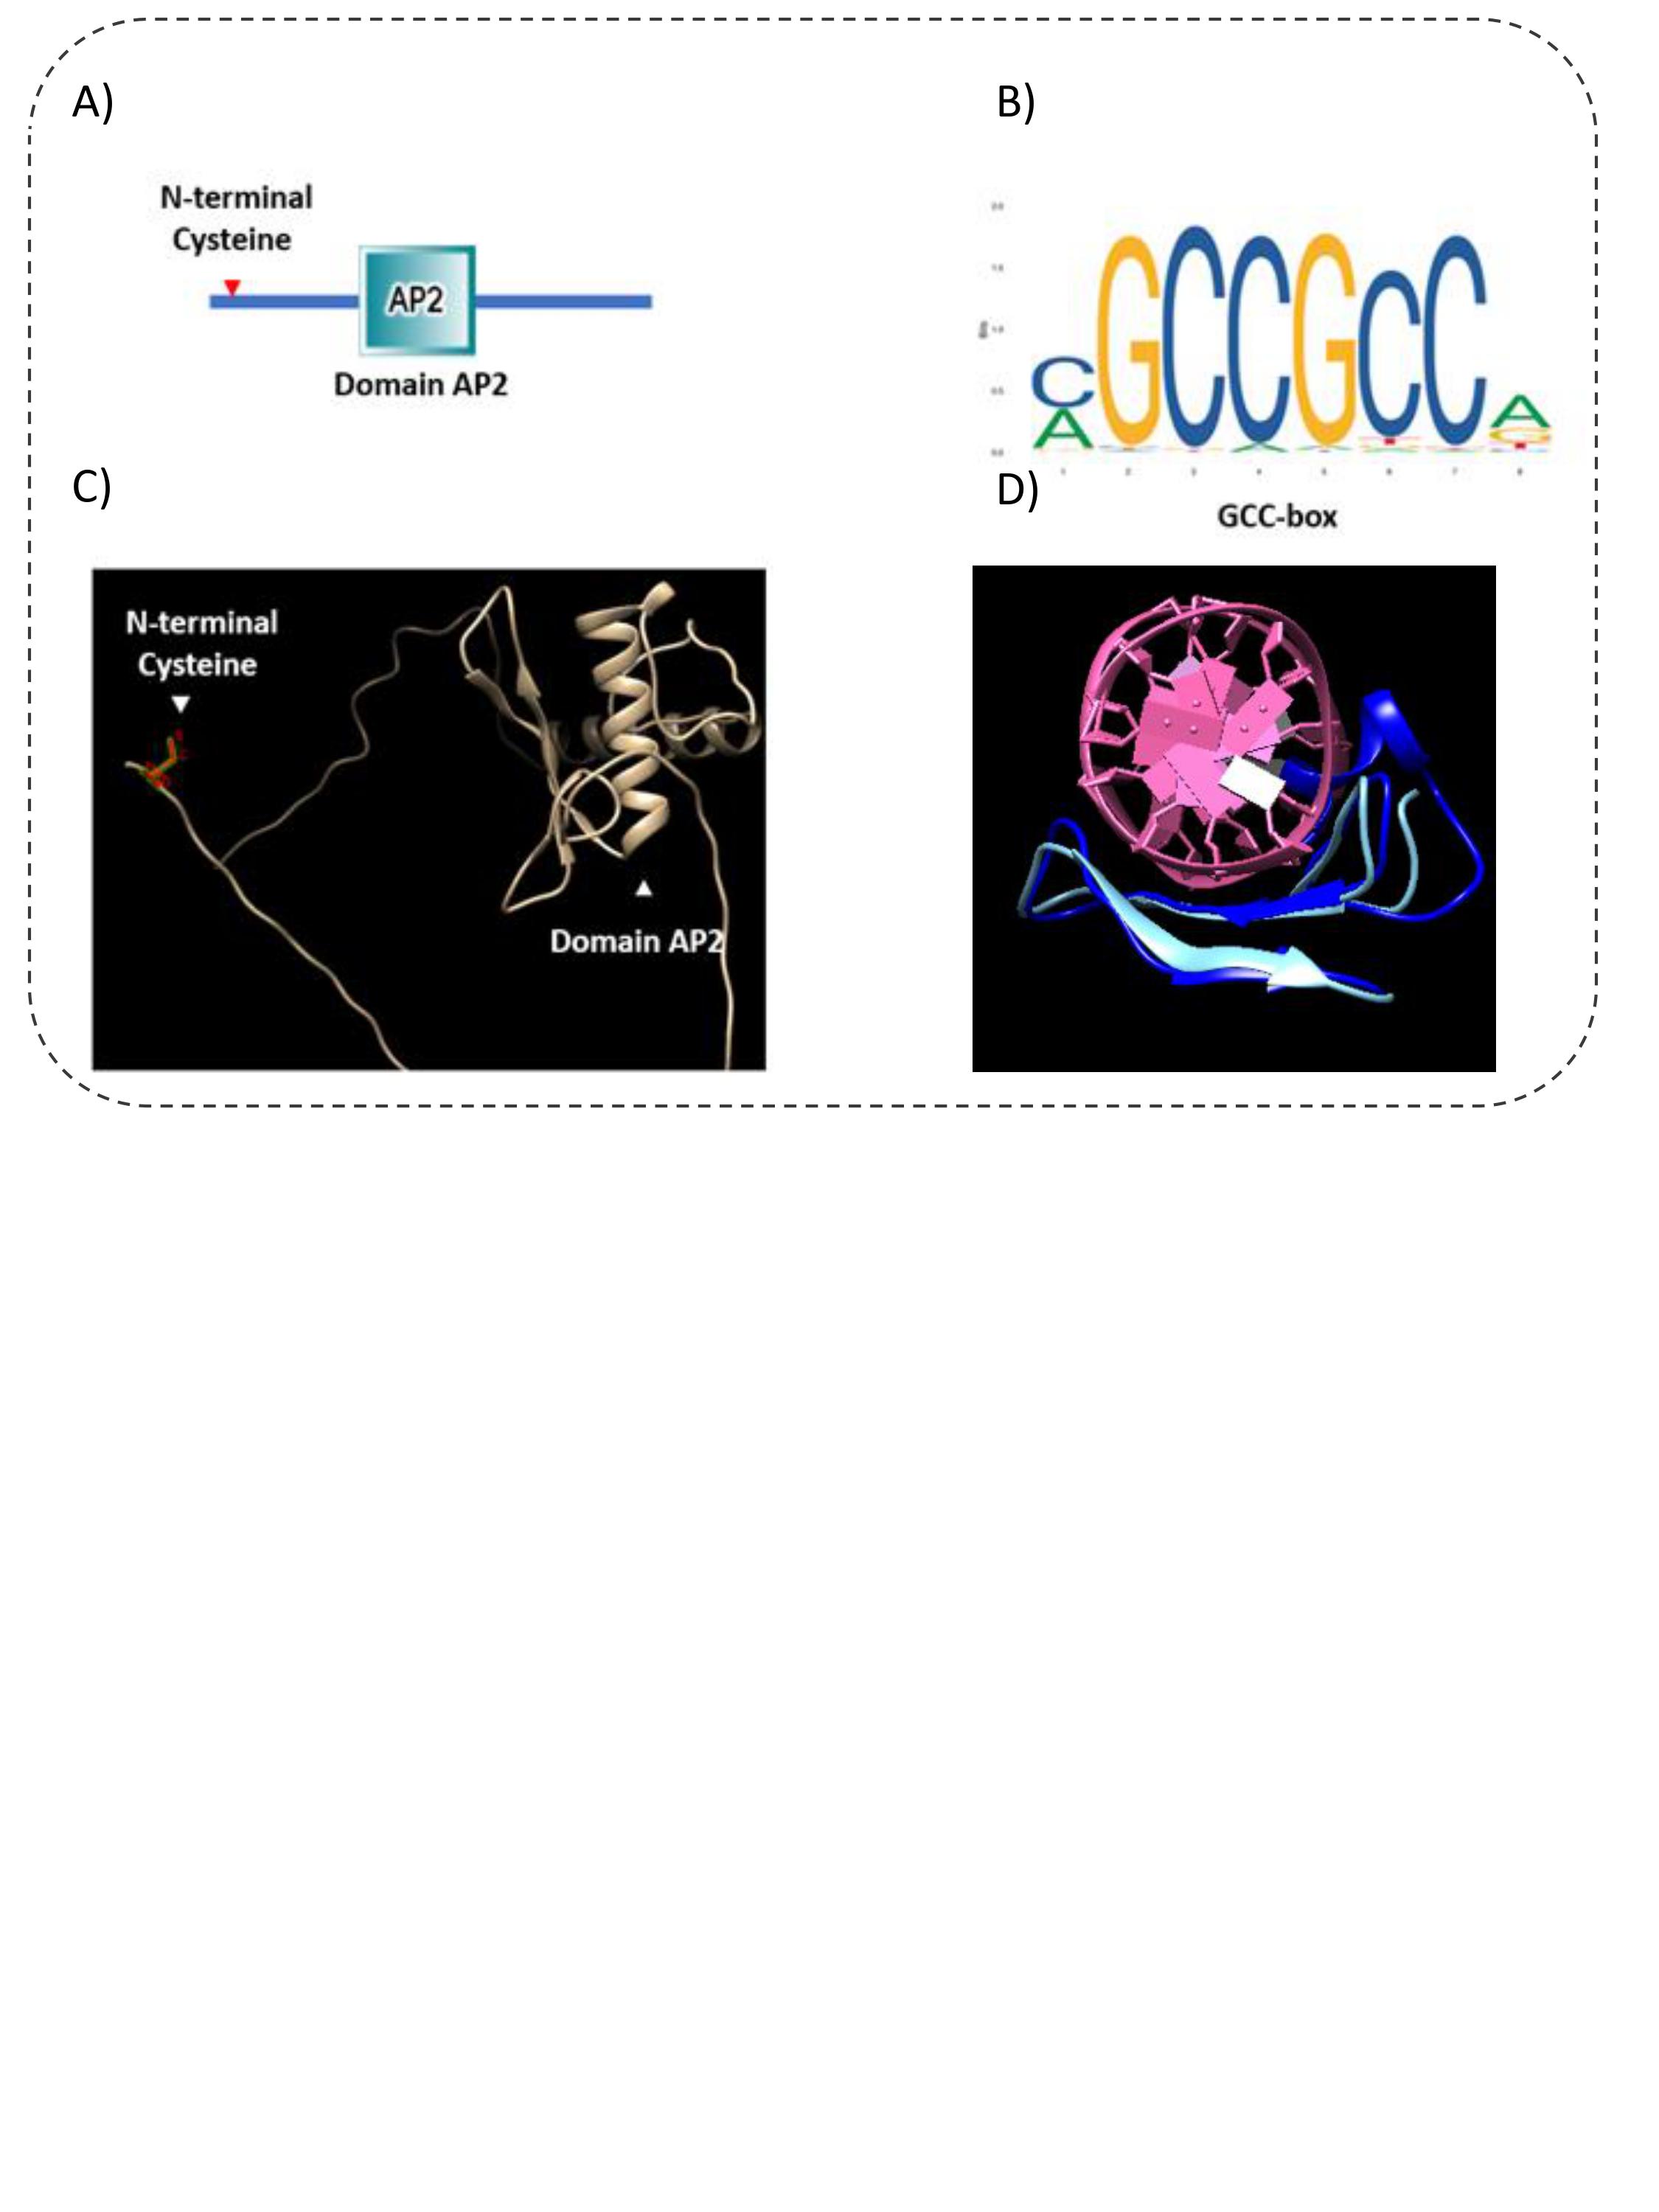

Figure S7. Identification of domains present in *AT2G47520* and analysis of position weight matrix (PWM). A) Domain identification. The analysis of conserved domains was carried out with the Conserved Domains Database (CDD). B) Analysis of position weight matrix (PWM). The analysis of positional weight matrices (PWM) with open-access database of curated JASPAR. Each letter and color represent a nucleotide of the GCC-box promoter sequence. The size of each letter represents the probability of binding between protein and DNA. C) Representation of domains in ribbon diagram. The structural prediction of the protein was performed using the alpha fold artificial intelligence program and was manipulated in CHIMERA. D) Structural alignment. Purple represents the GCC-box. Dark blue represents the binding domain to the GCC-box sequence of the ERF091 transcription factor. Light blue represents the binding domain to DNA of *AT2G47520*

How the deposited data were processed for this re-analysis (not part of the article)

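RNA-seq libraries of *Arabidopsis* seedlings were read from the values deposited by the authors, without the reads. The 27 libraries came from 3 treatments (control, *T. atroviride* and *T. virens*) at 48, 72 and 96 hpi, with 3 replicates each, and the condition of each library was taken from its deposited label.

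The count values were made by the authors with HISAT2, run with default parameters on a joint genome of *Arabidopsis*, *T. atroviride* and *T. virens*, and featureCounts, and were deposited without normalization. The CPM values were deposited by the authors beside them, and equal each count divided by the library's total and scaled to 1e6, without a further factor. Versions of these tools, the annotation used and the handling of reads that map to several places were not given in the sources used here. The deposited tables hold 16878 features with at least 1000 counts over all libraries. Of these, 16647 are *Arabidopsis* loci and 231 are other features, and 16579 of the loci were matched to the TAIR10 annotation by their identifier.

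Total counts per library ran from 6822908 to 25676958. With 3 libraries per group, and in a simulation with 100 genes raised 4-fold and 100 lowered 4-fold at 48 hpi, 87 and 82 of them were called and 0 of the others. Genes far below 1000 counts in total are absent from the tables, so nothing can be said of them.

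Analyses were run in R 4.3.3. Differential expression was computed with edgeR 4.0.16 on the counts of the *Arabidopsis* loci, with filterByExpr, TMM normalization, 9 groups of treatment by time in a single fit and the quasi-likelihood test, in which every group shares the estimate of the spread. Contrasts were each fungus against control and *T. virens* against *T. atroviride*, in the mean of the 3 times and at each time. Genes were called at FDR below 0.001 (Benjamini-Hochberg) and |logFC| above 1.5. Values of log2 CPM were TMM-normalized with a prior count of 2. Lists of marker genes were tested with fry of limma 3.58.1 across the libraries, with adjustment over 21 tests. The lists were for hypoxia, heat shock, salicylic acid, jasmonate (MYC branch), jasmonate and ethylene (ERF branch), leaf photosynthesis and root. They were written from general knowledge, and a list of clock genes was written after the data were seen. Genes called for both fungi were compared with Welch's t-test across genes (the paper names Student's t-test) and with fry across libraries.

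Genes were named by a rule. It takes every locus that the paper names, the 3 largest rises and the 3 largest falls for each fungus among called genes that changed in the same direction at all 3 times, and the 3 largest in each direction for *T. virens* against *T. atroviride*. The paper's values for its own genes had been seen when the rule was set. Genes outside the rule are marked where they are named.

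Networks were computed from the deposited CPM with Spearman's correlation over the 9 libraries of each treatment and the exact p, for genes at FDR below 0.001 in the mean contrast of that fungus. The limits set were FDR below 0.001 and |rho| of at least 0.8. As these left 0 edges, a limit of an unadjusted p below 0.001 was added after that was seen, and communities, hubs and neighbours were taken from it. Communities were found with cluster_walktrap of igraph 2.1.4. Communities of at least 100 genes were kept, and their 50 genes with the highest product of degree, closeness and authority were taken as hubs.

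The comparisons, limits, lists of marker genes, the rule for naming genes and the alternatives that follow were set before the data were examined, except where stated. The alternatives tried were DESeq2 size factors, the Wald test of DESeq2 1.42.0, edgeR's likelihood ratio test, other low-count filters, only the libraries of the compared groups, library sizes over all features, a replicate block, glmTreat, calls at any time or at all 3 times, and each library left out in turn. For the lists camera with an estimated correlation was tried. For the networks the alternatives were raw counts, TMM-normalized CPM, other sets of genes, the t approximation of p, limits on rho alone, values with the mean of each time subtracted, a replicate block and each library left out. The mean log2 CPM of the root list as a covariate, and 2 of the network limits, were chosen after the data were seen. A closing section gives their effect.

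Results were also compared with other splits of the same libraries into groups. For the means of the times 100 splits were drawn within times, and at single times all 10 splits of 3 against 3 libraries were run. The tests of edgeR (quasi-likelihood, likelihood ratio and glmTreat), DESeq2's Wald test, fry, camera and the network step were tested on simulated data.

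GO enrichment was left out, and GO annotation was not used here. The RT-qPCR measurements and the phenotypes were not in the deposited tables and were left out. Expression of fungal genes was left out except for the share of counts on their features, since the paper draws no conclusion on it.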

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

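Tests of the libraries low in root genes, of reads carried over between libraries, and of depth and root share for the genes lower with *T. virens* were chosen only after the result was seen, as were the splits for the list of the ERF branch alone. The other splits and the tests of gene length and of time were chosen earlier.

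For 10 measures (total counts, share of other features, share of the 10 most counted features and 7 lists) each treatment's 9 libraries were searched for a library far from the others. Of 30 such groups, 7 had a gap to the next value that was a larger part of the whole range than Dixon's 95% limit for 9 values. Chance alone passes this limit in about 1 in 20 groups, or 1.5 of 30.

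Control replicate 1 at 72 hpi was far from the other controls in 3 lists. Its mean log2 CPM was 0.175 for the root list (4.34 to 5.46 in the other controls), 12.691 for the leaf list (11.07 to 11.8) and 5.185 for the salicylic acid list (2.99 to 4.07). Few counts are argued against by its total of 21705158, the median of the controls at 72 hpi. A time of harvest other than that of the other replicates was tested as a cause of the low root list, since clock genes also differed. Control replicate 1 at 96 hpi had a shift of clock genes in the same direction (6.31, beside 7.49 at 72 hpi) with a root list of 4.43, which is within the range of the other controls, so this explanation was excluded as the whole cause. A smaller share of root tissue in this library may explain the low root list, since 16 of 16 root genes had their lowest value of the 9 controls in it and 12 of 12 leaf genes their highest. This was found and tested on the same data and is a hypothesis. The salicylic acid list was not tested against it. No biological explanation was tested, since the design gives none for a single control.

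*T. virens* replicate 2 at 96 hpi had a root list of 0.402, and the other *T. virens* libraries 2.94 to 5.22. It also had the fewest counts of any library, but 16 of 16 root genes were lowest in it among the 3 *T. virens* libraries at 96 hpi, which counting noise in a small library would not give. Less root tissue cannot be told apart from a change in the root genes themselves. The leaf list was 11.1, beside 11.1 to 12.5 in the other *T. virens* libraries, so it was not raised as in control replicate 1 at 72 hpi, but how much a smaller root share would raise it was not measured. A change in the roots of this library caused by the fungus remains open and was not tested, and the other 2 libraries of the group did not show it.

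*T. virens* replicate 1 at 72 hpi had a leaf list of 12.459 (11.1 to 11.46 in the other *T. virens* libraries). Its root list was lower by 1.25 than the mean of the other replicates (listed as −1.25), and its clock genes differed as described under the other observations. No explanation was tested for this library alone.

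Control replicate 1 at 96 hpi had a hypoxia list of 5.005 (3.45 to 4.14 in the other controls). Features of the fungi starting with TRIA or TRIV had 455 counts in it, within the 309 to 1864 of the other controls, which argues against these reads as its source. Features starting with EFTV, EFTR or ENSR had 16181 counts, 35.6 times as many and the highest ratio of any library, and this was not tested as a source. No biological explanation was tested.

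*T. atroviride* replicate 2 at 96 hpi had 15.54% of its counts outside *Arabidopsis* loci, and the other *T. atroviride* libraries at most 6.643%. Features starting with EFTV, EFTR or ENSR had 1.03 times the counts of TRIA and TRIV features in it, beside 0.0428 to 0.709 in the other *T. atroviride* libraries. No explanation was tested for this difference, and a larger amount of fungus in the sample remains open.

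Between the fungi, 5 genes were higher and 40 lower with *T. virens* than with *T. atroviride* in edgeR's quasi-likelihood test. Chance can be excluded for the number of called genes, since of 100 splits of the libraries within times only 1, the real split, gave as many. At FDR below 0.05 without the limit on logFC, 2 of the 100 splits, with the real split among them, gave as many genes. The real split had 858 such genes and the other split 1733, so the number at that looser limit does not set the real grouping apart. Against control, 24 of the 40 lower genes were called upregulated by *T. atroviride* and 3 downregulated by *T. virens*. The 40 lower genes had a median difference of −1.23, −2.31 and −2.77 at 48, 72 and 96 hpi. Gene length cannot be told apart as a cause, since their median length of 1656 bp lay within the 1640 to 2224 bp of the middle 95% of 10000 random sets of as many called genes but near its lower end (percentile 3.49). A different share of root tissue was excluded as the whole cause, since 40 of 40 were still called with the root list as a covariate and the limit for this was 2 of 3 genes. A difference in depth between the fungi was excluded, since with every library thinned to the smallest total the median logFC was −2.04 in place of −2.08, below 0 in 40 of 40. A response to *T. atroviride* that only ran ahead of that to *T. virens* in time cannot be told apart. The difference was as large at 48 hpi as at 96 hpi for 1 of the 40, but a growing response that runs ahead would also give a growing difference. A difference between the responses to both fungi, which the design names, remains open as a hypothesis.

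The list of the jasmonate and ethylene branch controlled by ERF factors was higher with *T. virens* than with *T. atroviride*, by a median of 1.87 in 7 of 7 genes. Of 100 splits, 6 gave as many lists past an adjusted p of 0.05, so chance cannot be excluded for the number of lists. For this list alone 2 of 100 splits gave a fry p as small, which would exclude chance, but it was singled out of 7 lists after its value was seen.

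Features of the fungi were not analysed in the paper. TRIA features held a median of 5.3% of counts in the *T. atroviride* libraries and TRIV features 3.75% in the *T. virens* libraries, and both were at most 0.00494% in the controls. TRIA features also held up to 0.14% in the *T. virens* libraries, and TRIV features up to 0.0885% in the *T. atroviride* libraries. These counts followed the fungus of the library, at 1.6% to 2.39% of TRIV counts and 1.16% to 1.65% of TRIA counts, so they are not taken as a level of carry-over. Reads carried over between libraries were excluded for the *T. virens* libraries, where the lowest share of TRIV was 0.876%, and for 8 *T. atroviride* libraries, where the lowest share of TRIA was 3.38%. For *T. atroviride* replicate 1 at 48 hpi carry-over at the level of the controls was excluded, since its share of TRIA was 0.184%. Reads that came from another library into this library alone were not tested and remain open. For the other libraries with a fungus, fungal RNA in the harvested tissue is left as the hypothesis that the design names.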

How the results depend on the processing

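Of the alternatives below, only the root list as a covariate, the network limits of an unadjusted p below 0.001 and of the smallest rho the paper gives, the alternatives run on the network at that p, and the interaction of time and fungus were chosen after the result was seen.

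Each of the 21 counts of called genes stayed within a factor of 1.5 with DESeq2's size factors, with library sizes over all features, without a low-count filter and with a filter of 1 CPM in 3 libraries. The calls of 162 logFC values of named genes also kept their side of the limits and their direction under these settings. The filters removed no gene, so they say nothing about stability.

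The counts of upregulated genes in the mean of the times stayed within a factor of 1.5 with DESeq2's Wald test and edgeR's likelihood ratio test, and the lower counts grew. With DESeq2's Wald test, 95 genes were downregulated by *T. atroviride* (45 in edgeR's quasi-likelihood test), 202 by *T. virens* (125) and 62 by both (35), with 33 by *T. atroviride* only (10) and 140 by *T. virens* only (90). Between the fungi 19 were higher (5) and 86 lower (40) with *T. virens*. At 48, 72 and 96 hpi it called 45, 185 and 415 genes for *T. atroviride* (1, 28 and 167) and 104, 122 and 518 for *T. virens* (3, 4 and 173). Between the fungi it called 33 at 72 hpi (0) and 68 at 96 hpi (4). With edgeR's likelihood ratio test, 87 were downregulated by *T. atroviride*, 192 by *T. virens*, 60 by both and 27 by *T. atroviride* only, and 16 were higher and 79 lower with *T. virens* than with *T. atroviride*. At the 3 times that test called 37, 163 and 375 genes for *T. atroviride*, 68, 96 and 474 for *T. virens*, and 23 and 57 between the fungi at 72 and 96 hpi. Of the 162 values of named genes, 22 were called in addition by DESeq2's test and 16 by the likelihood ratio test, and none was lost or changed direction. The cause was not tested.

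With glmTreat, which tests whether |logFC| exceeds 1.5, at FDR below 0.05, the counts fell to 97 up and 7 down for *T. atroviride* and 74 up and 15 down for *T. virens*. Of these 45 were up and 4 down for both fungi, 52 up and 3 down for *T. atroviride* only, and 29 up and 11 down for *T. virens* only. Between the fungi 2 genes were higher and 0 lower, where edgeR's quasi-likelihood test had 5 and 40 and 3129 genes at an unadjusted p below 0.05. At single times glmTreat called 7 and 86 genes for *T. atroviride* at 72 and 96 hpi, 2 and 54 for *T. virens*, and 1 between the fungi at 72 hpi. This test asks for a larger change than the other, which explains fewer calls by its construction.

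Called at any of the 3 times, the counts were 160 up and 8 down for *T. atroviride* and 122 up and 51 down for *T. virens*, with 69 up and 8 down for both, 0 down for *T. atroviride* only, and 53 up and 43 down for *T. virens* only. Between the fungi 2 were higher and 3 lower. Called at all 3 times, 1 gene was up and 0 down for *T. atroviride*, which was up for that fungus only, and 2 up and 0 down for *T. virens*, which were up for that fungus only. For both fungi 0 were up and 0 down, 0 were down for either fungus only, and between the fungi 0 were higher and 0 lower, in edgeR's test. Both settings use 3 libraries per group in place of 9, which lowers the power to call genes. Calls at all 3 times are also fewer than calls at any time by construction. Whether this accounts for the whole fall was not tested.

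With only the libraries of the compared groups, 75 genes were downregulated by *T. virens*, 54 by *T. virens* only and 21 by both fungi, and 24 were lower with *T. virens* than with *T. atroviride*. At single times edgeR's quasi-likelihood test called 0 genes at 48 and 72 hpi and 81 at 96 hpi for *T. atroviride*, and 2 at 72 hpi and 52 at 96 hpi for *T. virens*. Between the fungi it called 0 at 48 hpi and 1 at 96 hpi, beside 3028 and 3574 genes at an unadjusted p below 0.05 with all libraries for *T. atroviride* at 48 and 72 hpi and 1770 between the fungi at 48 hpi. The fry p of the genes downregulated by both, *T. virens* against *T. atroviride*, was 0.0422 here and 0.147 with all libraries. The fit has fewer libraries, which lowers the power to call genes, but whether this accounts for the whole fall was not tested. The cause of the lower fry p was not tested.

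Libraries with the same replicate number deviated together from their group means at a mean correlation of 0.278 (87 of 108 pairs above 0.1, from −0.568 to 0.71), and those with different numbers at −0.129 (36 of 216). Not every pair was above 0.1 and no source names a shared batch or day, so the main fit left the number out. The higher mean correlation within a number argues that its libraries share a difference. So do the clock genes of replicate 1, described under the other observations. A shared batch or harvest remains open. With a replicate block 70 genes were downregulated by *T. atroviride* and 60 by both fungi. At 48, 72 and 96 hpi 0, 93 and 268 genes were called for *T. atroviride* and 8, 30 and 327 for *T. virens* in edgeR's quasi-likelihood test, and between the fungi 2 at 72 hpi and 8 at 96 hpi. In the networks at FDR below 0.001 there were 587 edges for *T. atroviride* and 146 for its control, and 1258 for *T. virens* and 547 for its control, with the t approximation of p. At an unadjusted p below 0.001 the controls had 2070 and 8072 edges. The block kept the other counts of called genes within a factor of 1.5 and the 21 tests of lists on their side of 0.05. Of the 162 values of named genes it called 6 more, among them *WRKY51* between the fungi (edgeR FDR = 5.04e-05), and lost none. The cause was not tested.

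With the mean log2 CPM of the root list in the model, 29 genes were downregulated by *T. atroviride* and 22 by both fungi, and 9 were higher and 127 lower with *T. virens* than with *T. atroviride*. At 48 and 72 hpi 2 and 70 genes were called for *T. atroviride* and 17 and 52 for *T. virens*, and between the fungi 3 at 72 hpi and 16 at 96 hpi. The adjusted p of the MYC list with *T. virens* went from 0.0466 to 0.0671. Of the 162 values of named genes, 5 were called in addition and 3 lost. The root list itself had an adjusted p of 0.000399 with *T. atroviride* and 0.00883 with *T. virens*, but the covariate was built from this list, so these values say nothing about it. The cause of the other changes was not tested.

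With camera and an estimated correlation between genes, no list passed an adjusted p of 0.05. The values were 0.113 for the hypoxia list with either fungus, 0.113 and 0.281 for the heat shock list with *T. atroviride* and *T. virens*, and 0.374 and 0.307 for the salicylic acid list. They were 0.65 for the MYC list with *T. virens*, 0.113 for the ERF list with either fungus and 0.135 between the fungi. Directions of these lists stayed the same. The cause was not tested.

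The network results depended on the limit most. At FDR below 0.001 there were 0 edges in any network with the exact p, and the t approximation of p gave 64 edges for *T. atroviride* and 63 for its control, and 308 for *T. virens* and 178 for its control. With |rho| of at least 0.95 there were 2536, 2192, 10374 and 6574 edges in the same order, and with |rho| of at least 0.8 there were 41980, 36437, 159909 and 119121. At an unadjusted p below 0.001 there were 4702, 4169, 19090 and 12675. The smallest rho that the paper gives for each network, with 0.85 for the controls, gave 10137, 20172, 10374 and 64543. The paper also gives 0.8 for the control network, at which the controls had the 36437 and 119121 edges above. A lower limit on rho or p passes more pairs by construction, and the *T. atroviride* or *T. virens* network had fewer edges than its control only under the last of these settings, in which the limits differ between networks.

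Raw counts gave 134 edges for *T. atroviride*, 34 for its control, 117904 for *T. virens* and 143 for its control at FDR below 0.001, and 22440, 8630, 495421 and 35389 at an unadjusted p below 0.001, with 17 and 1 neighbours of AT2G47520. TMM-normalized CPM gave 52 neighbours for *T. atroviride*. At an unadjusted p below 0.001 the t approximation gave 10137, 8964, 41110 and 27760 edges, and 68 and 48 neighbours. With the mean of each time subtracted, there were 202, 247, 457 and 918 edges at FDR below 0.001. At an unadjusted p below 0.001, that setting gave 2676 edges for *T. atroviride* and 6729 for *T. virens*, with 0 neighbours and 1 neighbour of AT2G47520. Genes at FDR below 0.001 at any time gave 905, 126, 858 and 179 edges and 19 and 10 neighbours. Genes also at |logFC| above 1.5 gave 708, 409, 1303 and 519 edges and 14 and 6 neighbours. Fewer genes make fewer pairs by construction. Genes at FDR below 0.001 at all 3 times left a single pair for *T. virens*, with 1 edge in its network and 1 in its control at FDR below 0.001, and 1 and 1 at an unadjusted p below 0.001. For *T. atroviride* that set had too few genes for a network and gave no value. Walks of 8 steps gave 2 communities of at least 100 genes for *T. atroviride* and 157 communities for *T. virens*. The cause of the other changes was not tested.

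The counts of upregulated genes moved from 251 to between 208 and 322 for *T. atroviride* and from 262 to between 219 and 339 for *T. virens*. The lower counts moved more. They ran from 23 without *T. atroviride* replicate 3 at 72 hpi to 134 without control replicate 1 at 72 hpi for *T. atroviride*, and from 89 without *T. virens* replicate 2 at 72 hpi to 284 without the same control for *T. virens*. Shared by both fungi were 115 to 208 up and 19 to 89 down, while 4 to 45 were down for *T. atroviride* only and 61 to 195 for *T. virens* only, and all of these highest values came without control replicate 1 at 72 hpi. Between the fungi 3 to 8 genes were higher and 21 to 69 lower, the highest without control replicate 1 at 72 hpi and without *T. atroviride* replicate 1 at 48 hpi. At 48, 72 and 96 hpi the calls ran from 0 to 16, 0 to 62 and 48 to 288 for *T. atroviride*, 0 to 30, 1 to 128 and 46 to 367 for *T. virens*, and 1 to 2, 0 to 4 and 1 to 13 between the fungi. Those ranges belong to edgeR's quasi-likelihood test with 2 libraries in the reduced group, in which they are taken to vary like the libraries of the other groups. Among 4374 values of named genes, 84 calls were lost and 14 gained, and no direction changed. The cause was not tested.

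The fry p of *T. virens* against *T. atroviride* ran from 0.0219 to 0.932 for the genes upregulated by both and from 0.0415 to 0.307 for those downregulated by both. The adjusted p of the heat shock list between the fungi ran from 0.0234 to 0.194. For the MYC list it ran from 0.0473 to 0.506 with *T. atroviride* and from 0.00452 to 0.111 with *T. virens*. The leaf list had 0.528 to 0.974 with *T. atroviride*, 0.335 to 0.966 with *T. virens* and 0.398 to 0.977 between the fungi. Its direction reversed against control without control replicate 1 at 72 hpi (0.544 and 0.751), with *T. atroviride* also without *T. atroviride* replicate 2 at 48 hpi (0.895), and between the fungi without *T. atroviride* replicate 1 at 48 hpi (0.814) or *T. virens* replicate 3 at 72 hpi (0.966). The root list had 0.0243 to 0.644 with *T. atroviride*, 0.0457 to 0.847 with *T. virens* and 0.46 to 0.966 between the fungi, where its direction reversed without *T. virens* replicate 3 at 72 hpi (0.966), 1 at 96 hpi (0.896) or 3 at 96 hpi (0.959). None of the reversed values passed 0.05. Networks of 8 libraries had 1531 to 2262 edges for *T. atroviride*, 1126 to 2277 for its control, 5598 to 9436 for *T. virens* and 3101 to 7248 for its control at an unadjusted p below 0.001, and 7 to 18 and 1 to 10 neighbours of AT2G47520. With 8 values the exact p is coarser, which lowers these counts by construction, and at FDR below 0.001 all 90 values stayed at 0. The cause of the other changes was not tested.

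Every gene in the tables had at least 1000 counts over the libraries, so depth limited values at single times only for weakly expressed genes, such as AT2G47520 with 8 to 25 counts per control library at 96 hpi. A loss of genes under 1000 counts cannot be judged from these tables.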

Differences from the paper's values

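The setting of an unadjusted p below 0.001 and that of the smallest rho the paper gives were chosen only after the network results were seen, as was the root list covariate. The other alternatives were set before the data were examined.

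For the genes downregulated by both fungi, Welch's t-test across genes gave p of 0.0371 and the paper's value is 0.02. Of the alternatives set beforehand, DESeq2's size factors (0.0203), library sizes over all features (0.0232), the genes of Table S1 (0.021), and the fits without control replicate 2 at 72 hpi (0.0281) or *T. virens* replicate 1 at 72 hpi (0.0138) came within a factor of 1.5 of the paper's value. DESeq2's Wald test, edgeR's likelihood ratio test, the filters, only the libraries compared, glmTreat, the replicate block and the other 25 fits without a library did not, and neither did the root list covariate.

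For *PDF1.2*, *T. virens* against *T. atroviride* over the 3 times, the exact rank-sum test gave p of 0.4 and the paper's value is 0.2. The replicate block and the fit without *T. atroviride* replicate 1 at 72 hpi gave 0.2, and the other alternatives did not.

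At FDR below 0.001 with the exact p, the networks had 0 edges, with 92706, 80600, 333937 and 268752 pairs at an unadjusted p below 0.05 for *T. atroviride*, its control, *T. virens* and its control. The paper's edges are 9826, 33222, 43784 and 116682 in the same order, and the paper's nodes are 1094 for *T. atroviride* and 2011 for *T. virens*, here 0. Of the alternatives set beforehand, |rho| of at least 0.8 came within a factor of 1.5 of the paper's edges for the controls, with 36437 and 119121, but not for the fungal networks, with 41980 and 159909. No other alternative set beforehand reached the paper's edges in any network. The smallest rho that the paper gives for each network (0.85 for the controls, elsewhere 0.8), a setting chosen after seeing the values, gave 10137 edges for *T. atroviride*. The t approximation at an unadjusted p below 0.001, a limit chosen after seeing the values, gave 10137 edges for *T. atroviride* and 41110 for *T. virens*. It kept all but AT1G66350 of the 7 neighbours of AT2G47520 that the paper names, and the smallest rho of the paper dropped AT5G07580 as well. How many of the paper's edges either setting drops was not counted, since edges were not listed in the sources used here. The paper's nodes were reached within a factor of 1.5 by |rho| of at least 0.95 (881 and 1812) or 0.8 (1188 and 2153), for *T. virens* by raw counts (1985), and by an unadjusted p below 0.001 (1007 and 1993) and the smallest rho of the paper (1131 and 1812), both chosen after seeing the values. They were not reached by TMM-normalized CPM, the other sets of genes, the t approximation at FDR below 0.001, the mean of each time subtracted, the replicate block, the fits without a library or, for *T. atroviride*, raw counts.

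The control network of the *T. atroviride* genes had a density of 0.00848 at an unadjusted p below 0.001, and the paper's value is 0.06. At |rho| of at least 0.8, a limit set beforehand, it was 0.0519, which is within a factor of 1.5 of the paper's. None of the other alternatives reached it. The edges and nodes that the paper gives make densities of 0.0164 for *T. atroviride* and 0.0217 for *T. virens*, and the paper's own values are 0.008 and 0.007.

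AT2G47520 had 22 neighbours in the *T. virens* network at an unadjusted p below 0.001, and the paper's value is 35. The t approximation of p gave 48, which is within a factor of 1.5, at a limit chosen after seeing the values, which dropped 1 of the 3 neighbours that the paper names for this network. TMM-normalized CPM, raw counts, the other sets of genes, the mean of each time subtracted, the replicate block and the fits without a library did not reach it.

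The weighted diameter of the *T. virens* network without its hubs was 20.75, and the paper's value after removing the relevant nodes is 10.85. Without the 200 lowest-scoring genes it was 13.13, which is within a factor of 1.5. The paper's text leaves open which removal its value belongs to, as described at the end. No alternative was run on this value.

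For AT2G47520 with *T. atroviride* at 96 hpi the logFC was 5.85, and about 7.6 in Fig. 6, read by eye. No alternative reached it. The axis of that panel has labels at uneven steps.

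*HSFA2* had logFC of 2.39, 2.68 and 3.6 at 48, 72 and 96 hpi, and about 3.4, about 3.7 and about 4.6 in Fig. 6, read by eye. Without *T. atroviride* replicate 1 at 48 hpi the value there was 2.86, and without control replicate 1 or *T. atroviride* replicate 3 at 96 hpi it was 4.19 or 3.98 at 96 hpi, all within 1 standard error of the figure's values, and no other alternative was.

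*GSH1* had logFC of 0.99, 1.23 and 1.33, and about 1.5, about 1.7 and about 1.8 in Fig. 6, read by eye, and no alternative reached these. The order of the 3 times was the same here as in Fig. 6 for all 12 genes.

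Table S1 lists 5 upregulated and 4 downregulated genes for *T. atroviride*, and 1 in each direction for *T. virens*, that were not called here. Library sizes over all features called all but 4, 3, 1 and 0 of Table S1's genes for *T. atroviride* up and down and *T. virens* up and down. DESeq2's size factors left out 8, 3, 3 and 0, edgeR's likelihood ratio test 1, 0, 1 and 0, DESeq2's Wald test 3, 0, 3 and 0, and a limit of 1 on |logFC| 4, 4, 0 and 1.

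The paper states that the control networks have more edges than those with fungi. At the same limit for each network, |rho| of at least 0.8 or 0.95, an unadjusted p below 0.001 or the t approximation at FDR below 0.001, each fungal network had more edges than its control. With the mean of each time subtracted the controls had more, with 247 against 202 and 918 against 457 edges at FDR below 0.001. With the smallest rho of the paper for each network, chosen after seeing the values, they also had more, both at 0.85 for the controls and at the 0.8 that the paper gives elsewhere.

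The paper states that edges weigh more in the networks with fungi. The median |rho| of the edges was 0.95 in each of the 4 networks at an unadjusted p below 0.001, but that limit and the few steps of rho with 9 libraries nearly fix this value, so it decides nothing. Of the pairs past 0.8, 6.04% passed 0.95 for *T. atroviride* and 6.02% in its control, and 6.49% and 5.52% for *T. virens*.

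The paper places AT2G47520 among the hubs of both networks. It ranked 21 of 1007 for *T. atroviride*, as a hub, and 760 of 1993 for *T. virens*, not as a hub.

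The paper names AT3G27220, AT5G07580 and AT1G66350 as neighbours of AT2G47520. Their rho was 0.917, 0.9 and 0.667, below the smallest rho of 0.933 at an unadjusted p below 0.001, and the t approximation passed the first and second. The other 4 named neighbours were neighbours here.

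The paper gives a community of hypoxia genes in the *T. virens* network. In that network 0 of the 26 genes of the hypoxia list were in the 4 communities of at least 100 genes, and 10 and 8 were in communities of 26 and 93 genes. Neither of these communities reached the limit of 100 genes, and the list was also split between them and further communities. No other size limit was run, so the cause of the difference cannot be told. For *T. atroviride* the paper names more communities of at least 100 genes than the 1 found here, which became 2 with walks of 8 steps.

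The paper's Discussion gives a fall of the diameter, from 19.14 to 15.85 and from 17.29 to 10.85, for removing the relevant nodes. Its Results state that the network became less cohesive without hubs and more cohesive without non-relevant nodes, so the fall may belong to the latter. Here the weighted diameter was 17.9 with and without hubs for *T. atroviride*, and 20.75 for *T. virens*. Without the lowest-scoring genes it was 15.1 to 17.9 over random choices among tied genes for *T. atroviride*, and 13.13 for *T. virens*. The mean distance rose from 6.41 to 6.74 steps and from 5.93 to 6.34, as the paper states for the path between nodes.

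The paper lists AT5G56320 and *LRL3* as repressed. Both were lower with both fungi here and neither was called in the mean of the times or at single times. *LRL3* was called for *T. atroviride* without control replicate 1 at 72 hpi, with a logFC of −1.59.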

Other observations

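Chosen only after the result was seen were the tests of the clock genes, of *T. atroviride* replicate 1 at 48 hpi, of the other features in control replicate 1 at 48 hpi, of the fungal share against the root list, of the downregulated genes against the root list, of the change from 48 to 96 hpi, and of the network edges at an unadjusted p below 0.001. The other tests here were chosen earlier.

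Clock genes differed by replicate number. An index of 4 morning genes minus 6 evening genes, in log2 CPM, was highest in replicate 1 in 9 of 9 groups. It exceeded the mean of the other replicates by 1.27 to 7.49, with a mean of 3.98 (permutation of the replicates within groups, p = 5.08e-05, the smallest that 19683 permutations can give). Contact with a fungus was excluded as its cause, since replicate 1 was also highest in 3 of 3 control groups. A different share of root tissue was excluded, since replicate 1 was highest in 5 groups in which its root list lay within 1 log2 unit of the mean of the others. A candidate explanation is that replicate 1 was harvested at another time of day than replicates 2 and 3. It fits the 9 of 9 groups but was found from the same data, and no time of harvest within a day was found in the sources used here. Comparisons between treatments have replicate 1 in every group, so this difference adds to the spread within groups. Its size was not the same in each treatment. At 48, 72 and 96 hpi it was 2.05, 7.49 and 6.31 in the controls. It was 1.56, 3.57 and 4.26 with *T. atroviride*, and 1.27, 5.18 and 4.11 with *T. virens*. For clock genes it may therefore also move the differences between group means.

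*T. atroviride* replicate 1 at 48 hpi had few fungal counts. A control library under a wrong label was excluded, since the 262 genes upregulated by *T. virens* were above the controls in it by a median of 1.36, where the controls lay between −0.39 and 0.69. Few counts were excluded by its total of 17421456. Less root tissue cannot be told apart. Its root list of 3.78 was above that of 3 later *T. atroviride* libraries but below the 4.47 and 4.64 of the others at 48 hpi, and its leaf list of 12.18 was above the 11.15 to 11.81 of the other *T. atroviride* libraries. An early state of contact in this library remains open and was not tested.

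Control replicate 1 at 48 hpi had the largest share of other features among the controls. Reads carried over from a library with fungus were excluded, since features starting with EFTV, EFTR or ENSR had 25.1 times the counts of TRIA and TRIV features in it, and at most 1.03 times in any library with a fungus. The ratio was higher still in control replicate 1 at 96 hpi, at 35.6, and at most 9.56 in the other controls. No biological explanation was tested.

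Whether the plant response follows the amount of fungus in a library was tested as a correlation of the log2 share of fungal counts with 3 lists within times, in 6 relations. For *T. atroviride* the exact permutation p within times was 0.412 for the hypoxia list, 0.532 for the ERF list and 0.213 for the root list. For *T. virens* it was 0.347, 0.394 and 0.954 in the same order. The correlations within times ran from −0.404 to 0.409, and over all 9 libraries from −0.534 to 0.62 (exact permutation p adjusted over the 6 relations, 0.366 or more). With 3 libraries at each time, a response that follows the amount of fungus cannot be told apart from none. The share also covers only the deposited fungal features, so it may not follow the whole amount of fungus.

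The genes upregulated by both fungi were searched for GCC boxes (GCCGCC), the sites bound by ethylene response factors, within 1000 bp upstream of their start in TAIR10. A box was found for 24 of 134 genes (17.9%) and for 8.66% of the other tested genes (2-sided Fisher's exact test, p = 0.000604). Ethylene response factors may therefore act on part of these genes, as a hypothesis. For the neighbours of AT2G47520 in the *T. atroviride* network it was 6 of 30 against 9.64% of the other genes (2-sided Fisher's exact test, p = 0.11), so for these a larger share cannot be told apart from chance with 30 genes. For its neighbours in the *T. virens* network it was 4 of 21 (2-sided Fisher's exact test, p = 0.106).

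For the downregulated genes, less root tissue in the libraries with fungus was tested with the mean of the root list as a covariate. For *T. virens* 92 of 125 genes were still called, at a median logFC of −1.73 in place of −1.88, so that explanation was excluded as the whole cause by a limit of 2 of 3 genes. For *T. atroviride* 26 of 45 were still called, at a median of −1.62 in place of −1.89, and less root tissue cannot be told apart from a response of the genes, since fewer than 2 of 3 genes were still called although 45 of 45 stayed below 0. This limit was set when the total numbers of downregulated genes with this covariate, 29 and 99, were already known, and a stricter limit would leave *T. virens* open as well. Without control replicate 1 at 72 hpi, the control low in root genes, 134 genes were downregulated by *T. atroviride* and 284 by *T. virens*.

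The heat shock list, which the paper does not single out as a set, had 15 genes in the tables. It was higher with *T. atroviride* in 15 of 15 genes at a median logFC of 2.15 (limma's fry, adjusted p = 6.77e-07) and with *T. virens* in 14 of 15 at 1.95 (adjusted p = 4.75e-05). By edgeR's quasi-likelihood test 14 and 9 of these genes were called, and adjusted over the list alone 15 and 11 had FDR below 0.001. This rests on fry, since with camera and an estimated correlation between genes the adjusted p was 0.113 and 0.281. Between the fungi it had a median of −0.75, with 3 of 15 higher with *T. virens* (limma's fry, adjusted p = 0.0779). This passed 0.05 without *T. atroviride* replicate 1 at 48 hpi (0.0234), 3 at 72 hpi (0.0421) or 3 at 96 hpi (0.0367), or *T. virens* replicate 2 at 72 hpi (0.0461).

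The leaf photosynthesis list had 12 genes. Its median logFC was −0.08 with *T. atroviride* (3 of 12 higher, limma's fry, adjusted p = 0.855), −0.14 with *T. virens* (4 of 12, adjusted p = 0.776) and −0.03 between the fungi (3 of 12, adjusted p = 0.855). In edgeR's quasi-likelihood test 0 genes were called or had an unadjusted p below 0.05. DESeq2's Wald test called 0 and had 0, 1 and 1 at an unadjusted p below 0.05, and edgeR's likelihood ratio test called 0 and had 0, 1 and 0.

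Splits of the libraries were compared with the results at the claims. For the genes called for *T. atroviride* against control, and for *T. virens* against control, 1 of 100 splits gave as many, the real split, so chance can be excluded for these totals. For *T. atroviride* another split called 41 genes, all downregulated, close to the 45 downregulated in the real split. For the number of lists past an adjusted p of 0.05, 3 of 100 splits for *T. atroviride* and 2 of 100 for *T. virens* gave as many, so chance can be excluded. For the size of the change in the genes upregulated by both fungi 9 of 100 splits gave a fry p as small, and for those downregulated by both 6 of 100, so chance cannot be excluded. At single times there are 10 splits, whose share cannot fall under 0.1, so their share cannot decide on chance at any time. At 96 hpi the real split called 167 genes for *T. atroviride* and 173 for *T. virens* against control, and every other split 0. In 8 of the 9 comparisons 1 of 10 splits, the real split, gave as many called genes. The exception, 10 of 10, was *T. virens* against *T. atroviride* at 72 hpi, which decides nothing since 0 were called by edgeR's quasi-likelihood test, with 1309 genes at an unadjusted p below 0.05. DESeq2's Wald test called 3 higher and 30 lower there, and edgeR's likelihood ratio test 3 and 20. For the difference in edges between a fungal network and its control 85 of 100 splits for *T. atroviride* and 43 of 100 for *T. virens* gave one as large, so chance cannot be excluded. The real edges in these splits were those at |rho| of at least 0.9333, with 4124 and 12612 in the controls. For the genes whose change differs between 96 and 48 hpi 100 of 100 splits gave as many for either fungus by construction, since edgeR's quasi-likelihood test called 0 genes, so the splits decide nothing on chance there. There were 1117 genes at an unadjusted p below 0.05 for *T. atroviride* and 1023 for *T. virens*, and no other tool was run.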
